# The Probiotic *Parabacteroides johnsonii* Ameliorates Metabolic Disorders Through Promoting BCAAs to BSCFAs Conversion

**DOI:** 10.1002/advs.202502624

**Published:** 2025-08-07

**Authors:** Yimeng Chen, Shujun Jiang, Haolu Wang, Mengzhen Si, Haixia Wu, Xinyi Liang, Shenmeng Yao, Yanliang Zhang, Xiaodong Wen, Jie Yang

**Keywords:** BCAAs, BSCFAs, FGF1, metabolic disorders, parabacteroides johnsonii

## Abstract

The gut bacterium *Parabacteroides* spp. is increasingly recognized for its therapeutic potential in treating metabolic disorders. However, the role of *Parabacteroides johnsonii* in metabolic disorders is never reported. Here, this study finds that the abundance of *P. johnsonii* in the feces is negatively correlated with the blood glucose and lipid levels of obese patients. Oral administration of live *P. johnsonii* improved the metabolic dysfunction in high fat diet (HFD)‐fed mice, accompanied by the alleviation of leaky gut and the systemic inflammation. *P. johnsonii* enhanced the catabolism of branched‐chain amino acids (BCAAs) to branched‐chain short‐chain fatty acids (BSCFAs) in gut. Particularly, the conversion of valine to isobutyrate is correlated to the symptoms of obese patients. Isobutyrate intervention mirrored the favorable effects of *P. johnsonii* on HFD‐fed mice. Isobutyrate increased H3K14 acetylation at *Fgf1b* promoters and activated its transcription through inhibition of HDAC3 in colon, thereby maintaining the intestinal barrier integrity. The natural product stachyose exerted anti‐obesity effects by enhancing the growth of *P. johnsonii*. These results offered insights into the mechanisms underlying the potential of *P. johnsonii*, isobutyrate, and stachyose in treating metabolic disorders.

## 1 Introduction

The relationship between gut microbiota and human health has garnered extensive attention, particularly in the context of obesity. During the development of obesity, significant dysregulation occurs within the gut microbiota. This is principally featured by a decline in the number of probiotic bacteria and a concurrent rise in the population of harmful bacteria. The dysbiotic microbiota can initiate a cascade of detrimental effects. For instance, it impairs intestinal permeability. As a result, proinflammatory antigens, metabolites, and microbes can enter the bloodstream, triggering systemic chronic inflammation. It is well known chronic inflammation is an important driver of glucose and lipid disorders in the progression of obesity. Some probiotics, such as *Bifidobacterium* and *Lactobacillus*,^[^ ^1^, ^2^ ^]^ can preserve the normal state of the intestinal barrier and mitigate inflammatory responses thereby alleviating the dysfunction of glucose and lipid metabolism in obesity. Therefore, based on the regulatory role of probiotics, therapeutic strategies that focus on the gut microbiota may offer a novel approach for the prevention and treatment of obesity.

Branched – chain amino acids (BCAAs), namely leucine, isoleucine, and valine, are indispensable amino acids. They are crucial for protein synthesis and maintaining glucose balance via nutrient – mediated signaling pathways.^[^ ^3^ ^]^ However, studies have revealed that levels of BCAAs in plasma were increased in individuals with obesity and insulin resistance.^[^ ^4^ ^]^ With the widespread application of metabolome, increased levels of BCAAs are considered to be a metabolic hallmark of obesity and type 2 diabetes mellitus.^[^ ^5^, ^6^ ^]^ Excessive BCAAs could activate mammalian target of rapamycin complex 1 (mTORC1), oxidative stress and apoptosis of β cell leading to insulin resistant.^[^ ^4^ ^]^ Besides, excessive BCAAs can disrupt the metabolic balance of intestinal epithelial cells inducing intestinal inflammation.^[^ ^7^, ^8^ ^]^ Gut microbiota may modulate host BCAAs availability through directly utilize or metabolize BCAAs in the intestine.^[^ ^9^ ^]^ The latest research found that *Clostridium sporogenes* isolated from human feces could mediate the degradation of BCAAs into branched chain short chain fatty acids (BSCFAs) by *porA* gene.^[^ ^10^ ^]^ *Parabacteroides merdae* also could enhance intestinal BCAAs degradation and protect against cardiovascular damage.^[^ ^11^ ^]^ Thus, targeting gut microbiota driven‐BCAA catabolism is a potential strategy to attenuate obesity and its complications.

BSCFAs consisting of isobutyrate, 2‐methylbutyrate, and isovalerate, are produced through the fermentation of BCAAs. Just as acetate, propionate, and butyrate, BSCFAs are present in high concentrations within the colon.^[^ ^12^ ^]^ This abundance in the colon indicates their potential significance in the complex physiological processes occurring within the intestinal environment, where they may interact with the gut microbiota and host cells, potentially influencing various aspects of metabolism and overall health. While the functions of BCAAs and short chain fatty acids (SCFAs) in obesity have been well – studied, the relationship between BSCFAs and obesity remains little known. As we want to enhance the degradation of BCAAs to BSCFAs, it is essential to uncover the physiological roles of BSCFAs in obesity.

As a result of this study, we detected that the abundance of *Parabacteroides johnsonii* and the level of isobutyrate were significantly changed in obese patients. Supplementation of  live *P. johnsonii* could improve the metabolic symptoms of obese mice by metabolizing BCAAs into BSCFAs in the intestine. Isobutyrate, as one of BSCFAs, had similar effects as *P. johnsonii*. It promoted the expression of fibroblast growth factor 1 (FGF1) via inhibiting histone deacetylase 3 (HDAC3) activity, and consequently restoring intestinal barrier function and attenuating inflammation in metabolic tissues. In addition, we found that stachyose, a naturally occurring tetrasaccharide in various plants and traditional Chinese medicines, could promote the growth of *P. johnsonii* and improve glucose and lipid metabolism. Thus, this study highlighted the potential of *P. johnsonii* and isobutyrate as protective agents against obesity and provided insight into the underlying molecular mechanisms.

## 2 Results

### 2.1 Analysis of Gut Microbiota in Individuals with Obesity

In order to delve into the connection between gut microbiome alterations and obesity, we contrasted the microbiota compositions of 42 obese patients with those of 39 healthy volunteers (Table S1, Supporting Information). The rarefaction curve indicated the volume of sequencing data was adequate to represent the species diversity in the samples (Figure S1A, Supporting Information). Although there was no significant difference in the species richness of gut microbiota between obese patients and healthy volunteers based on alpha diversity analysis (Figure S1B, Supporting Information), the microbiota diversity was significantly decreased in obesity (**Figure** **1**A). At the phylum level, the abundances of *Patescibacteria* and *Fusobacteriota* were significantly increased in obese patients, while the relative abundance of *Bacteroidota* was significantly decreased (Figure 1B). At the genus level, the top 30 important markers were obtained in descending order of importance through the random forest analysis (Figure 1C). Importantly, *Parabacteroides*, *Actinomyces*, *Odoribacter*, *Lachnospiraceae_NK4A136_group* and *unclassified_Ruminococcaceae* were linked with blood glucose and lipid levels (Figure 1D). Among them, we noticed that *Parabacteroides* was significantly decreased in obesity (Figure 1E) and it was negatively correlated with body mass index (BMI), fasting blood glucose (FBG), hemoglobin A1c (HbA1c), low‐density lipoprotein cholesterol (LDL‐C), total cholesterol (TC) and triglycerides (TG) levels but positively correlated with HDL‐C (Figure 1D). Furthermore, we found three species (*P. distasonis*, *P. goldsteinii*, *P. johnsonii*) in *Parabacteroides* were significantly decreased (Figure 1F; Figure S1C–E, Supporting Information) in obese patients. Notably, the relative abundances of *P. johnsonii* and *P. distasonis* were negatively correlated with blood glucose and lipid levels of the patients (Figure 1G; Figure S1F, Supporting Information), indicating the dysfunctions of *P. johnsonii* and *P. distasonis* might be involved in the pathological progression of obesity. It has been demonstrated that *P. distasonis* could act as a probiotic for regulating the metabolism of obese mice.^[^ ^13^, ^14^, ^15^ ^]^ Nevertheless, the function of *P. johnsonii* in obesity remains unclear. Hence, we focused on exploring the functions of *P. johnsonii* in obesity in the following study.

**Figure 1:**
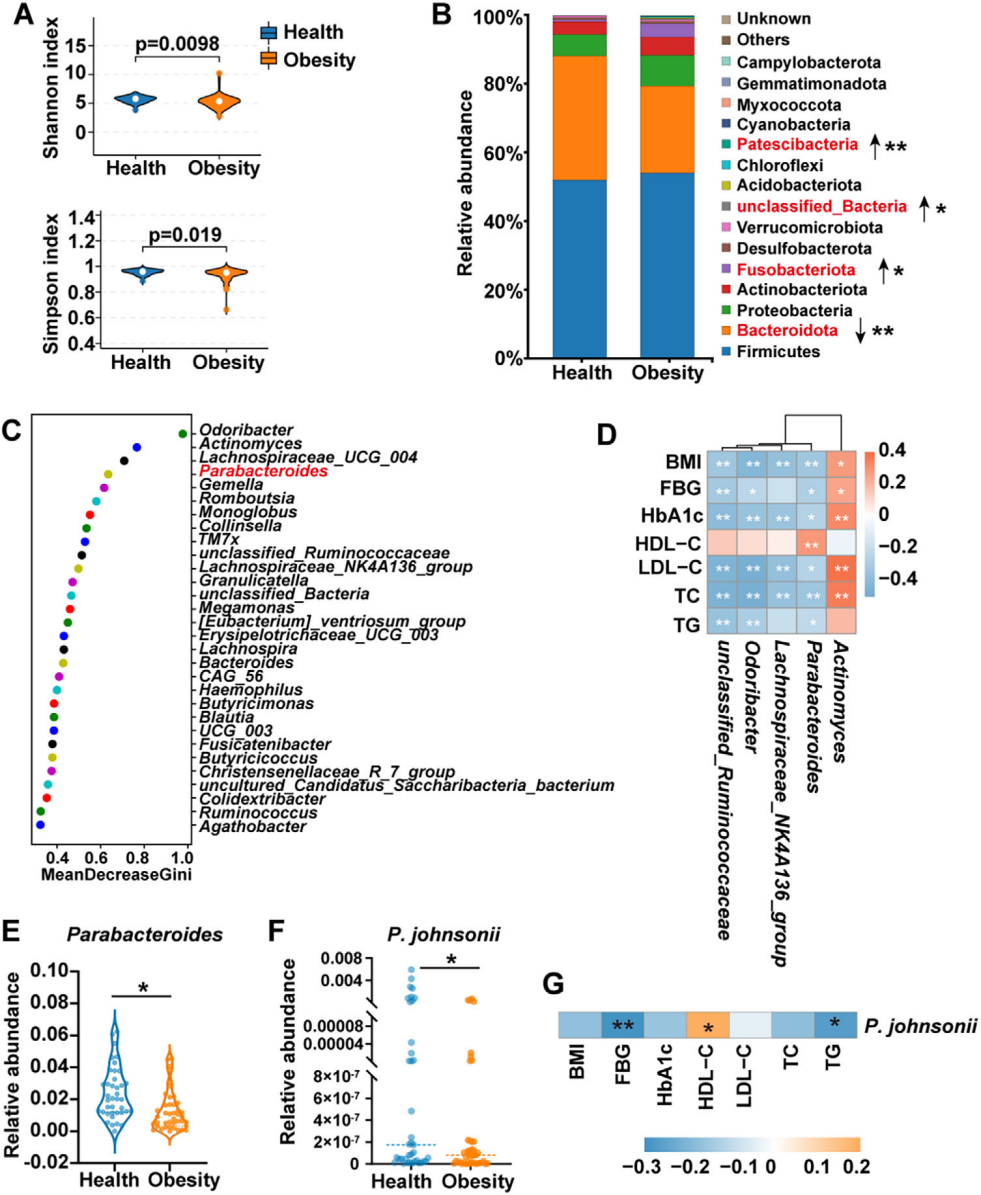
Gut microbiota profiling in obese patients. A) Alpha diversity analysis. B) Relative abundance of bacteria at the phylum level (percentage of total bacteria). Upwards arrow means increased in obese patients, and down arrow means decreased in obese patients. C) Random forest analysis at genus level. D) Spearman's analysis of the correlations between the relative abundance of microbiota and blood biochemical indexes in patients. E) Relative abundance of *Parabacteroides*. F) Relative abundance of *P. johnsonii* detected by QPCR. G) Spearman's analysis of the correlations between the relative abundance of *P. johnsonii* and blood biochemical indexes in patients. Health, healthy subjects (n = 39); Obesity, obese patients (n = 42); (B, E, F) values are means ± SD, (A, B, E, F) analyzed by Mann‐Whitney test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, Health versus Obesity.

### 2.2 Live *P. johnsonii* (LPJ) Ameliorated Metabolic Disorders in HFD‐fed Mice

Consistent with the results of obese patients, *P. johnsonii* was significantly decreased in HFD‐fed mice (**Figure** **2**A,B). Oral administration of LPJ instead of heat‐killed *P. johnsonii* (KPJ) could significantly reduce the weight gain induced by HFD (Figure 2C), whereas there was no significant difference in the food intake of mice (Figure 2D). While FBG levels were unchanged in HFD‐fed mice, HFD impaired oral glucose tolerance. LPJ treatment mitigated this impairment (Figure 2E,F). Meanwhile, LPJ intervention reduced the levels of serum TG (Figure 2G), TC (Figure 2H), and LDL‐C (Figure 2I). It also significantly down‐regulated the levels of TC and TG in liver (Figure 2J,K). The weights of liver and epididymal white fat tissue (eWAT) except brown fat tissue (BAT) were decreased by LPJ (Figure 2L–O). The results of H&E staining (Figure 2P) and Oil Red O staining (Figure 2Q) further demonstrated that LPJ could improve the size of adipocytes and lipid accumulation in the liver. We found HFD mice treated with KPJ did not show improvements in these parameters measured (Figure 2), indicating that cellular components made few contributions to the metabolic benefits of *P. johnsonii*.

**Figure 2:**
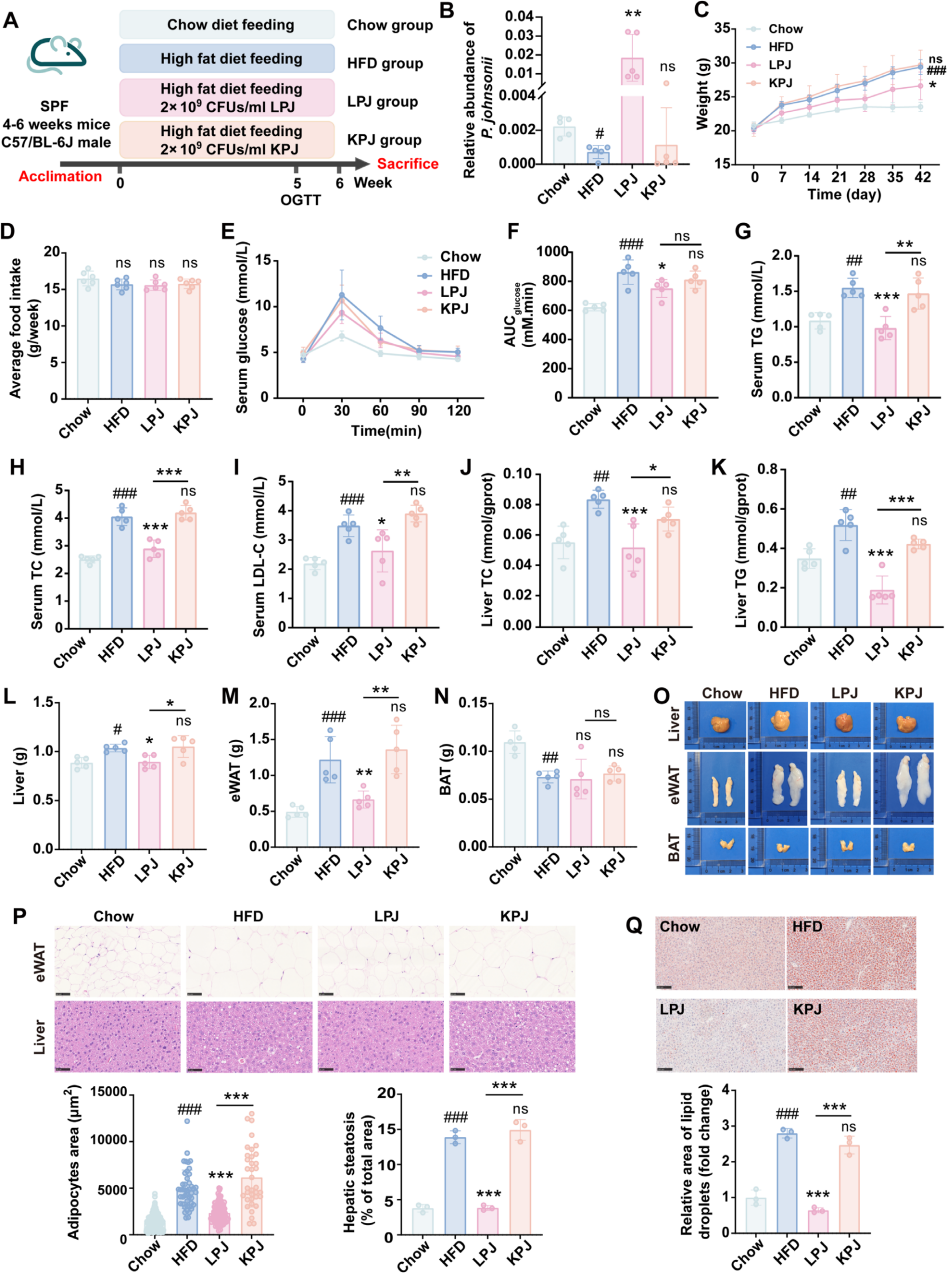
Oral administration of LPJ improved glucose and lipid metabolism disorders in HFD‐fed mice. A) Scheme of the experimental design. B) Relative abundance of LPJ. C) Body weight change curve. D) Cumulative food intake (n = 6). E) Oral glucose tolerance test. F) Area under the curve of OGTT. G‐I) The concentration of TG (G), TC (H), and LDL‐C (I) in serum. J,K) The level of TC (J) and TG (K) in liver. L‐N) The weight of liver (L), eWAT (M) and BAT (N). O) Representative images of tissue. P) Representative images of H&E in liver and eWAT (3 mice per group). Scale bars, 50 µm. Q) Representative images of Oil red O staining in liver (3 mice per group). Scale bars, 100 µm. Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; LPJ, live *P. johnsonii* treated mice; KPJ, heat‐killed *P. johnsonii* treated mice (n = 5). Data are presented as the means ± SD, analyzed by one‐way ANOVA for 3 or more groups and unpaired t test was used for two groups. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; LPJ or KPJ versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns, no significant difference.

Analysis of fecal excretion and jejunal lipid metabolism revealed that LPJ had no effect on fecal excretion volume, lipid absorption and transport genes *(Cd36, Fatp4*), TG synthesis genes (*Dgat, Lpcat3)*, and chylomicron synthesis gene (*Apob48*) (Figure S2, Supporting Information). However, LPJ treatment inhibited hepatic lipid uptake related gene expressions (*Fabp1* and *Fatp2*) and promoted lipid *β*‐oxidation related gene expressions (*Pgc1α* and *Cpt1α*) (Figure S3, Supporting Information). Therefore, the beneficial effects of *P. johnsonii* on obesity mainly related to its action on hepatic lipid uptake and *β*‐oxidation (Figure S3, Supporting Information).

In addition, the effects of LPJ on normal chow diet‐fed mice were also investigated (Figure S4A, Supporting Information). Although LPJ did not affect the body weight (Figure S4B, Supporting Information), food intake (Figure S4C, Supporting Information), and the weights of the liver, eWAT, and BAT (Figure S4D–F, Supporting Information) of mice, it could regulate glucose tolerance of mice (Figure S4G,H, Supporting Information), and reduce the levels of TG (Figure S4I, Supporting Information), TC (Figure S4J, Supporting Information), and LDL‐C (Figure S4K, Supporting Information) in serum.

These findings confirmed the protective effects of the gut symbiont *P. johnsonii* on metabolic disorders, thus indicating the potential of *P. johnsonii* as a good candidate for probiotic of ameliorating obesity and its related diseases.

### 2.3 LPJ Alleviated Inflammation and Improved Intestinal Mucosal Barrier Function in HFD‐fed Mice

Obesity is characterized by chronic inflammation in multiple organs.^[^ ^16^ ^]^ In our study, the mRNA expressions of pro‐inflammatory cytokines were measured in HFD‐fed mice with or without LPJ supplementation. It was found *Il6*, *Il1β* and *Mcp1* mRNA levels were significantly increased in colon (**Figure** **3**A), liver (Figure 3B) and eWAT (Figure 3C) of HFD‐fed mice but these trends were reversed by LPJ treatment, indicating LPJ could alleviate inflammation in HFD‐fed mice. KPJ had no influence on the mRNA expressions of these cytokines (Figure 3A–C). Consistent with these results, F4/80 expression was increased in the liver of HFD‐mice, indicating macrophage infiltration was induced by HFD. LPJ intervention alleviated the macrophage infiltration in liver (Figure S5, Supporting Information).

**Figure 3:**
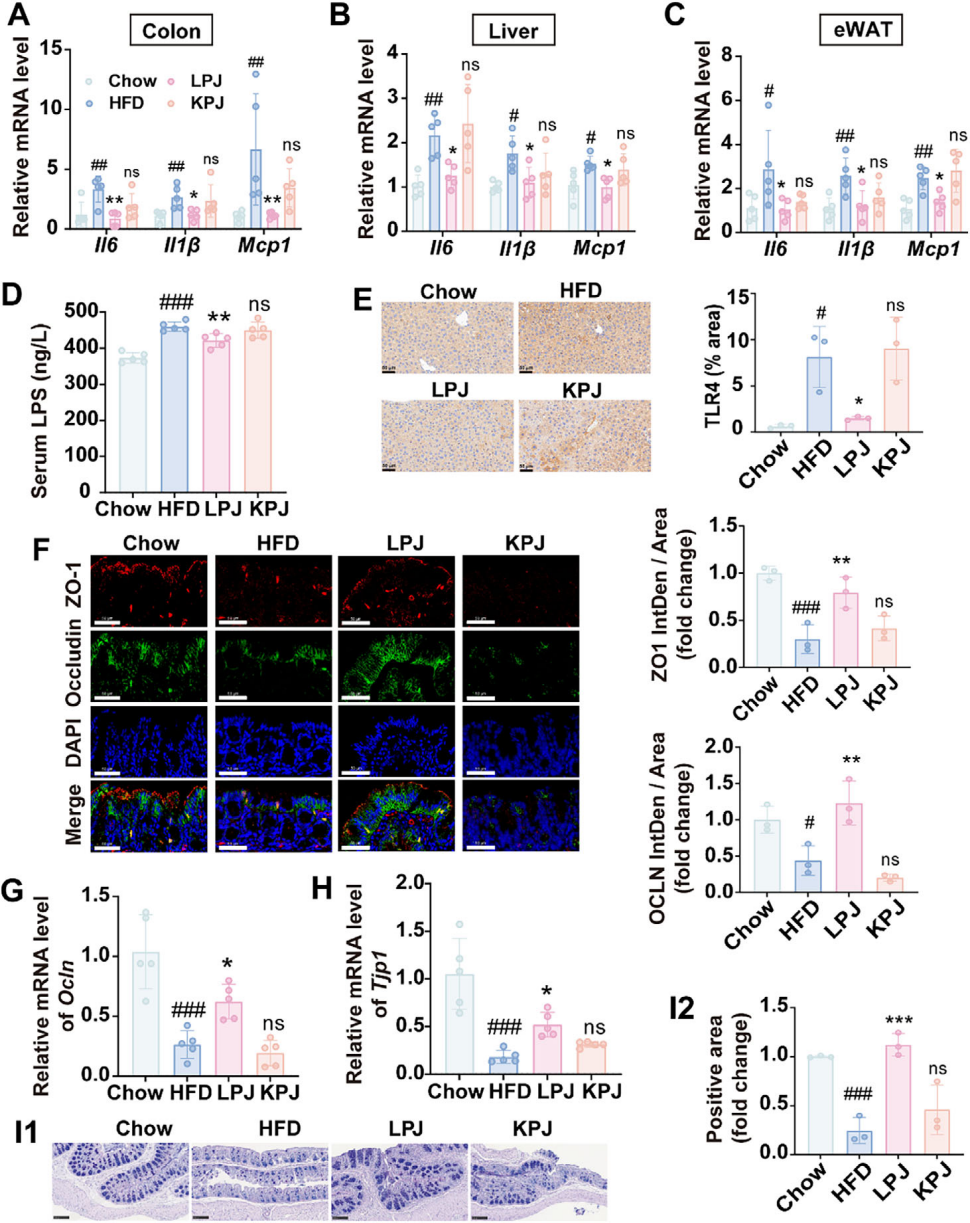
Oral administration of LPJ improved inflammation and intestinal mucosal barrier function in HFD‐fed mice. A‐C) Relative mRNA levels of inflammatory factors in colon (A), liver (B) and eWAT (C). D) The concentration of LPS in serum. E) Immunohistochemical staining of TLR4 in liver (3 mice per group). Scale bars, 50 µm. F) Intestinal immunofluorescence of ZO‐1 and Occludin (3 mice per group). Scale bars, 50 µm. G) Relative mRNA level of *Ocln* in colon. H) Relative mRNA level of *Tjp1* in colon. I) AB‐PAS staining of colon (3 mice per group). Scale bars, 100 µm. Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; LPJ, live *P. johnsonii* treated mice; KPJ, killed *P. johnsonii* treated mice (n = 5). Data are presented as the means ± SD, analyzed by one‐way ANOVA. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; LPJ or KPJ versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, no significant difference.

The disruption of intestinal permeability can cause lipopolysaccharide (LPS) to translocate into other tissues via the circulatory system. Once in the circulation, LPS can be recognized by toll – like receptors (TLRs) or other pattern – recognition receptors. This recognition event then triggers a cascade of events that lead to systemic inflammation.^[^ ^17^ ^]^ We found LPJ supplementation could down‐regulate the level of LPS in serum (Figure 3D) and TLR4 protein expression in the liver of HFD‐fed mice (Figure 3E). Furthermore, the mRNA and protein expressions of Occludin and ZO‐1 were suppressed in HFD‐fed mice, but were restored by LPJ (Figure 3F–H). Similarly, the AB‐PAS staining showed that HFD reduced mucin in the intestine, and LPJ intervention could increase the number of goblet cells (Figure 3I). These findings suggested the anti‐inflammation activity of *P. johnsonii* might be related to the remodeling of intestinal barrier function.

### 2.4 The Protective Effects of *P. johnsonii* on Antibiotics (ABX) Treated HFD‐fed Mice

To enhance the colonization efficacy of *P. johnsonii*, we used ABX to deplete the gut microbes in mice (**Figure** **4**A). As expected, the abundance of *P. johnsonii* was dramatically increased after administered with LPJ in ABX‐treated mice (Figure 4A). Consistent with results in conventional mice model, LPJ could significantly decrease the body weight and improve metabolic disorders caused by HFD after ABX intervention (Figure 4B–I). Furthermore, LPJ also alleviated the hepatic lipid metabolism which was impaired by HFD (Figure S6, Supporting Information). The mRNA expressions of inflammatory factors (*Il6*, *Il1β* and *Mcp1*) were significantly lower in the colon, liver and eWAT of HFD+ABX+LPJ group compared with these in HFD+ABX group (Figure 4J–L).

**Figure 4:**
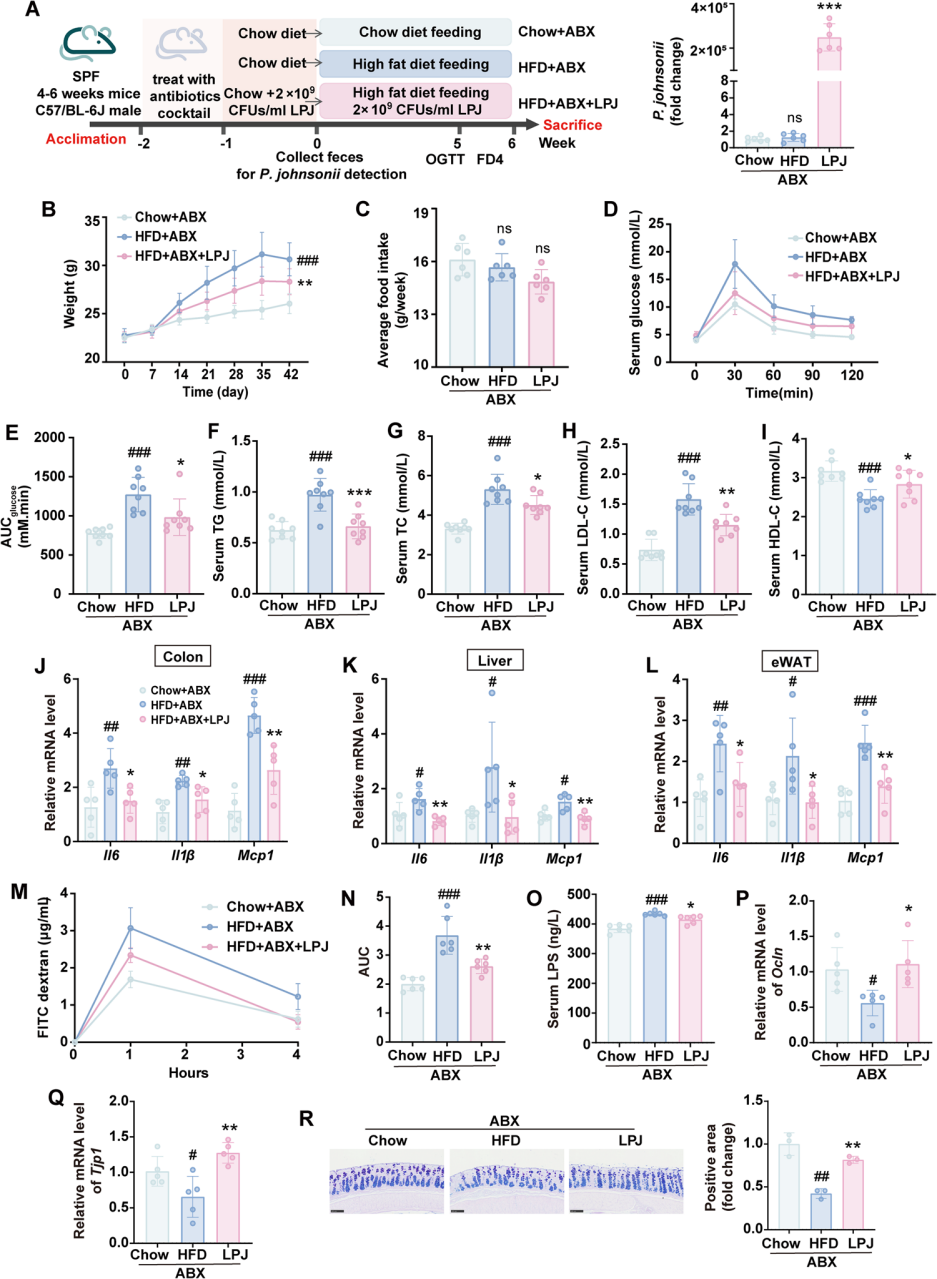
Oral administration of LPJ alleviated metabolic disorders and gut leak in HFD‐fed pseudo‐germ‐free mice. A) Scheme of the experimental design and the relative abundance of *P. johnsonii* before HFD fed. B) Body weight change curve. C) Cumulative food intake. D) Oral glucose tolerance test. E) Area under the curve of OGTT. F‐I) The concentration of TG (F), TC (G), LDL‐C (H) and HDL‐C (I) in serum. J‐L) Relative mRNA level of inflammatory factor in colon (J), liver (K) and eWAT (L). M) Intestinal FITC‐dextran test. N) Area under the curve of FITC‐dextran. O) The concentration of LPS in serum. P) Relative mRNA level of *Ocln* in colon. Q) Relative mRNA level of *Tjp1* in colon. R) AB‐PAS staining of colon (3 mice per group). Scale bars, 100 µm. ABX, antibiotics; Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; LPJ, live *P. johnsonii* (n = 5–8). Data are presented as the means ± SD, analyzed by one‐way ANOVA. Chow+ABX versus HFD+ABX, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; HFD+ABX+LPJ versus HFD+ABX, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, no significant difference.

In addition, oral administration of LPJ decreased the levels of FITC‐dextran and LPS in the serum in HFD+ABX‐fed mice (Figure 4M–O). *Tjp1* and *Ocln* mRNA expressions (Figure 4P,Q) and the secretion of mucin were restored (Figure 4R) in HFD+ABX+LPJ group compared with those in ABX+HFD group, suggesting that the protective effect of *P. johnsonii* on gut barrier function was not dependent on the presence of the original gut microbes.

### 2.5 The Protective Effects of *P. johnsonii* on Metabolic Disorders and Gut Leak Might be Related to its Metabolites

To investigate whether the metabolites of *P. johnsonii* were contributed to its protection on intestinal barrier integrity, we treated normal colonic epithelial cells (NCM460) with fecal conditioned media (FCM) from ABX treated mice, including Chow+ABX group (CFCM), HFD+ABX group (HFCM) and HFD+ABX+LPJ group (LPJFCM). The gene expressions of *IL6*, *IL1β* and *MCP1 in* LPJFCM treated group were significantly lower than those of HFCM treatment group (Figure S7A–C, Supporting Information). Compared with HFCM group, the expressions of *TJP1* and *OCLN* were higher in cells challenged with LPJFCM (Figure S7D,E, Supporting Information). These results indicated that the metabolites of *P. johnsonii* might be responsible for its beneficial effects on inflammation and intestinal barrier.

### 2.6 Catabolism of BCAAs by *P. johnsonii*

BCAAs have been confirmed as potential biomarkers for diseases such as diabetes and cardiovascular disease and they could be catabolized to BSCFAs in the gut (Figure S8A, Supporting Information).^[^ ^3^, ^18^ ^]^ Consistent with previous studies,^[^ ^19^, ^20^ ^]^ we found that the levels of BCAAs in the plasma and feces of obese patients were significantly increased (**Figure** **5**A,B). In contrast, the levels of isobutyrate and isovalerate in the plasma of obese patients were decreased (Figure 5C), and all three types of BSCFAs in the feces were significantly reduced (Figure 5D). Particularly, the level of valine in feces was positively correlated with BMI, FBG, LDL‐C, TC and also negatively correlated with HDL‐C (Figure 5E), whereas the levels of its degradation products isobutyrate was negatively correlated with the level of FBG and TC (Figure 5F), highlighting the abnormal of valine to isobutyrate conversion might be linked with obesity. Of note, the abundance of *Parabacteroides* was significantly positively correlated with the levels of BSCFAs in feces but not those in the plasma (Figure 5G; Figure S8B, Supporting Information). These results suggested that *Parabacteroides* might be responsible for the conversion of BCAAs to BSCFAs in the feces.

**Figure 5:**
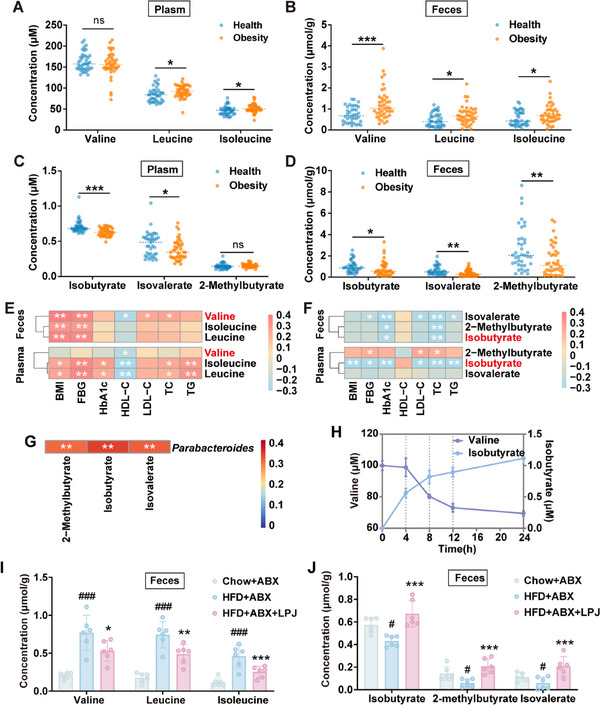
The metabolism of BCAAs to BSCFAs by *P. johnsonii*. A) The levels of BCAAs in the plasma of obese patients. B) The levels of BCAAs in feces of obese patients. C) The levels of BSCFAs in the plasma of obese patients. D) The level of BSCFAs in feces of obese patients. E) Spearman's correlation analysis of BCAAs and blood biochemical indexes in patients. F) Spearman's analysis of correlation between BSCFAs levels and blood biochemical indexes in patients. G) Spearman's analysis of correlation between the abundance of *Parabacteroides* and BSCFAs levels in feces of patients. H) The metabolism of BCAAs by *P. johnsonii* in vitro. I) The levels of BCAAs in the feces of pseudo‐germ‐free mice. J) The levels of BSCFAs in the feces of pseudo‐germ‐free mice. Health, healthy subjects (n = 39); Obesity, obese patients (n = 42); Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; LPJ, live *P. johnsonii*; ABX, antibiotics; (n = 6). Data are presented as the means ± SD, (A‐D) analyzed by Mann‐Whitney test, (I, J) analyzed by one‐way ANOVA. Chow+ABX versus HFD+ABX, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; HFD+ABX+LPJ versus HFD+ABX, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns, no significant difference.

To determine the ability of *P. johnsonii* to metabolize BCAAs, whole‐genome analysis was conducted to identify known or hypothesized metabolic gene clusters by gutSMASH. It has been reported that the *porA* gene in *C. sporogenes* catalyzes the conversion of BCAAs into BSCFAs.^[^ ^10^ ^]^ We identified a homologous gene in *P. johnsonii* genome with a 60% similarity to the *porA* gene of the *C. sporogenes* (Figure S8C,D, Supporting Information). Furthermore, after incubation BCAAs with *P. johnsonii*, the contents of BCAAs and BSCFAs in supernatant were measured by LC‐MS. The results showed that the levels of valine (Figure 5H), leucine (Figure S8E, Supporting Information) and isoleucine (Figure S8F, Supporting Information) declined continuously whereas the levels of BSCFAs sustainably increased. Consistent with these in vitro results, LPJ treatment significantly down‐regulated the levels of valine, leucine, isoleucine and up‐regulated the levels of isobutyrate, isovalerate and 2‐methybutyrate in feces of HFD+ABX+LPJ group (Figure 5I,J), demonstrating *P. johnsonii* could catabolize BCAAs into BSCFAs. Similar phenomena could be observed in serum (Figure S8G,H, Supporting Information). In contrast, *P. johnsonii* had little effects on the levels of SCFAs (acetate, propionate, butyrate and caproate) and amino acids (L‐alanine, serine, methionine, phyenyalanine, etc.) (Figure S9, Supporting Information).

### 2.7 Isobutyrate Mirrored the Favorable Effects of *P. johnsonii* on HFD‐fed Mice

As isobutyrate in plasma or in feces was negatively correlated with blood glucose and lipid level of obese patient (Figure 5F) and P*. johnsonii* could degrade valine to isobutyrate (Figure 5H), we investigated the effects isobutyrate on HFD‐fed mice (**Figure** **6**A). After 8 weeks of intervention, isobutyrate effectively blocked the increase of body weight (Figure 6B) and the impair of oral glucose tolerance induced by HFD (Figure 6C,D). The blood lipid levels (TG, TC, LDL‐C, HDL‐C and non‐esterified fatty acids) in HFD mice were also restored by isobutyrate (Figure 6E–I). It also reduced the weights of liver and eWAT (Figure 6J–M). In accordance with these results, H&E and Oil Red O staining showed that isobutyrate treatment alleviated lipid accumulation in the liver and reduced the size of adipocytes (Figure 6N). Isobutyrate could decrease the levels of gene expressions related to hepatic lipid *de novo* lipogenesis and uptake whereas promote lipid *β*‐oxidation gene expressions (Figure S10, Supporting Information). In addition, it reduced the mRNA expressions of inflammatory factors (*Il6*, *Il1β* and *Mcp1*) in the colon, liver, and eWAT (**Figure** **7**A–C). These phenomena were accompanied by the improvement of gut epithelial barrier integrity as indicated by the reduced FITC‐dextran (Figure 7D,E) and LPS (Figure 7F) levels in serum, the upregulation of Occludin and ZO‐1 (Figure 7G–I), and the increased goblet cells (Figure 7J) after isobutyrate treatment. These data collectively indicated that isobutyrate mirrored the favorable effects of *P. johnsonii* on HFD‐fed mice.

**Figure 6:**
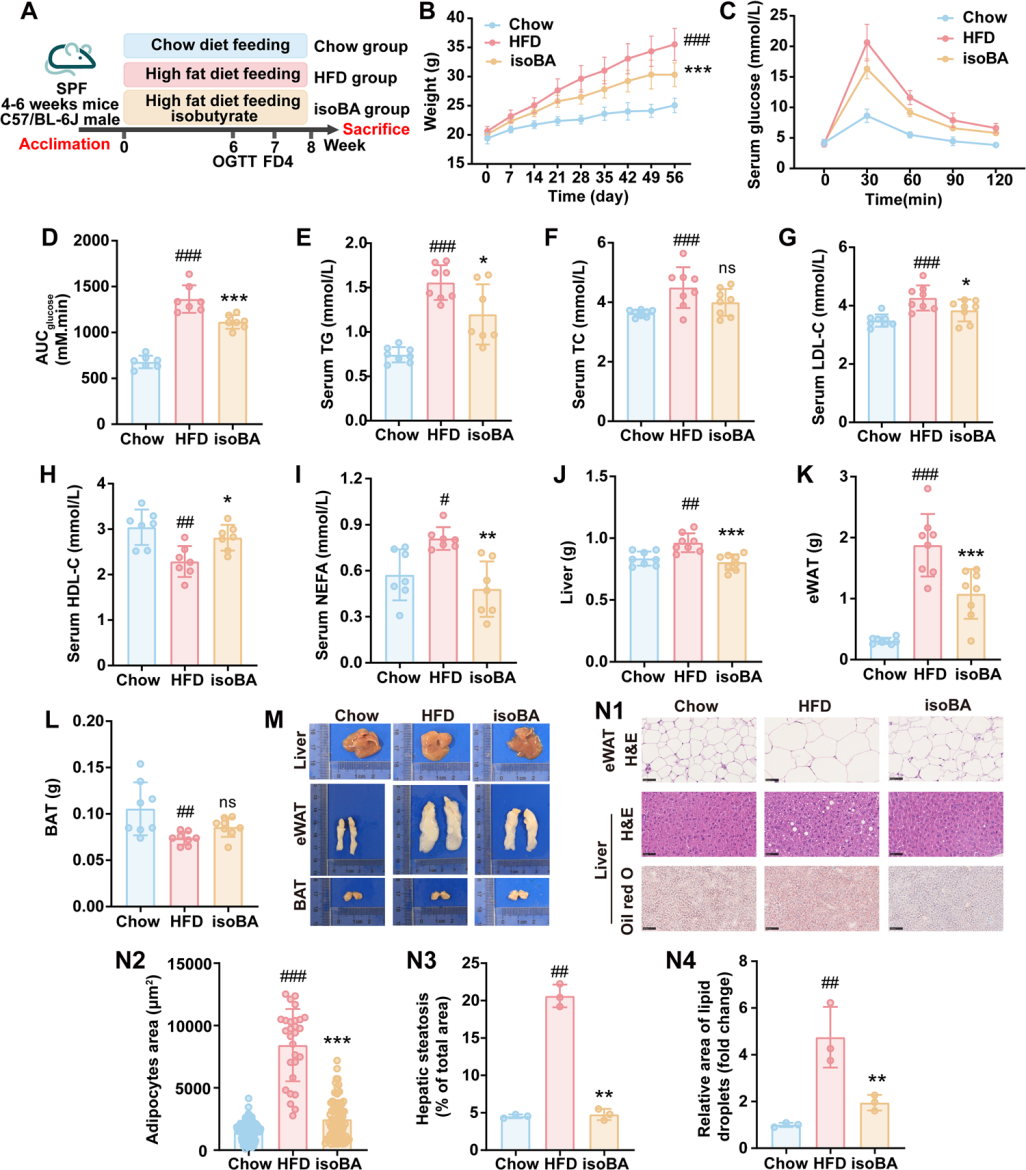
Isobutyrate improved glucose and lipid metabolism disorders in HFD‐fed mice. A) Scheme of the experimental design. B) Body weight change curve. C) Oral glucose tolerance test. D) Area under the curve of OGTT. E‐I) The concentration of TG (E), TC (F), LDL‐C (G), HDL‐C (H) and non‐esterified fatty acids (I) in serum. J‐L) The weight of liver (J), eWAT (K) and BAT (L). M) Representative images of tissue. N) Representative images of H&E and Oil red O staining in liver and WAT (3 mice per group). Scale bars, 50 µm in H&E staining, 100 µm in Oil red O staining. Chow, chow diet‐fed mice; HFD, high fat diet ‐fed mice; isoBA, sodium isobutyrate treated mice (n = 7–8). Data are presented as the means ± SD, analyzed by one‐way ANOVA. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; isoBA versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, no significant difference.

**Figure 7:**
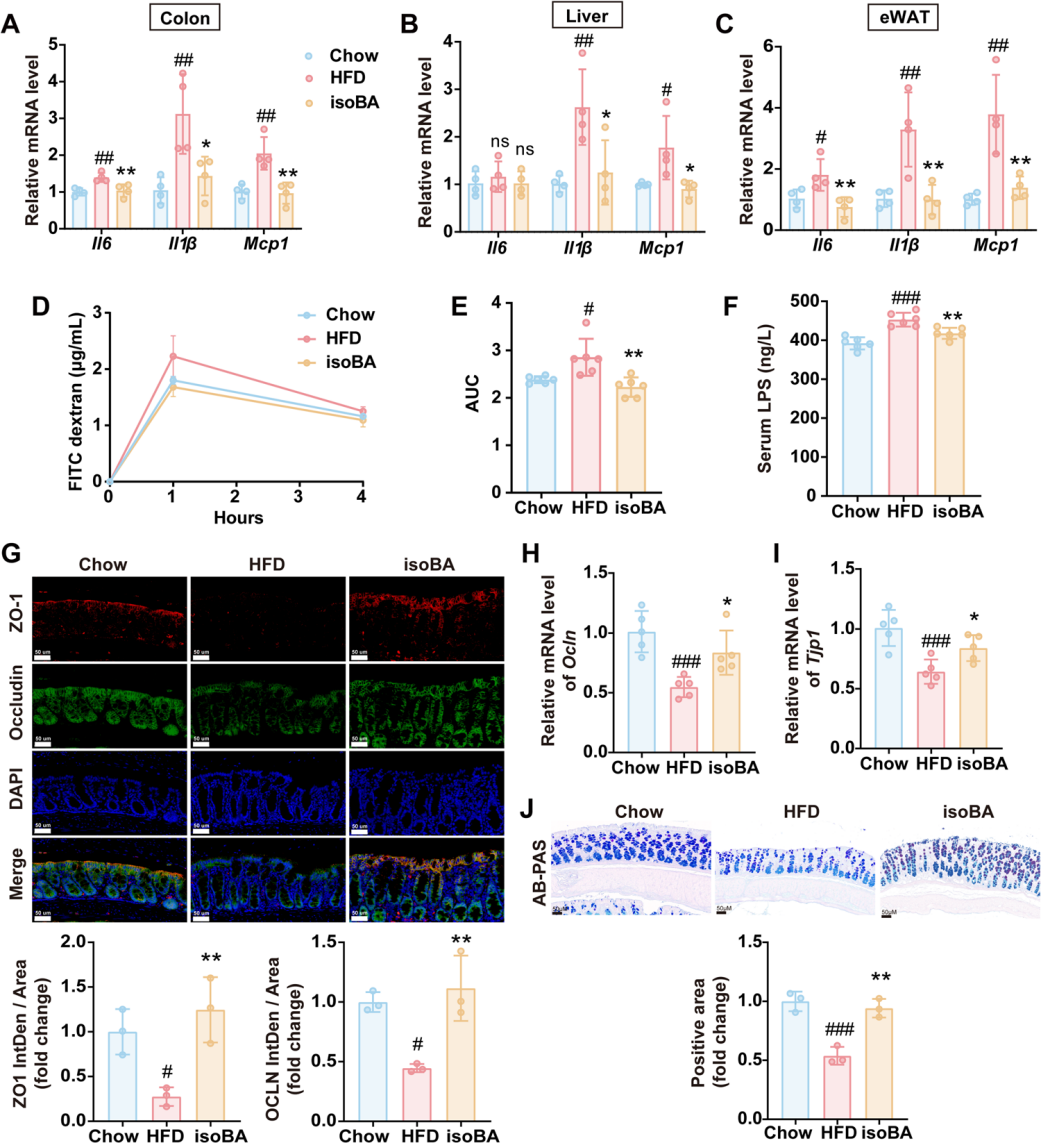
Oral administration of isobutyrate improved inflammation and intestinal mucosal barrier function in HFD‐fed mice. A‐C) Relative mRNA levels of inflammatory factors in colon (A), liver (B) and eWAT (C). D) Intestinal FITC‐dextran test. E) Area under the curve of FITC‐dextran. F) The concentration of LPS in serum. G) Intestinal immunofluorescence of ZO‐1 and Occludin (3 mice per group). Scale bars, 50 µm. H) Relative mRNA level of *Ocln* in colon. I) Relative mRNA level of *Tjp1* in colon. J) AB‐PAS staining of colon (3 mice per group). Scale bars, 50 µm. Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; isoBA, sodium isobutyrate treated mice (n = 4–6). Data are presented as the means ± SD, analyzed by one‐way ANOVA. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001, ns, no significant difference; isoBA versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, no significant difference.

### 2.8 Isobutyrte Promoted the Expression of FGF1 in Intestinal Epithelial Cells

As LPJ treatment remarkably increased the level of isobutyrate in feces but not in serum of HFD‐fed mice under ABX intervention (Figure 5J; Figure S8H, Supporting Information), we speculated that *P. johnsonii* and isobutyrate exerted their favorable effects on metabolic disorder mainly through the maintenance of gut epithelial barrier integrity. Thus, to gain molecular insights into the protective effects of isobutyrate and *P. johnsonii* in colon, we conducted RNA sequencing of colon tissues from HFD‐fed mice with or without isobutyrate. 

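Colon tissue came from male C57BL/6J mice fed the high fat diet for 8 weeks, either untreated (HFD group) or given sodium isobutyrate orally at 500 mg/kg every other day (isobutyrate group). Isobutyrate is a branched-chain short-chain fatty acid. RNA with a poly-A tail was selected from the total RNA of the tissue, so the values are sums over all cell types in each piece of colon. The libraries were sequenced on an Illumina NovaSeq instrument. Here 3 libraries were mapped to each group, whereas the legend of Figure 8A gives n = 5. The authors processed the reads on the BMKCloud platform and deposited the number of reads counted on each gene, without normalization, and FPKM values, which are counts of fragments scaled by transcript length and by library size. The text of the paper does not name the aligner, the counting program, its strand setting or the genome build. The total count of a library ranged from 32580840 to 33966844 in the HFD group, with a median of 32972592, and from 30966948 to 32624733 in the isobutyrate group, with a median of 32090029. At these totals 3 counts, taken as the floor of detection, equal a CPM (counts scaled to a common library total) of 0.0883 to 0.0969, which covers counting error only. The tables list 22036 Ensembl identifiers and 3695 unannotated loci. Of the identifiers, 22022 (99.9%) were found in the GENCODE M21 annotation of build GRCm38, from which gene positions are given here. Counts were scaled with edgeR's TMM factors, which ranged from 0.944 to 1.03, and genes with low counts were left out by edgeR's filterByExpr with a minimum count of 10. The isobutyrate group was then compared with the HFD group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without pairing the libraries, since mice with the same number in both groups are different animals. A gene was called differentially expressed at an adjusted p-value below 0.01 and a fold change of at least 2, the thresholds that the supplementary methods give for DESeq2. Over 15228 genes with a mean of at least 1 CPM, Pearson's r of log2 CPM between libraries was 0.960 to 0.975 within the HFD group, 0.961 to 0.980 within the isobutyrate group and 0.901 to 0.943 between the groups, a comparison across genes, which are not independent replicates. The first principal component carried 57.0% of the variance and lay between -53.0 and -30.3 for the HFD libraries and between 34.8 and 48.3 for the isobutyrate libraries. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p-value below 0.1.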

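In the colon of isobutyrate-treated mice, 245 of the 17056 genes tested (1.44%) were called higher and 436 (2.56%) lower than in the HFD group. Without adjustment, 6284 genes had a p-value below 0.05 from the same quasi-likelihood test. In all 681 called genes every isobutyrate library lay on the same side of every HFD library. This was also so in 7280 of all tested genes (42.7%), where chance gives 10% for 3 libraries against 3. The common biological coefficient of variation was 26.1%, and the median log2 fold change of all tested genes was 0.02. Among the unannotated loci, 1603 were tested, of which 5 were called higher and 37 lower. Among the alternatives tried, the total number of calls rose most with an adjusted p-value below 0.05 in place of 0.01, to 688 genes higher and 884 lower. It fell most with the difference between a smooth muscle and a colon epithelium marker score as a covariate in the model, where 0 genes were called in either direction and 3235 had an unadjusted p-value below 0.05. This score was at most 0.296 in the HFD libraries and at least 0.703 in the isobutyrate libraries, so that it separated the groups completely. Among called genes with a mean of at least 5 CPM, the largest rise was that of *Cd180* (ENSMUSG00000021624, chromosome 13, 102693558 to 102739629), a Toll-like receptor homolog. Its level was 2.20 ± 0.681 CPM (SD, n = 3 libraries) in the HFD group and 22.5 ± 3.52 CPM (SD, n = 3) in the isobutyrate group. The log2 fold change of *Cd180* was 3.35 (standard error 0.27, adjusted p = 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its 4509 exonic bases, 182 overlap *Mast4* on the opposite strand. The next rises were in *March1* (log2 fold change 3.29), *Pde4b* (3.29), *Ifi206* (3.05) and *Fcmr* (3.01). *March1* shares 546 of its 7146 exonic bases with an antisense gene, and *Ifi206* has near-identical stretches in *Ifi208* and *Ifi213*, between which reads could have been split. The largest fall was that of *Nlrp9b* (ENSMUSG00000060508, chromosome 7, 19991465 to 20073306), a member of the NOD-like receptor family, from 98.7 ± 21.4 CPM (SD, n = 3) to 9.38 ± 1.50 CPM (SD, n = 3). Its log2 fold change was -3.39 (standard error 0.21, adjusted p = 7.96e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 136 of its 3724 exonic bases overlap other annotated loci. It was followed by *Sprr2b* (log2 fold change -3.23), *Gp1bb* (-3.11) and *Ido1* (-3.08), and by *9530053A07Rik*, which fell from 24.1 ± 2.76 CPM (SD, n = 3) to between 2.27 and 3.55 CPM in the isobutyrate libraries. The value of *Gp1bb* is uncertain, since it shares 1938 of its 2087 exonic bases with *Sept5*.

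**Figure D1:**
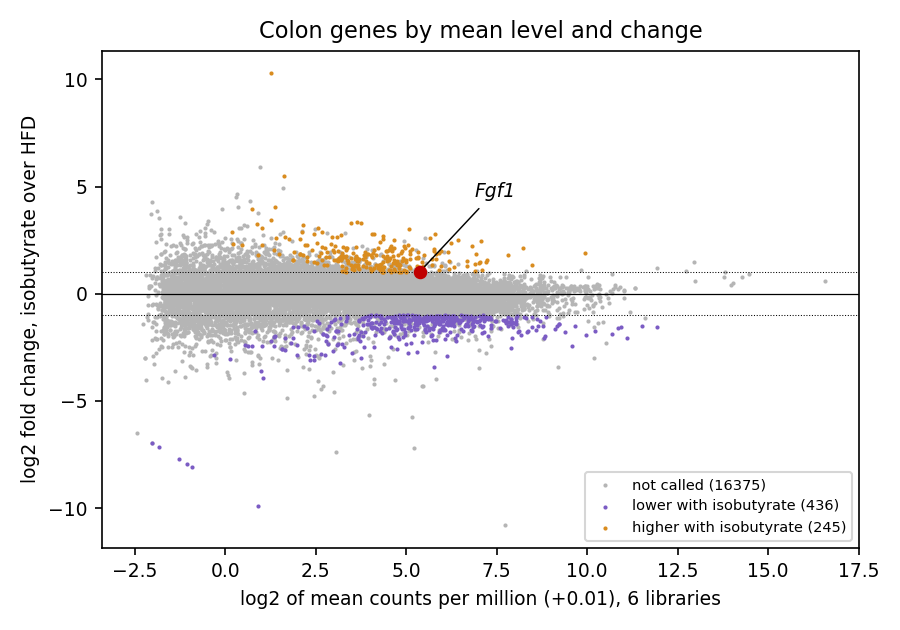
Each point is 1 of the 17056 tested genes; the x axis gives log2 of its mean CPM over the 6 libraries and the y axis its log2 fold change, isobutyrate over HFD. Orange points are the 245 genes called higher, purple points the 436 called lower, gray points the others, and the dotted lines mark a fold change of 2 either way. *Fgf1* (red) lies just above the upper line.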

We observed 647 upregulated and 825 downregulated genes in isobutyrate‐treated mice compared to model group (q <0.01, Fold change > 2, **Figure** **8**A). 

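*Fgf1* (ENSMUSG00000036585), which encodes acidic fibroblast growth factor, lies on the minus strand of chromosome 18 of GRCm38 from 38838673 to 38929472. GENCODE M21 lists 11 transcripts of the gene, 9 of them protein-coding, with 9 different first exons, and the table of counts gives 1 value for the whole gene. In Fgf1-201 the first exon (38918547 to 38918771) is untranslated, and the coding sequence runs from 38858714 in exon 2 through exon 3 (38847047 to 38847150) to 38841930 in exon 4. The 3′ untranslated region covers the rest of exon 4, from 38841929 to 38838673. The span of the gene overlaps *Arhgap26* and AC110730.1 on the opposite strand, but none of its 5463 exonic bases is shared with them, and no near-identical copy was found among the annotated transcripts. *Fgf1* had between 794 and 2034 counts per library. In the HFD group it stood at 29.6, 27.8 and 24.3 CPM, with a mean of 27.3 ± 2.70 CPM (SD, n = 3 libraries). In the isobutyrate group it stood at 53.2, 66.1 and 47.4 CPM, with a mean of 55.5 ± 9.56 CPM (SD, n = 3), so that the lowest treated library lay above the highest untreated one. The log2 fold change was 1.03 (standard error 0.16, adjusted p = 0.00518 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By p-value *Fgf1* stood at place 494 of the tested genes, and by log2 fold change at place 239 among the genes called higher. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that the design allows. Of the alternatives tried, the marker score covariate moved this value most, to a log2 fold change of 0.60 (standard error 0.20, adjusted p = 0.16 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

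**Figure D2:**
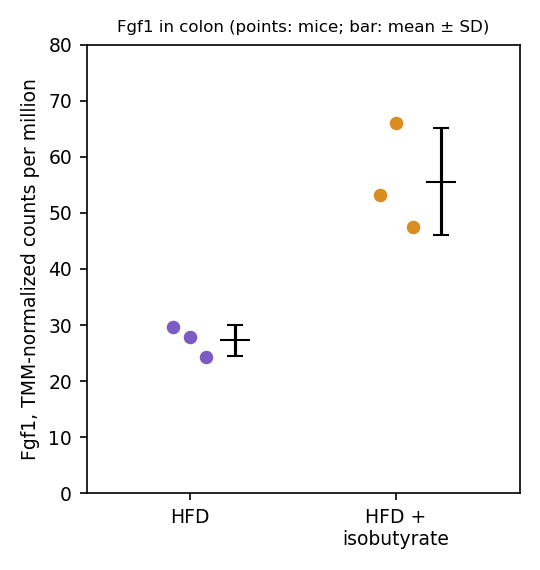
TMM-normalized CPM of *Fgf1* (y axis) in the colon of the HFD and the isobutyrate groups; each point is 1 of 3 libraries per group, and bars give the mean ± SD. The isobutyrate libraries lie between 47.4 and 66.1 CPM, all above the HFD libraries.

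**Figure D3:**
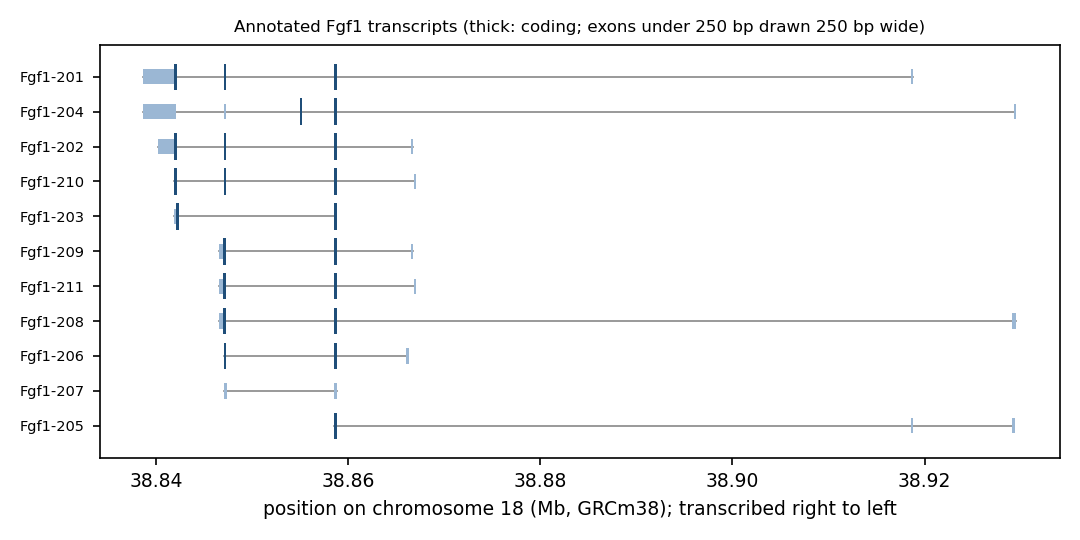
The 11 annotated transcripts of *Fgf1* on chromosome 18 of GRCm38 (x axis, position in Mb), transcribed from right to left. Dark thick boxes are coding sequence, light boxes the other exonic sequence, and lines introns. Transcripts differ in their first exons on the right and also in where they end on the left.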

Among them, we found that the expression of the *Fgf1* gene was significantly increased after isobutyrate treatment. 

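Gene families of growth factor signaling, cell adhesion and the epithelial barrier were defined by gene symbol, since pathway membership was not used here. Each family was compared between the isobutyrate and the HFD group with limma's camera test, which asks whether its genes rank higher or lower than the other tested genes, at an inter-gene correlation of 0.01. Its p-values were adjusted with the Benjamini-Hochberg method over 11 families, at a threshold of 0.05. The 78 cadherins and protocadherins ranked higher with isobutyrate, with a median log2 fold change of 0.96 (adjusted p = 1.93e-05 from camera), and 64 of them were higher. A single gene of this family was called, *Pcdhga9*, which went from 0.131 ± 0.138 CPM (SD, n = 3 libraries) to 5.96 ± 3.37 CPM (SD, n = 3). Its log2 fold change was 5.48 (standard error 0.86, adjusted p = 0.00601 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This value is uncertain, since *Pcdhga9* shares 2116 of its 5586 exonic bases with other genes of its cluster. The 47 clustered protocadherins, which share exons in this way, had a median log2 fold change of 1.06, and the 31 other members one of 0.83. With the marker score covariate the median of the whole family was 0.0993 and it no longer passed the threshold (adjusted p = 0.171 from camera). The 24 tight junction genes had a median log2 fold change of -0.15 and did not pass the threshold (adjusted p = 0.0881 from camera). Of these genes, 5 were called, all of them lower, which is 20.8% of the family against 3.97% of the other tested genes (two-sided Fisher's exact test, adjusted p = 0.0248 with the Benjamini-Hochberg method). The smallest p-value among them was that of *Cgn* (cingulin, ENSMUSG00000068876), which fell from 164 ± 28.0 CPM (SD, n = 3) to 66.2 ± 6.56 CPM (SD, n = 3). The log2 fold change of *Cgn* was -1.31 (standard error 0.16, adjusted p = 0.00274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *BC021767* holds a near-identical sequence. *Cldn3* and *Cldn23* changed by -1.12 and -1.28 on the log2 scale, and 40 of the 1259 exonic bases of *Cldn3* overlap an antisense gene. Without 1 library in turn *Cgn* stayed called in 3 of 6 fits, and *Cldn3* and *Cldn23* in 0. With the marker score covariate 0 genes of any family were called. The 11 colon epithelium markers also fell, with a median log2 fold change of -1.10. The fall of the called tight junction genes cannot be told apart from a smaller share of epithelial RNA in the pieces. Fisher's test takes genes as independent, which genes of a family need not be. The threshold of camera was also not passed by the growth factor, integrin, matrix, Wnt and histone deacetylase families. The 15 fibroblast growth factors and their receptors had a median log2 fold change of 0.42 (adjusted p = 0.279 from camera), with *Fgf1* as the single called member. The 26 integrins had a median of 0.38 (adjusted p = 0.305 from camera), with *Itga4* called higher (log2 fold change 1.60) and *Itgb6* lower (-1.06), and 1124 of the 13978 exonic bases of *Itga4* overlap *Cerkl* on the opposite strand. The 51 collagens and laminins had a median of 0.12 (adjusted p = 0.775 from camera), with *Lamb3* (log2 fold change -1.19) and *Col7a1* (-2.56) called lower, and 36 of the 10287 exonic bases of *Col7a1* overlap a microRNA gene. No direction can be given for this family, whose median was -0.06 with an offset for gene length. The median was 0.16 for the 19 Wnt ligands and Frizzled receptors (adjusted p = 0.546 from camera), of which *Wnt8b* (log2 fold change -2.44) was called lower. For the 18 histone deacetylases it was -0.11 (adjusted p = 0.284 from camera). When the inter-gene correlation was estimated for each family in place of the fixed value, 0 of the 11 families passed the threshold or had an unadjusted p-value below 0.05. Of the 10 ways to split the 6 libraries into 3 and 3, 4 gave at least 3 families past the threshold of the fixed setting, the real split included.

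**Figure D4:**
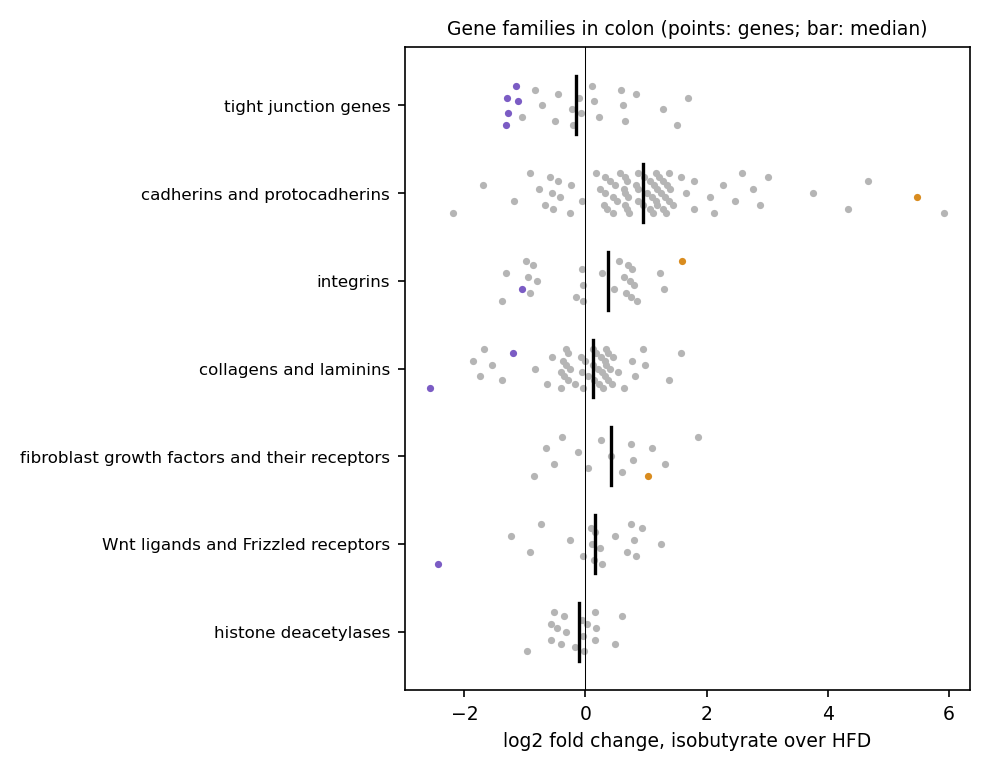
Log2 fold change, isobutyrate over HFD (x axis), of each tested gene in 7 families. Points are genes (orange called higher, purple called lower, gray not called) and black bars family medians; the median of the cadherins and protocadherins, 0.96, lies farthest from 0.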

KEGG pathway analysis was performed on the differentially expressed genes (Figure 8B). FGF1 belonged to the growth factor and it has been reported that FGF1 could promote the repair of intestinal epithelial cells and block TLR4‐mediated intestinal epithelial injury.^[^ ^21^ ^]^ To verify the significance of FGF1 in intestinal inflammation and barrier function, we evaluated its expression in ulcerative colitis (UC) or crohn's disease (CD) by four independent gene expression comprehensive datasets. Expression of *FGF1* was significantly downregulated in UC and CD (Figure S11A–C, Supporting Information), and there was also significant difference between the non‐inflammatory and inflammatory states in UC (Figure S11D, Supporting Information). Furthermore, the results of QPCR and Western blotting showed that isobutyrate treatment increased the mRNA and protein expressions of FGF1 in the colon compared with those in HFD group (Figure 8C,D). Consistent results were also observed in ABX‐treated mice gavaged with LPJ (Figure S12A, Supporting Information).

**Figure 8:**
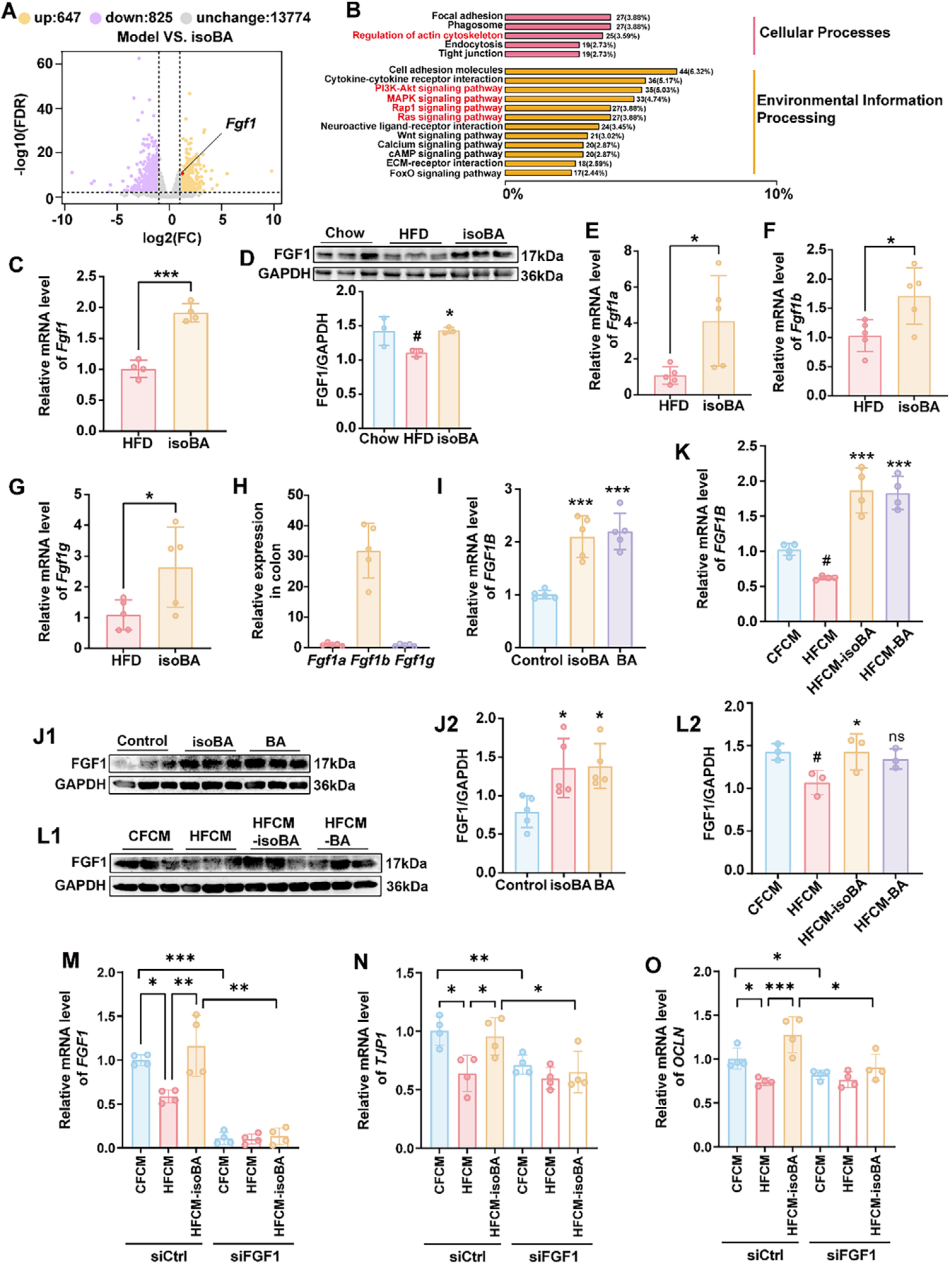
Isobutyrate promoted the expression of FGF1 in colon of HFD‐fed mice or in NCM460 cells. A) Volcano plot of differentially expressed genes in the colon after isobutyrate treatment, n = 5. B) KEGG analysis of differentially expressed genes. C) The effects of isobutyrate on mRNA expression of *Fgf1* in the colon of HFD‐fed mice, n = 5. D) The effects of isobutyrate on FGF1 expression in the colon of HFD‐fed mice, n = 3. E‐G) The effects of isobutyrate on mRNA expressions of *Fgf1a* (E), *Fgf1b* (F) and *Fgf1g* (G) in the colon of HFD‐fed mice, n = 5. H) The relative abundance of *Fgf1a*, *Fgf1b* and *Fgf1g* in the colon of mice. I,K) The effects of isobutyrate and butyrate on the expression of *FGF1B* splicing variant in NCM460 cells, n = 4 or 5. J,L) The effects of isobutyrate and butyrate on the expression of FGF1 in NCM460 cells, n = 3 or 5. M‐O) Relative mRNA level of *FGF1*, *TJP1* and *OCLN* after *FGF1* knock down in NCM460 cells. HFCM: Fecal conditioned media of HFD mice; CFCM: Fecal conditioned media from Chow group; HFCM‐isoBA: Fecal conditioned media from HFD mice treated with isoBA. Data are presented as the means ± SD, analyzed by one‐way ANOVA for 3 or more groups, analyzed by unpaired t test in (C, E–G). Chow versus HFD, CFCM versus HFCM, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; isoBA versus HFD, HFCM‐isoBA versus HFCM, HFCM‐BA versus HFCM, isoBA versus Control, BA versus Control, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ns, no significant difference.

It has been reported that there are three splicing variants in mice, *Fgf1a*, *Fgf1b*, and *Fgf1g*.^[^ ^22^ ^]^ We found that isobutyrate could promote the expressions of these splicing variants in intestine (Figure 8E–G). Among these, the abundance of *Fgf1b* was the highest (Figure 8H). Meanwhile, we also investigated whether isobutyrate could regulate *FGF1* in normal human colonic epithelial cells NCM460. Unlike in mice, human‐derived *FGF1* has four splicing variants, namely *FGF1A*, *FGF1B*, *FGF1C*, and *FGF1D*. In NCM460 cells, we detected three splicing variants, *FGF1A*, *FGF1B*, and *FGF1D*. The results showed that isobutyrate selectively promoted the mRNA expression of the *FGF1B* (Figure 8I; Figure S12B,C, Supporting Information) and increased the FGF1 protein level (Figure 8J). Furthermore, after HFCM treatment, the expression of *FGF1B* and protein level of FGF1 in NCM460 cells were inhibited and these trends were restored by isobutyrate or butyrate supplement (Figure 8K,L).

To verify the role of *FGF1* in intestinal barrier function, we knocked down the *FGF1* gene in NCM460 cells (the efficiency was ≈90% at the mRNA levels, as shown in Figure 8M). The fecal conditioned media of mice on a high‐fat diet (HFCM) inhibited the transcription of *FGF1* (Figure 8M), *TJP1* (Figure 8N), and *OCLN* (Figure 8O), and isobutyrate promoted their expression. However, compared with the negative control group, the promoting effect of isobutyrate on *TJP1* and *OCLN* was significantly blocked after *FGF1* knockdown (Figure 8N,O). These results suggested FGF1 played an important role in the protective effects of isobutyrate and *P. johnsonii* on gut epithelial barrier.

### 2.9 Isobutyrate Inhibited HDAC3 Activity and Promoted H3K14 Acetylation in the Promoter Region of FGF1B

SCFAs have been shown to strengthen the integrity of the epithelia barrier by acting on G protein‐coupled receptor (GPR) 43 and GPR109A or histone deacetylases (HDACs).^[^ ^23^ ^]^ As isobutyrate is an isomer of butyrate, we wondered to know whether GRP43 and GPR109A or HDACs contributed to the regulatory effect of isobutyrate on *FGF1B*. First, we found isobutyrate enhanced the expression of *FGF1B* in NCM 460 cells and this trend was not altered by GLPG0974 (GPR43 antagonist) or Mepenzolate bromide (GPR109A antagonist) co‐treatment (Figure S12D, Supporting Information), suggesting that the effect of isobutyrate on *FGF1B* was not dependent on GPR43 or GPR109A. Second, we examined the acetylation level of H3 in the intestinal tissues of mice. The results of Western blotting showed that HFD inhibited the expression of acetylated H3, while treatment with isobutyrate promoted the acetylation of H3 (**Figure** **9**A1,A2). In NCM460 cells, isobutyrate incubation could also enhance H3 acetylation (Figure 9B,C). Cut & run assay confirmed isobutyrate induced the enrichment of acetylated H3K14 at the *FGF1B* promoter (Figure 9D), rather than that of H3K9, H3K18, or H3K23 (Figure 9E–G). These results indicated the up‐regulation of *FGF1B* transcription by isobutyrate might be related to increase of H3K14 histone acetylation.

**Figure 9:**
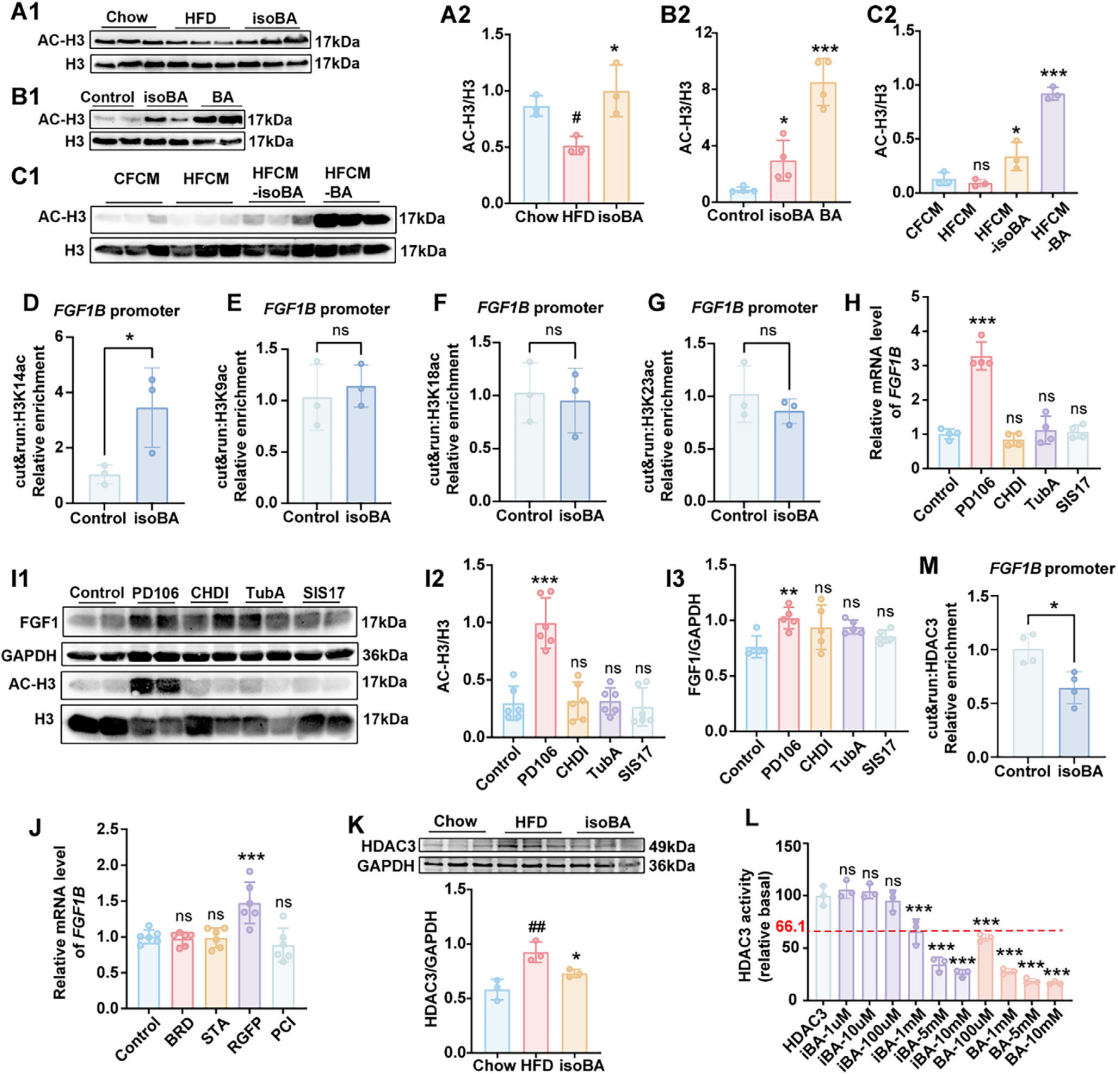
The effects of isobutyrate on HDAC3 activity and H3 acetylation. A) The level of H3 acetylation in the colon of mice, n = 3. B,C) The effect of isobutyrate on H3 acetylation in NCM460 cells, n = 3 or 5. D‐G) Cut & run assay showing H3K14ac (D), H3K9ac (E), H3K18ac (F), H3K23ac (G) occupancy on the *FGF1B* promoter in NCM460 cells with or without isobutyrate. H) Effects of HDACs inhibitors on *FGF1B* in NCM460 cells, n = 4. I) Effects of HDACs inhibitor on FGF1 and H3 acetylation in NCM460 cells, n = 5 or 6. J) Effects of HDAC I inhibitors on *FGF1B* in NCM460 cells, n = 6. K) The expression of HDAC3 in the colon of mice (n = 3). L) Enzyme activity analysis of HDAC3, n = 3. M) Cut & run assay showing HDAC3 occupancy on the *FGF1B* promoter in NCM460 cells with or without isobutyrate. Data are presented as the means ± SD, analyzed by one‐way ANOVA for 3 or more groups or by unpaired t test for 2 groups. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01; isoBA versus HFD, Control versus other groups, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; CFCM versus HFCM, ns, no significant difference; HFCM versus HFCM‐isoBA or HFCM‐BA, ^*^ *p* < 0.05, ^***^ *p* < 0.001.

To investigate which HDACs affects the acetylation of *FGF1B* promoter, HDAC I inhibitor PD106, HDAC IIa inhibitor CHDI‐390576, HDAC IIb inhibitor Tubastatin A, and HDAC IV inhibitor SIS17 were used to treat NCM460 cells. The results showed that only PD106 promoted the transcription of the *FGF1B* (Figure 9H) and the expressions of acetylated H3 and FGF1 (Figure 9I1‐I3), highlighting the role of Class I HDACs in FGF1 expression. Considering Class I HDACs includes HDAC1, HDAC2, HDAC3, and HDAC8, the specific inhibitors of HDAC1 and HDAC2 (BRD – 6929), HDAC2 (STA), HDAC3 (RGFP966), and HDAC8 (PCI – 34051) were further incubated with NCM460 respectively. We found that only the HDAC3 inhibitor RGFP966 could promote the expression of *FGF1B* (Figure 9J). Meanwhile, western blot results showed HFD promoted the expression of HDAC3 in the intestine of mice, whereas isobutyrate consumption inhibited its expressions (Figure 9K). Consistent results were also observed in ABX‐treated mice gavaged with LPJ (Figure S12E, Supporting Information). In line with these results, isobutyrate treatment at 1 and 10 mM inhibited the HDAC3 enzyme activity by 33.9% and 74.1% (Figure 9L), respectively. Cut & run assay further revealed isobutyrate could decrease the level of HDAC3 at the *FGF1B* promoter (Figure 9M). Taken together, these data revealed that isobutyrate inhibited enzymatic activity of HDAC3 to enhance *FGF1B* transcription.

### 2.10 Stachyose Promoted the Growth of *P. johnsonii* and Improved Metabolic Disorder

The ability of polysaccharides and oligosaccharides to maintain homeostasis of gut microbe has been demonstrated.^[^ ^24^, ^25^ ^]^ We have revealed that *P. johnsonii* could ameliorate inflammation and regulating lipid metabolism in HFD‐fed mice. Based on these findings, we wanted to find potential candidate which could promote the growth of *P. johnsonii* and could be used as prebiotics. It has been reported stachyose intervention remarkably increased the relative abundance of *Parabacteroides* in human and KKAy mice.^[^ ^26^, ^27^ ^]^ Therefore, we investigated the ability of stachyose on the growth of *P. johnsonii*. The results showed that stachyose significantly promoted the growth of *P. johnsonii* in vitro (**Figure** **10**A). In HFD‐fed mice, the relative abundances of *P. distasonis*, *P. goldsteinii*, and *P. johnsonii* were increased by 1.9 times, 3.7 times, and 7.2 times respectively after stachyose treated, while it had no significant impact on *P. merdae* (Figure 10B). Oral gavage with stachyose reduced the weight gain induced by HFD (Figure 10C) and improved metabolism (Figure 10D–F; Figure S13A–C, Supporting Information). Stachyose reduced the mRNA expressions of inflammatory factors in colon (Figure 10G) and also alleviated inflammation in liver and eWAT at different degrees (Figure S13D,E, Supporting Information). Gut epithelial barrier function which was impaired by HFD was also ameliorated after stachyose intervention (Figure 10H–M). Therefore, as a potential prebiotic, stachyose could promote the growth of *P. johnsonii* and alleviate metabolic disorder and improve the intestinal barrier integrity.

**Figure 10:**
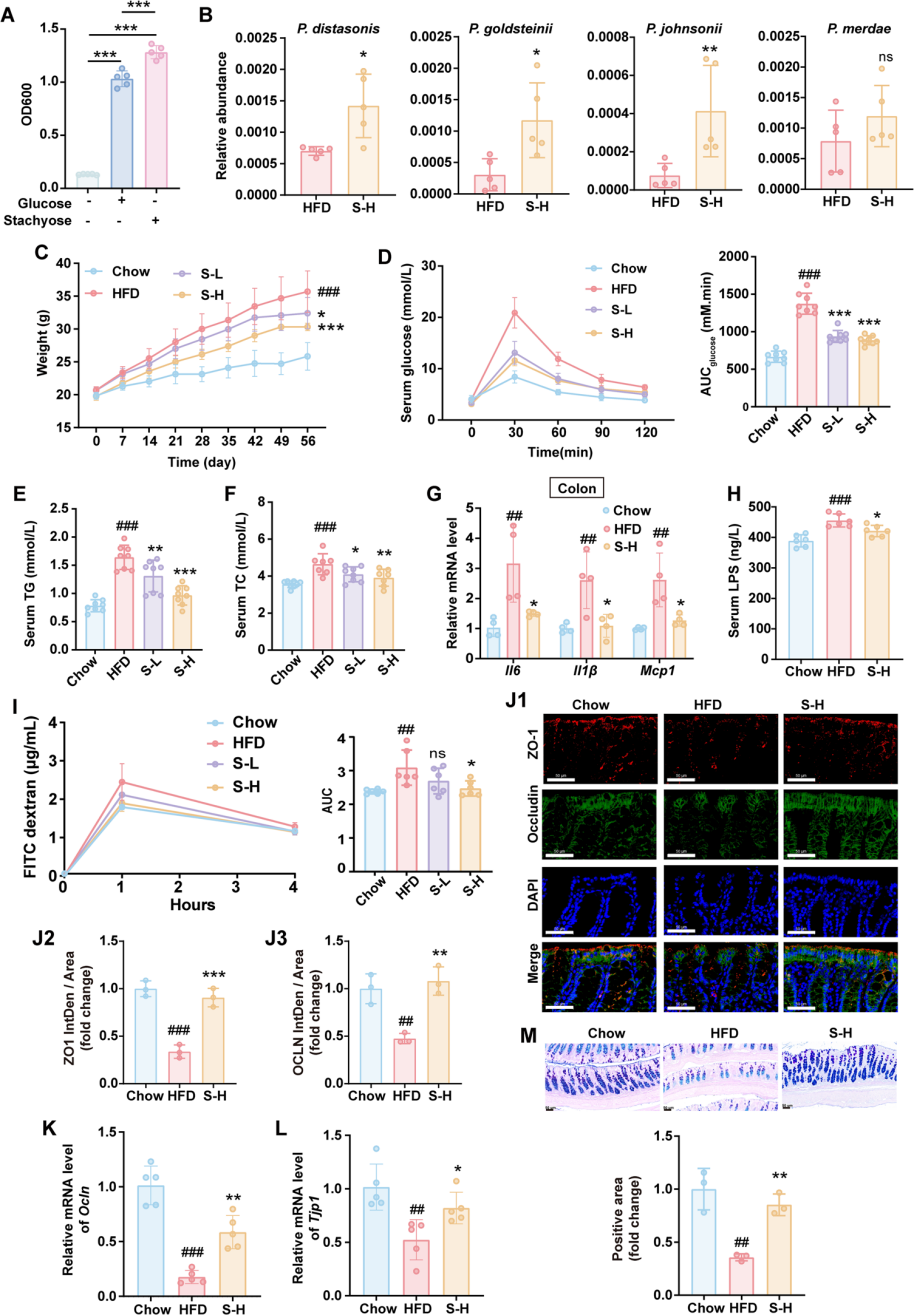
The effects of stachyose on *parabacteroides* and metabolic disorder in HFD‐fed mice. A) The effect of stachyose on the growth of *P. johnsonii* in vitro (n = 5). B) The regulation of stachyose on the abundance of *parabacteroides* in HFD‐fed mice. C) Body weight change curve. D) Oral glucose tolerance test. E) The concentration of TG in serum. F) The concentration of TC in serum. G) Relative mRNA levels of inflammatory factors in colon. H) The concentration of LPS in serum. I) Intestinal FITC‐dextran test and area under the curve of FITC‐dextran. J) Intestinal immunofluorescence of ZO‐1 and Occludin (3 mice per group). Scale bars, 50 µm. K) Relative mRNA level of *Ocln* in colon. L) Relative mRNA level of *Tjp1* in colon. M) AB‐PAS staining of colon (3 mice per group). Scale bars, 50 µm. Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; S‐L, low dose of stachyose treated HFD‐fed mice; S‐H, high dose of stachyose treated HFD‐fed mice, n = 5 – 8. Data are presented as the means ± SD, analyzed by Mann‐Whitney test in (B) and by one‐way ANOVA for 3 or more groups. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; S‐L or S‐H versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns, no significant difference.

### 2.11 Stachyose Enhanced the Transformation of BCAAs to BSCFAs and Activated *Fgf1* Transcription

As stachyose could regulate *P. johnsonii*, we wondered to know its effects on BCAAs catabolism. LC‐MS results showed stachyose significantly reduced the levels of BCAAs in serum and feces (**Figure** **11**A,B) and simultaneously increased the levels of BSCFAs (Figure 11C,D). Meanwhile, stachyose treatment inhibited the expression of HDAC3 in the colon of HFD‐fed mice (Figure 11E). We also detected mRNA expressions of *Fgf1* in the intestine. As shown in Figure 11F–H, the levels of *Fgf1a*, *Fgf1b*, and *Fgf1g* in colon were decreased in HFD group, whereas the expressions of *Fgf1a* and *Fgf1b* were reversed by stachyose. A recent study has shown that stachyose can directly bind to HSP90b in intestinal epithelial cells to regulate the microbiome.^[^ ^26^ ^]^ To confirm whether stachyose regulates *FGF1* through gut microbiota metabolites or directly acting on intestinal epithelial cells, we incubated stachyose with NCM460 cells in vitro and detected the expression of *FGF1B*. The results showed that stachyose at concentrations ranging from 0.1 mg mL^−1^ to 3 mg mL^−1^ had no effect on the expression of *FGF1B* in NCM460 cells (Figure S14, Supporting Information). Taken together, these data suggested that the health benefits of stachyose might be related to its boosting effects on the growth of *P. johnsonii* and BCAAs to BSCFAs conversion, thereby inhibiting HDAC3 and activating the expression of *Fgf1* in the intestine.

**Figure 11:**
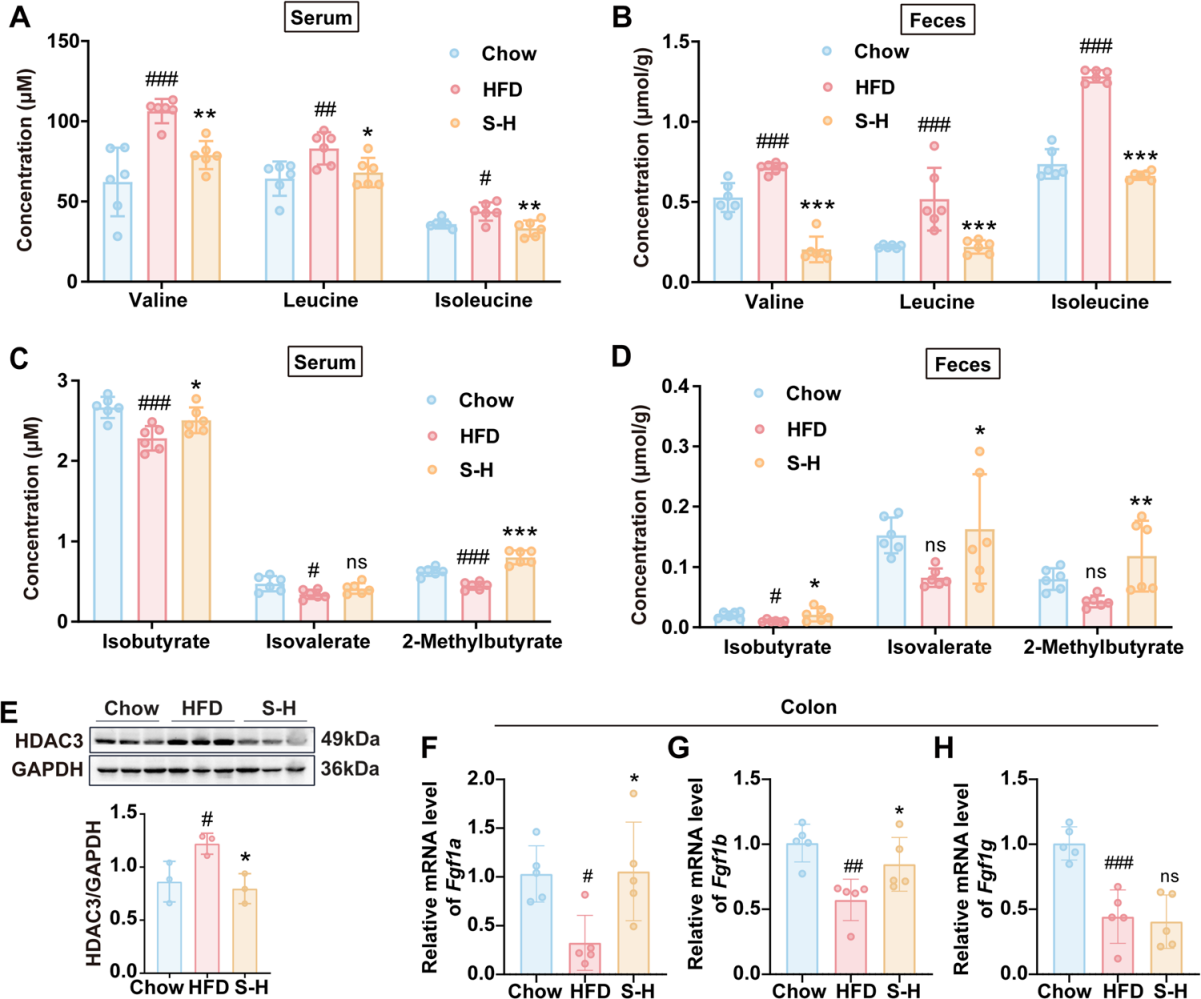
The effects of stachyose on the metabolism of BCAAs and the expressions of *Fgf1* and HDAC3 in HFD‐fed mice. A) The concentrations of BCAAs in serum. B) The concentrations of BCAAs in feces. C) The concentrations of BSCFAs in serum. D) The concentrations of BSCFAs in feces. E) The expression of HDAC3 in the colon of mice (n = 3). F‐H) Effect of stachyose on the expression of *Fgf1* in colon. Chow, chow diet‐fed mice; HFD, high fat diet‐fed mice; S‐H, high dose of stachyose treated HFD‐fed mice, n = 5 – 6. Data are presented as the means ± SD, analyzed by one‐way ANOVA for 3 groups. Chow versus HFD, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001; S‐H versus HFD, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; ns, no significant difference.

## 3 Discussion

With the rapid advancement of microbiome research, *Parabacteroides*. Spp., with an average abundance of 1.27% in human flora, has emerged as a significant focus in the study of obesity.^[^ ^28^ ^]^ Notably, species like *P. distasonis* and *P. goldsteinii* have garnered particular attention. It has been reported *P. distasonis* and *P. goldsteinii* are potential probiotics for patients with obesity, inflammatory bowel disease, and metabolic syndrome.^[^ ^15^, ^29^, ^30^ ^]^ A recent study showed *P. merdae* could protect against cardiovascular damage.^[^ ^11^ ^]^ However, there are few reports on the function of *P. johnsonii*. Our results revealed the abundance of *P. johnsonii* significantly correlated with blood lipid levels in obese patients, suggesting that changes of *P. johnsonii* might be involved in the progression of obesity. This finding expanded the understanding of *Parabacteroides* spp. However, we did not have enough data to analyze correlation between *P. johnsonii* and liver steatosis at present. Examining the relationship between the severity of hepatic steatosis in obese patients and *P. johnsonii* will better elucidate the beneficial effects of *P. johnsonii* in future. Meanwhile, *P. johnsonii* could regulate hepatic lipid uptake and *β*‐oxidation in HFD‐fed mice, at least partly accounting for its metabolic benefits. In addition, given that systemic lipid homeostasis is a highly integrated process involving multiple organs (liver, adipose tissue, skeletal muscle, intestine),^[^ ^31^, ^32^ ^]^ its impact on lipid metabolism in other organs, such as skeletal muscle and adipose tissue, remains to be investigated. Directly measuring fatty acid flux, tissue‐specific fatty acid oxidation, and VLDL kinetics will provide stronger mechanistic support for the beneficial effects of *P. johnsonii*, and we highlight these as important directions for future research. Furthermore, our data also showed a significant inverse relationship (*p< 0.01*) between FBG and fecal *P. johnsonii* abundance in obese patients (Figure 1G), indicating *P. johnsonii* might have antidiabetic properties. *P. johnsonii* could alleviate insulin resistance in HFD‐fed mice, evidenced by the OGTT test. We did not observe significant change on FBG in HFD‐fed mice. This might be due to the duration of HFD only lasting six weeks. In future studies, we could extend the duration of HFD feeding to examine the effect of *P. johnsonii* on FBG improvement. Concurrently, diabetic patients may be enrolled to investigate the therapeutic effects of *P. johnsonii* on diabetes.

Metabolites produced by the gut microbiota are crucial in regulating the complex interaction between the gut microbiota and the host.^[^ ^33^ ^]^ In order to elucidate how *P. johnsonii* exerted health benefit, we investigated its metabolites. Considering the strong link between BCAAs catabolism and obesity, we paid special attention to the changes of BCAAs in HFD‐fed mice after oral administrated with *P. johnsonii*. The levels of BCAAs in the feces of HFD‐fed mice were increased along with the decrease of BSCFAs levels whereas *P. johnsonii* reversed these trends. Together with the in vitro results, we revealed *P. johnsonii* had the capacity for enhancing the BCAAs to BSCFAs conversion. Although it has been proved *porA* gene in *C. sporogenes* catalyzed the conversion of BCAAs into BSCFAs and *P. johnsonii* genome with a 60% similarity to the *porA* gene of the *C. sporogenes*, the key microbial enzymes in *P. johnsoni* responsible for the conversion still requires clarification. In addition, it has been reported *P. distasonis* alleviated obesity and metabolic dysfunctions via production of succinate and secondary bile acids.^[^ ^14^ ^]^ Whether *P. johnsonii* has the same effects as *P. distasonis* on succinate and bile acids still needs to be investigated in future. In our study, we found *P. johnsonii* could regulate glucose tolerance and reduce blood lipid levels (Figure S4, Supporting Information) in normal chow diet‐fed mice where gut integrity is not altered. In addition to affecting intestinal barrier integrity, *P. johnsonii* may also exert direct effects on tissues such as the liver and adipose tissue via its metabolites, including short‐chain fatty acids and bile acids.

Unlike BCAAs, there are few studies on the role of BSCFAs in obesity, and the effects of BSCFAs remains controversial.^[^ ^34^, ^35^ ^]^ A study revealed the gluconeogenic potential of isobutyrate and isovalerate in hepatocytes.^[^ ^36^ ^]^ However, another study showed that BSCFAs could improve insulin sensitivity via regulating the lipid and glucose metabolism in adipocytes.^[^ ^37^ ^]^ Therefore, systemic investigations were conducted to explore the function of BSCFAs in this study. We found the levels of BSCFAs in fecal samples were decreased in obese patients along with the elevated BCAAs. Similar results were found in HFD‐fed mice. These trends were reversed by *P. johnsonii* intervention. Among three BSCFAs, isobutyrate had the highest concentration and was correlated to the symptoms of obese patients, underpinning its clinical significance. This interesting finding prompted us to further study the potential mechanism of isobutyrate. Exogenous administration of isobutyrate conferred the favorable effects of *P. johnsonii* on HFD‐fed mice. Since *P. johnsonii* intervention only elevated the level of isobutyrate in feces but not in serum of HFD‐fed mice, we speculated that isobutyrate exerted its beneficial effects in the intestine. Through RNA sequencing of colon tissue from HFD‐fed mice with or without isobutyrate, we found that isobutyrate significantly activated the transcription of *Fgf1* in the colon. 

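With each of the 6 libraries left out in turn, the log2 fold change of *Fgf1* between isobutyrate-treated and HFD-fed mice lay between 0.89 and 1.13. Its adjusted p-value then lay between 0.00887 and 0.0230 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In these fits the adjusted p-value was below 0.05 in 6 of 6 and below 0.01 in 1. The fold change was at least 2 in 4 of them, but in 0 together with an adjusted p-value below 0.01. Over the 22 alternatives set out in advance, the gene was higher with isobutyrate in each, had an adjusted p-value below 0.05 in 21 and below 0.01 in 15, and met both the p-value and the fold change threshold in 8. The change lies close to the minimum fold change of 2, which is 1 on the log2 scale. Besides the marker score covariate, settings under which it fell below this minimum included scaling by library size only (log2 fold change 0.98), an offset for gene length (0.98), an offset for GC content (0.96) and 1 surrogate variable (0.98). In the deposited FPKM values *Fgf1* stood at 6.64 ± 0.729 (SD, n = 3 libraries) without and 13.3 ± 2.02 (SD, n = 3) with isobutyrate. On the scale of log2(FPKM + 1), which understates changes of low values, this was a difference of 0.89 in limma, and 0.98 with 0.1 added in place of 1. The paper singles out *Fgf1* among the differentially expressed genes, cites reports that FGF1 can promote repair of the intestinal epithelium and block injury mediated by TLR4, and then measured its mRNA and protein by QPCR and Western blotting (Figure 8C,D). It states that isobutyrate activated the transcription of the gene in the colon.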

FGF1, also known as acidic FGF, is found throughout the body. It's highly expressed in the brain and pituitary gland, and is also present in significant amounts in peripheral tissues such as adipose tissue, the liver, skeletal muscle, heart, lungs, and kidneys.^[^ ^38^ ^]^ FGF1 acts as an autocrine/paracrine hormone and has emerged as a new way to manage type 2 diabetes. Even though FGF1 is expressed in many tissues, only the FGF1 from adipose tissue and the brain are known to play a role in regulating metabolism.^[^ ^39^ ^]^ We found the level FGF1 in colon was upregulated by isobutyrate. As it was reported FGF1 always binds to heparan sulphate proteoglycans which prevents it from entering the circulation,^[^ ^39^ ^]^ we hypothesized FGF1 exerts its effects in colon instead of entering to adipose and brain. Previous research has been proved FGF1 could block TLR4‐mediated intestinal epithelial injury and promote the expression of ZO1.^[^ ^21^ ^]^ We further revealed the expression of *FGF1* was significantly downregulated in UC and CD patients. These results indicated isobutyrate‐mediated FGF1 secretion could be the underlying mechanism for the efficacy of *P. johnsonii*. In addition to *Fgf1*, RNA sequencing showed many genes related to immune signaling were also changed by isobutyrate. 

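Among the immune gene families, the 43 chemokines and their receptors ranked higher in the isobutyrate than in the HFD group, with a median log2 fold change of 0.33 (adjusted p = 0.0194 from limma's camera test with Benjamini-Hochberg adjustment). The largest rise of these was in *Ccr6* (ENSMUSG00000040899), from 0.874 ± 0.0947 CPM (SD, n = 3 libraries) to 8.03 ± 2.04 CPM (SD, n = 3). The log2 fold change of *Ccr6* was 3.19 (standard error 0.30, adjusted p = 0.00191 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcr5* (log2 fold change 2.41), of whose 3332 exonic bases 110 overlap *Bcl9l* on the opposite strand, and its ligand *Cxcl13* (2.35) were also called higher, and *Cx3cl1* (-1.11) was called lower. On the scale of log2(FPKM + 1) the family had a median of 0.18 and did not pass the threshold (adjusted p = 0.0887 from camera). The 33 genes of the tumor necrosis factor superfamily had a median log2 fold change of 0.50 (adjusted p = 0.0194 from camera), with *Tnfrsf13c* (2.71) and *Tnfrsf13b* (1.83) called higher. The 53 interleukins and their receptors had a median of 0.26 and did not pass the threshold (adjusted p = 0.0881 from camera). In this family *Il16* (log2 fold change 2.01), *Il22ra2* (1.89) and *Il7r* (1.33) were called higher and *Il17rc* (-1.31) lower. The level of *Il16* is uncertain, since 1368 of its 7865 exonic bases overlap *Stard5* and other loci. The 27 major histocompatibility complex genes had a median of 0.02 (adjusted p = 0.111 from camera). It lay between -0.11 and 0.18 with each library left out in turn, so that no direction can be given for these genes. Of these, *H2-Eb2* (log2 fold change 2.78), *H2-DMb2* (2.10) and *H2-Oa* (1.85) were called higher, where *H2-DMb2* has a near-identical copy in *H2-DMb1*, and 321 of the 1407 exonic bases of *H2-Oa* overlap an antisense gene. Of 10 marker genes of B and plasma cells, 9 were higher and 7 were called, with a median log2 fold change of 2.00 (adjusted p = 1.09e-11 from camera over 11 marker sets). *Ms4a1*, which encodes the B cell antigen CD20, rose from 14.2 ± 5.13 CPM (SD, n = 3) to 97.4 ± 27.2 CPM (SD, n = 3). Its log2 fold change was 2.78 (standard error 0.31, adjusted p = 0.00248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pou2af1* (log2 fold change 2.12) and *Fcer2a* (2.13) had the next smallest p-values of the set. Whether the rises called in the immune gene families come from a larger share of B cells in the tissue pieces was not tested. Of 9 T cell markers, 8 were higher, with a median log2 fold change of 0.56 (adjusted p = 0.00694 from camera), and *Cd4* (1.67) and *Cd28* (1.59) were called. The 9 macrophage and dendritic cell markers had a median of 0.35 and did not pass the threshold (adjusted p = 0.0548 from camera). Of these *Lyz2* (log2 fold change 1.32), which has a near-identical copy in *Lyz1*, was called higher. With the inter-gene correlation estimated for each set, the adjusted p-value from camera was 0.305 for the B and plasma cell markers, 0.630 for the T cell markers and 0.455 for both families named above as past the threshold. Of the 10 splits of the 6 libraries into 3 and 3, 8 gave at least 5 marker sets past the threshold at the fixed correlation, as many as the real split.

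**Figure D5:**
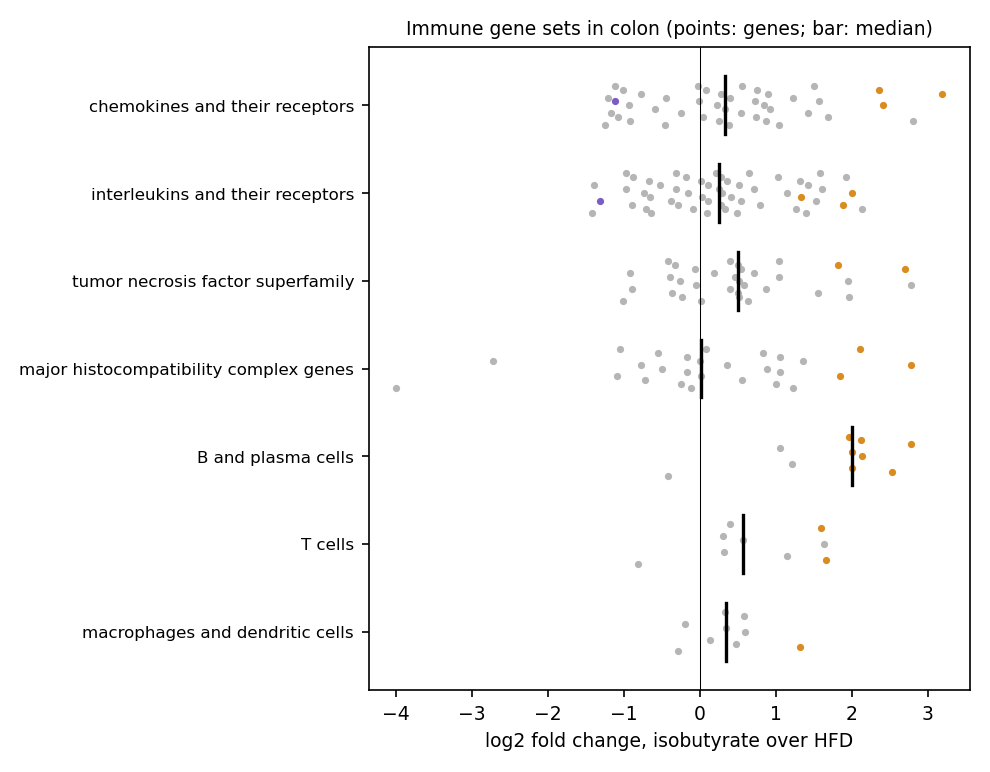
Log2 fold change, isobutyrate over HFD (x axis), of each tested gene in 4 immune gene families and 3 sets of immune cell markers. Points are genes (orange called higher, purple called lower, gray not called) and black bars medians; the B and plasma cell markers have the median farthest from 0, 2.00.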

Continued researches on these genes are still needed to enhance our understanding of the functions of BSCFAs.

The human *FGF1* gene is over 120 kb long and contains four distinct splicing variants (*FGF1*A, B, C, D) regulating the expression of FGF1 in a tissue‐specific context.^[^ ^40^ ^]^ Meanwhile, there are three splicing variants in mice (*Fgf1a*, *Fgf1b*, and *Fgf1g*).^[^ ^22^ ^]^ We found *Fgf1b* transcript predominated in mice colon and isobutyrate elevated the mRNA of *Fgf1b*. Isobutyrate also selectively increased the mRNA of *FGF1B* in human NCM640 cells. SCFAs function via two primary pathways: inhibiting HDACs and signaling through GPCRs. Given this, we aimed to explore how isobutyrate exerts its effects. Blockade of GPCR signaling did not change the effects of isobutyrate on *Fgf1b* whereas HDAC3 inhibitor recapitulated the role of isobutyrate, suggesting the effect of isobutyrate on *Fgf1b* was mediated in a HDAC3 dependent manner but not through GPCR signaling. These results were further supported by HDAC3 enzyme activity and cut & run assay, which showed isobutyrate significantly inhibited HDAC3 activity and promoted H3K14 acetylation at the *FGF1B* promoter. This finding was in accordance with previous reports that HDAC3 inhibition led to the H3K14 acetylation at the *Fgf1b* promoter in the brain of mice.^[^ ^41^ ^]^ Consistently, *P. johnsonii* intervention also suppressed HDAC3 to active *Fgf1b* transcription, indicating *P. johnsonii* could attenuate metabolic dysfunction, at least by enhancing the BCAAs to BSCFAs conversion.

## 4 Conclusion

We provided evidence for the beneficial effects of the gut microbe *P. johnsonii* against metabolic disorders. *P. johnsonii* enhanced the conversion of BCAAs to BSCFAs, especially the catabolism of valine to isobutyrate. Isobutyrate activated *Fgf1* transcription through inhibition of HDAC3 to increase H3K14 acetylation, thereby improving intestinal permeability and systemic inflammation. Additionally, the natural product stachyose showed a favorable ability to prevent the development of obesity by facilitating the growth of *P. johnsonii*. Our study presents the gut microbe *P. johnsonii* as a probiotic and stachyose as a prebiotic agent for the treatment of metabolic disorders.

## 5 Experimental Section

### Recruitment of Obese Patients and Healthy Participants

The human studies were all approved by the Ethics Committee of Nanjing Hospital of Chinese Medicine in accordance with the World Medical Association's Declaration of Helsinki (KY2022424). Written informed consent was obtained from all participants before recruitment. Feces and plasma from 42 obese patients (BMI≥25 kg/m^2^) and 39 age‐ and sex‐matched healthy subjects (BMI 19–24 kg/m^2^) were collected from the Department of Infectious Diseases, Nanjing Hospital of Chinese Medicine Affiliated to Nanjing University of Chinese Medicine (Table S1, Supporting Information). Patients were excluded if they had diabetes, kidney disease, hypertension, cardiovascular diseases, intestinal diseases, liver diseases, lung diseases, or had used antibiotics, antiviral drugs, and probiotics in the past three months. After fasted, the blood and fecal samples were collected and stored at ‐80 °C for subsequent analysis.

### Animal Experimental Design

All animal experiments were conducted in accordance with the Provisions and General Recommendation of Chinese Experimental Animals Administration Legislation and this study was approved by Animal Ethics Committee of China Pharmaceutical University (No. 2022‐11‐014). Male C57BL/6J mice at six – week – old (Charles River Laboratories, Beijing, China) were used in the following experiments. The mice were maintained with a standard laboratory diet and free access to tap water in a controlled environment with room temperature (22 °C ± 1 °C), humidity (65% ± 5%) and a 12:12 h light/dark cycle. The chow diet (Research Diet, D12450B, 10% calories from fat) or high fat diet (HFD, Research Diet, D12492, 60% calories from fat) or maintenance diet (Jiangsu‐Xietong, Inc., Nanjing, China) were used in these experiments.

When evaluating the effectiveness of *P. johnsonii* in mice fed HFD, the animals were randomly divided into four groups and administrated for 6 weeks: (1) Chow group (n = 6), (2) HFD group (n = 6), (3) LPJ group (n = 6), gavage with live *P. johnsonii*, 2 × 10^9 CFUs mL^−1^, 0.2 ml per day per mouse), (4) KPJ group (n = 6, gavage with heat‐killed *P. johnsonii*, 2 × 10^9 CFUs mL^−1^, 0.2 ml, per day per mouse). The mice in chow group were given a chow diet and mice in other groups were fed with HFD during the experimental period.

For evaluating the effectiveness of *P. johnsonii* on HFD‐fed pseudo‐germ‐free mice, mice were treated with antibiotics cocktail [ABX; including vancomycin (1 mg mL^−1^), neomycin sulfate (5 mg mL^−1^), metronidazole (5 mg mL^−1^), streptomycin (5 mg mL^−1^), and ampicillin (5 mg mL^−1^), 0.2 ml per mouse per day] for a week, and then randomized into three groups: 1) Chow+ABX group (n = 8), 2) HFD+ABX group (n = 8), 3) HFD+ABX+LPJ group (n = 8, gavage with live *P. johnsonii*, 2 × 10^9 CFUs mL^−1^, 0.2 ml per day per mouse). Before feeding with HFD, gavaged with live *P. johnsonii* in HFD+ABX+LPJ group for a week and collecting fecal samples (just prior administration of live *P. johnsonii*). For the next 6 weeks, the mice in Chow+ABX group received a chow diet, those in HFD+ABX group received a high fat diet, those in HFD+ABX+LPJ group received a high fat diet with administration of live *P. johnsonii*.

For evaluating the effectiveness of *P. johnsonii* on normal mice, mice were randomized into two groups for a duration of 6 weeks: (1) Chow group (n = 6), (2) LPJ group (n = 6, gavage with live *P. johnsonii*, 2 × 10^9 CFUs mL^−1^, 0.2 ml per day per mouse). The mice in both groups were given maintenance diet.

For the isobutyrate or stachyose efficiency assays on HFD‐fed mice, mice were randomized into three or four groups for a duration of 8 weeks: (1) Chow group (n = 8), (2) HFD group (n = 8), (3) treatment groups (n = 8). The treatment groups were orally administered with sodium isobutyrate (500 mg kg^−1^, every other day) or low dose of stachyose (100 mg kg^−1^, six times a week) or high dose of stachyose (300 mg kg^−1^, six times a week). The mice in chow group were given a chow diet and mice in other groups were fed with HFD during the experimental period.

### Cell Culture and Treatments

Normal intestinal epithelium cell line NCM460 (ATCC, Rockville, MD, USA) were cultured in DMEM medium containing 20% (v/v) fetal bovine serum. All the experiments were carried out when the cell density reached 80%. After treatment for 12 h, the cells were harvested for further analysis.

For isobutyrate or butyrate treatment assays, cells were treated with DMEM containing 10 mM sodium isobutyrate (Macklin, Shanghai, China) or sodium butyrate (Aladdin, Shanghai, China).

For fecal conditioned media (FCM) treatment assays, FCM preparation was performed as previously reported.^[^ ^42^ ^]^ Feces (30 mg) were suspended in 600 µL cold DMEM media by homogenizer. The suspended media was filtered twice. The cells were treated with medium containing FCM (1:100, FCM: medium) without or with 10 mM isobutyrate or butyrate.

For HDAC or GPR inhibitors assays, the cells were treated with DMEM containing 2 µM Pimelic Diphenylamide 106 (#19008, MedChem Express LLC, Shanghai, China), 1 µM CHDI‐390576 (#109707, MedChem Express LLC, Shanghai, China), 1 µM Tubastatin A (#313908, MedChem Express LLC, Shanghai, China), 25 µM SIS17 (#272897, MedChem Express LLC, Shanghai, China), 100 nM BRD‐6929 (#60769, MedChem Express LLC, Shanghai, China), 100 nM Santacruzamate A (#17907, MedChem Express LLC, Shanghai, China), 1 µM PCI‐34051 (#22985, MedChem Express LLC, Shanghai, China), 10 µM RGFP966 (#336912, MedChem Express LLC, Shanghai, China), 1 µM GLPG0974 (#90520, MedChem Express LLC, Shanghai, China), 1 µM Mepenzolate (#420181, MedChem Express LLC, Shanghai, China).

### Fecal DNA Extraction and Quantification of Bacteria

DNA was extracted by a fecal genome DNA extraction kit (#DP328‐02, TIANGEN, Beijing, China) according to the manufacturer's protocol. Q‐PCR assays were performed by the ChamQ SYBR qPCR Master Mix (Q331‐02, Vazyme Biotech Co.,Ltd, Nanjing, China). The primer used to amplify the bacteria was described in Table S2 (Supporting Information).

### 16S rDNA Sequencing

Genomic DNA was extracted from fecal samples using a fecal genome DNA extraction kit. The primers 338F and 806R were employed to amplify V3‐V4 area of the 16S rRNA gene. The sequencing service was provided by Beijing Biomarker Technologies Co., Ltd. (Beijing, China). Illumina NovaSeq 6000 (San Diego, California, USA) sequencing platform were conducted. The QIIME2 data analysis package was used for 16S rDNA data analysis. To classify and organize the obtained sequences, the DADA2 clustering program was applied. This program grouped the sequences into operational taxonomic units (OTUs) by comparing them against the Greengene database, with a pre – set criterion of 100% amplicon sequence variant (ASV) identity. Data were analyzed on the free online platform BMKCloud (www.biocloud.net).

### Statistical Analysis

All statistical analyses were performed using GraphPad Prism software. ImageJ was used for the quantifications of histopathological staining. Data were shown as means ± SD. Multi group comparisons were performed using one‐way ANOVA (Dunnett‐t test) or the Kruskal‐Wallis test. Student's t‐test or Mann‐Whitney U test was used for comparisons between two groups. At least three independent experiments were performed.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Yimeng Chen and Shujun Jiang contributed equally to this work. Yimeng Chen, Xiaodong Wen and Jie Yang designed the project and wrote the manuscript. Yimeng Chen, Shujun Jiang and Haolu Wang performed experiments and interpreted the data. Mengzhen Si, Yimeng Chen, Shujun Jiang, Haixia Wu and Yanliang Zhang recruited subjects and collected samples. Xinyi Liang and Shenmeng Yao perfomed formal analysis and investigated. Xiaodong Wen and Jie Yang supervised the project and funded the project.

## Supporting information

Supporting Information

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article and its supplementary materials. 16S sequencing and RNA‐seq data have been deposited at SRA (PRJNA1215536) and GEO database (GSE288546).

# Supplementary material for: The Probiotic Parabacteroides johnsonii Ameliorates Metabolic Disorders Through Promoting BCAAs to BSCFAs Conversion
**Source:** Adv Sci (Weinh). 2025 Aug 7;12(38):e02624. doi: 10.1002/advs.202502624
**Supplement:** Supplementary file 1 — Supporting Information

## Supplementary materials

**Supplementary tables**

**Table S1** Characteristics of the population and general confounders

| **Table S1** Characteristics of the population and general confounders | | | |
| --- | --- | --- | --- |
| Parameter | Control (n=39) | Obesity (n=42) | *p*-value |
| Gender (F/M) | 11/28 | 12/30 |  |
| Age (year) | 35.6±7.6 | 35.6±10.6 | 0.7 |
| BMI (kg/m^2^) | 22.4±1.6 | 31.2±4.4 | <0.0001 |
| FBG (mmol/L) | 5.1±0.4 | 5.9±0.8 | <0.0001 |
| TG (mmol/L) | 1.3±0.9 | 2.8±1.9 | <0.0001 |
| TC (mmol/L) | 4.9±0.9 | 5.7±1.4 | 0.0067 |
| LDL-C (mmol/L) | 2.9±0.7 | 3.3±0.9 | 0.0415 |
| HDL-C (mmol/L) | 1.4±0.3 | 1.2±0.2 | 0.0042 |
| HbA1c (%) | 5.2±0.3 | 5.6±0.5 | 0.0003 |

**Table S2** List of all primer sequences used in Q-PCR and cut & run assay

| Experiment | Gene | Sequence (5' to 3') |
| --- | --- | --- |
| Q-PCR for mRNA level  in mouse | *Fgf1a* | F: CCCAAAGCCAAGAAGCCACC |
|  |  | R: TGTGCTGGTCGCTCCTGTCCCT |
|  | *Fgf1b* | F: TCAGTCCAGGCACCCTGT |
|  |  | R: GGGGCTCTCTTCACTCCACT |
|  | *Fgf1g* | F: TGATCTGAAGACAAACGAGCA |
|  |  | R: TCCTAGAGATTCCTGCCCTTC |
|  | *Il6* | F: CACGGCCTTCCCTACTTCAC |
|  |  | R:TGCAAGTGCATCATCGTTGT |
|  | *Il1β* | F: TGGACCTTCCAGGATGAGGACA |
|  |  | R: GTTCATCTCGGAGCCTGTAGTG |
|  | *Mcp1* | F: GCTGGAGAGCTACAAGAGGATC |
|  |  | R: GTCAACTTCACATTCAAAGTGC |
|  | *β-actin* | F: CATTGCTGACAGGATGCAGAAGG |
|  |  | R: TGCTGGAAGGTGGACAGTGAGG |
|  | *Tjp1* | F: GCCGCTAAGAGCACAGCAA |
|  |  | R: TCCCCACTCTGAAAATGAGGA |
|  | *Oclludin* | F: TTGAAAGTCCACCTCCTTACAGA |
|  |  | R: CCGGATAAAAAGAGTACGCTGG |
|  | *Fgf1* | F: CCCTGACCGAGAGGTTCAAC |
|  |  | R: GTCCCTTGTCCCATCCACG |
|  | *Fasn* | F: CACAGTGCTCAAAGGACATGCC  R: CACCAGGTGTAGTGCCTTCCTC |
|  | *Srebp1* | F: CGACTACATCCGCTTCTTGCAG |
|  |  | R: CCTCCATAGACACATCTGTGCC |

Continue. **Table S2**

| Experiment | Gene | | Sequence (5' to 3') |  |
| --- | --- | --- | --- | --- |
| Q-PCR for mRNA level  in mouse | *Pgc1a* | | F: ACAACCGCAGTCGCAACA |  |
|  |  |  | R: GGAGGAGTCGTGGGAGGAG |  |
|  | *Cpt1a* | | F: TAGGACAGGCAGAAAATTGT |  |
|  |  |  | R: CATTAGGAGCCGATTCAAAA |  |
|  | *Fabp1* | | F: GTGACTGAACTCAATGGAGACAC |  |
|  |  |  | R: GTAGACAATGTCGCCCAATGTCA |  |
|  | *Fatp2* | | F: GCTGACATCGTAGGACTGGT |  |
|  |  |  | R: TTCGACCCTCATGACCTGGC |  |
|  | *Cd36* | | F: ATGGGCTGTGATCGGAACTG |  |
|  |  |  | R: TTTGCCACGTCATCTGGGTTT |  |
|  | *Apob48* | | F: TGGGATTCCATCTGCCATCTCGAG |  |
|  |  | | R: GTAGAGATCCATCACAGGATAATG |  |
|  | *Fatp4* | | F: AGCAACACCAGGCTTAGGCC |  |
|  |  | | R: TGCTCTTGTCTGTGTGAATG |  |
|  | *Dgat* | | F: GTGCACAAGTGGTGCATCAG |  |
|  |  | | R: CAGTGGGACCTGAGCCATCA |  |
|  | *Lpcat3* | | F: CTACCCGTTGGCTCTGTTTTAC |  |
|  |  | | R: TGAAGCACGACACATAGCAAG |  |
| Q-PCR for mRNA level  in NCM460 cells | | *FGF1A* | F: AGTGGATCCAACAGCCTTCG | |
|  |  | *FGF1B* | F: CCTCGGCCTACAAGCTCTTT | |
|  |  | *FGF1C* | F: CTCAAAGAAGGGCTTTGCCAC | |
|  |  | *FGF1D* | F: CTGTTGGCAGCAGCACAATG | |
|  |  | *FGF1* | R: CTGTCCCTTGTCCCATCCAC | |
|  |  | *IL6* | F: AGACAGCCACTCACCTCTTCAG | |
|  |  |  | R: TTCTGCCAGTGCCTCTTTGCTG | |
|  |  | *IL1β* | F: ATGGCTTATTACAGTGGCA | |
|  |  |  | R: TGTAGTGGTGGTCGGAGA | |
|  |  | *MCP1* | F: CAGCCAGATGCAATCAATGCC | |
|  |  |  | R: TGGAATCCTGAACCCACTTCT | |
|  |  | *TJP1* | F: GTCCAGAATCTCGGAAAAGTGCC | |
|  |  |  | R: CTTTCAGCGCACCATACCAACC | |
|  |  | *OCLN* | F: ATGGCAAAGTGAATGACAAGCGG | |
|  |  |  | R:CTGTAACGAGGCTGCCTGAAGT | |
|  |  | *GAPDH* | F: GTCTCCTCTGACTTCAACAGCG | |
|  |  |  | R: ACCACCCTGTTGCTGTAGCCAA | |
| Q-PCR for cut& run assay  in NCM460 cells | | *FGF1B* | F: GCAGGGATGCCAGATGACA | |
|  |  |  | F: TGTGTGAGCCGAATGGACTTC | |

Continue. **Table S2**

| Experiment | Gene | Sequence (5' to 3') |
| --- | --- | --- |
| Q-PCR for *Parabacteroides* | *P. distasonis* | F: TGCCTATCAGAGGGGGATAAC |
|  |  | R: GCAAATATTCCCATGCGGGAT |
|  | *P. goldsteinii* | F: GAATAAAGTGAGGAACGTGTT |
|  |  | R: AACTTTCACCGCTGACTTAATTA |
|  | *P. merdae* | F: AGTGTGTTTGAGGTAGGCGG |
|  |  | R: ACGCTTTCGCTGTAGAGCTT |
|  | *P. johnsonii* | F: CCTTGAAAGAGGTCTTCTAGCAATAGCT |
|  |  | R: GACCTGTTAGTAACTAGTGAT |
|  | *universal Eubacteria* | F: CGGCAACGAGCGCAACCC |
|  |  | R: CCATTGTAGCACGTGTGTAGCC |

**Supplementary figures**

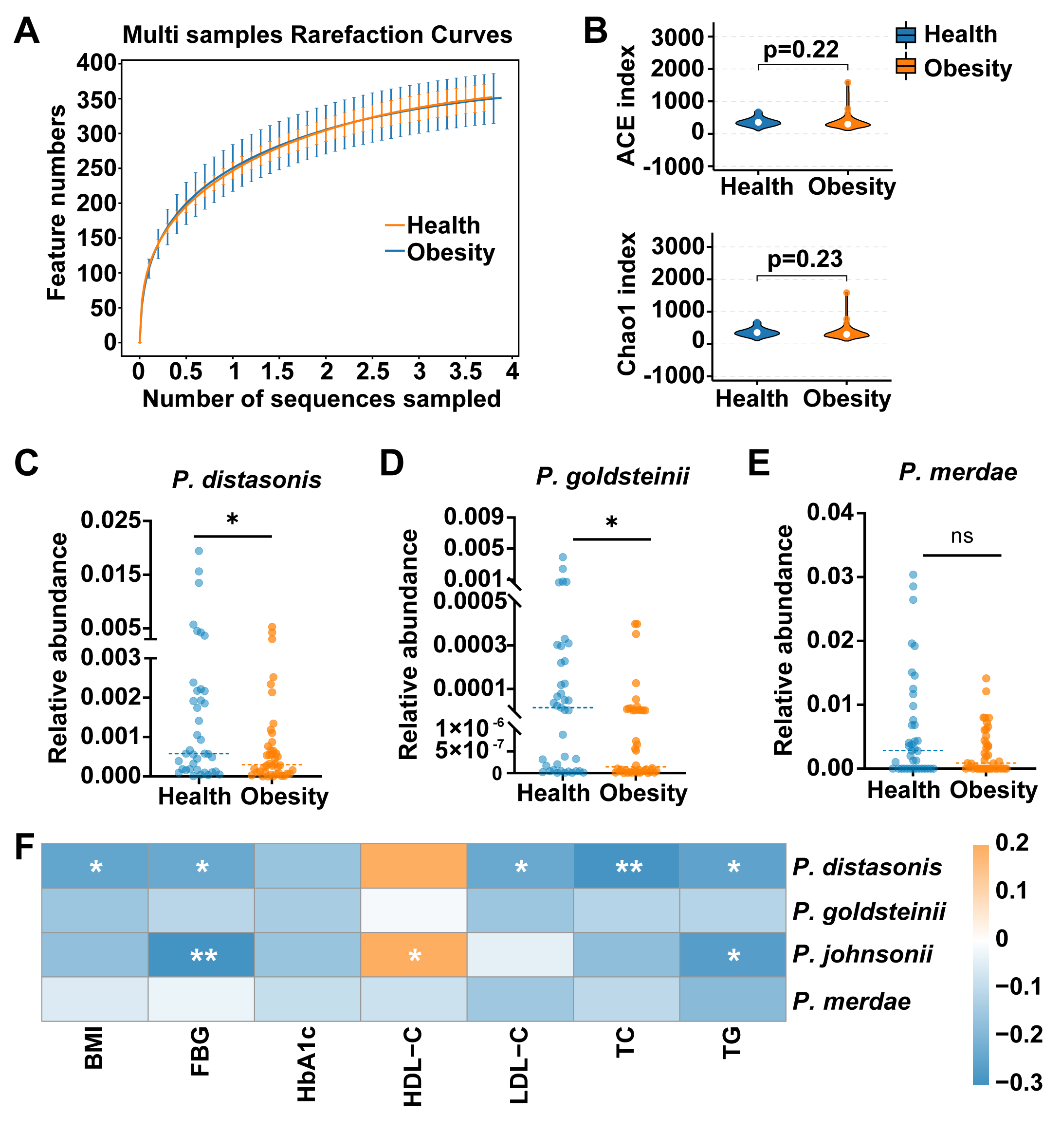

**Figure S1.** Gut microbiota profiling in obese patients. (A) Rarefaction curve. (B) Alpha diversity analysis. Relative abundance of *P. distasonis* (C), *P. goldsteinii* (D), and *P. merdae* (E), analyzed by Q-PCR. (F) Spearman’s analysis of the correlations between the relative abundance of microbiota and blood biochemical indexes in patients levels. Health, healthy subjects (n=39); Obesity, obese patients (n=42); (B - E) values are means±SD, analyzed by Mann-Whitney test. Health *vs.* Obesity, *^*^p*<0.05; ns, no significant difference.

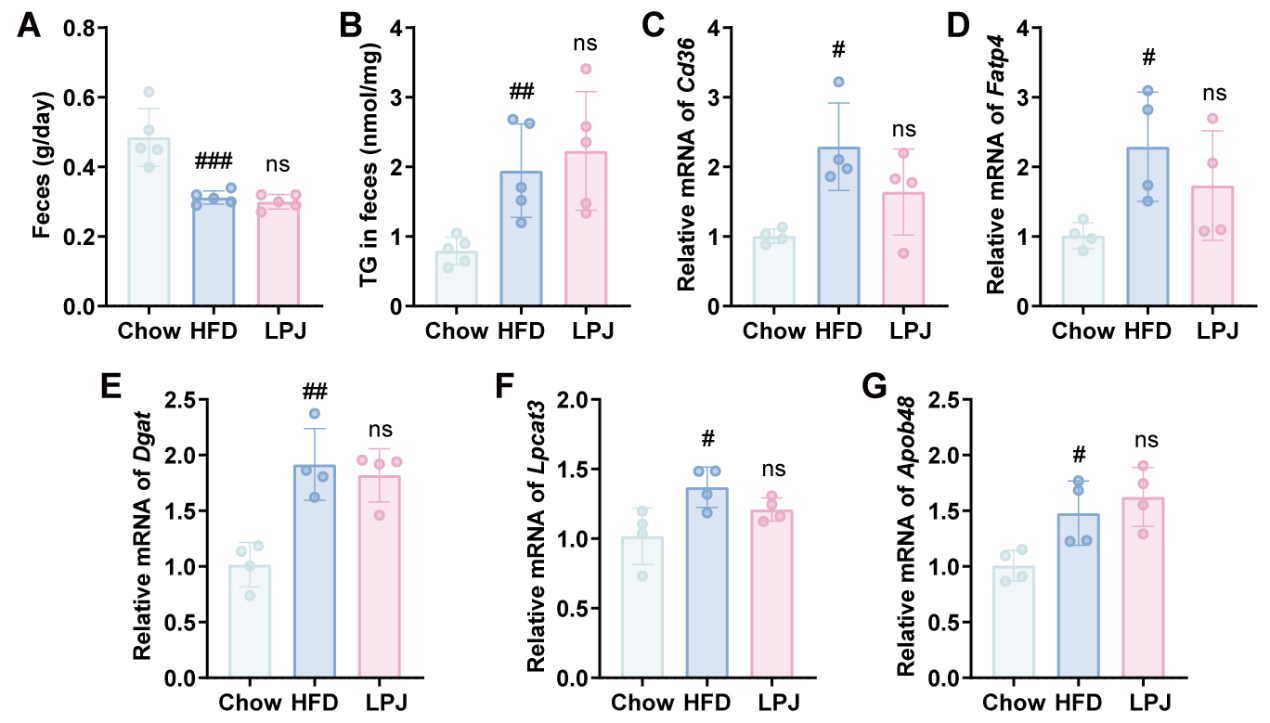

**Figure S2.** Effects of LPJ on jejunal lipid metabolism. (A) The fecal excretion volume. (B) The content of TG in feces. (C-G) The change of genes related to lipid metabolism in the jejunum. Relative mRNA of *Cd36* (C), *Fatp4* (D), *Dgat* (E), *Lpcat3* (F), *Apob48* (G). Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii* treated mice (n=4-5). Data are presented as the means±SD, analyzed by one-way ANOVA. Chow *vs.* HFD, ^#^*p*<0.05, ^##^*p*<0.01, ^###^*p*<0.001; LPJ *vs.* HFD, ns, no significant difference.

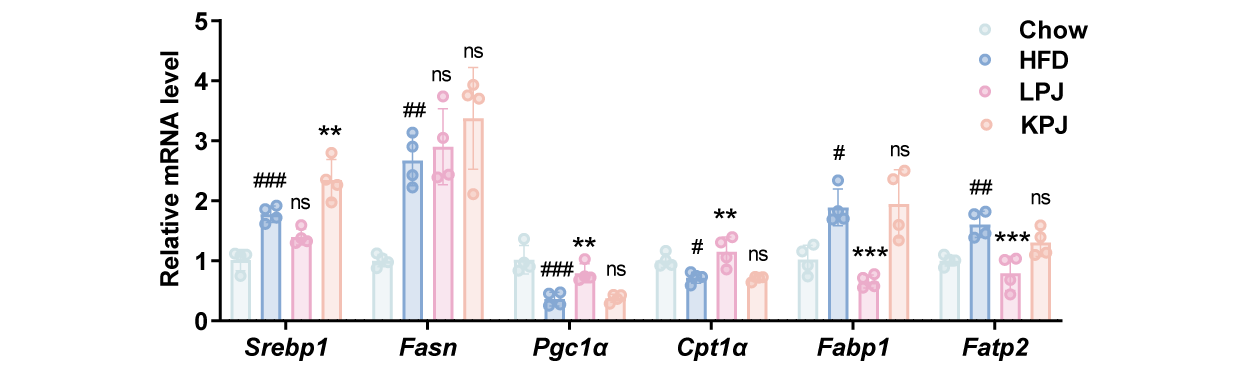

**Figure S3.** The expression of lipid metabolism genes in liver. Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii* treated mice; KPJ, heat-killed *P. johnsonii* treated mice (n=4). Data are presented as the means±SD, analyzed by one-way ANOVA for 3 or more groups. Chow *vs.* HFD, ^#^*p*<0.05, ^##^*p*<0.01, ^###^*p*<0.001; LPJ or KPJ *vs.* HFD, ^*^*p*<0.05, ^**^*p*<0.01, ^***^*p*<0.001; ns, no significant difference.

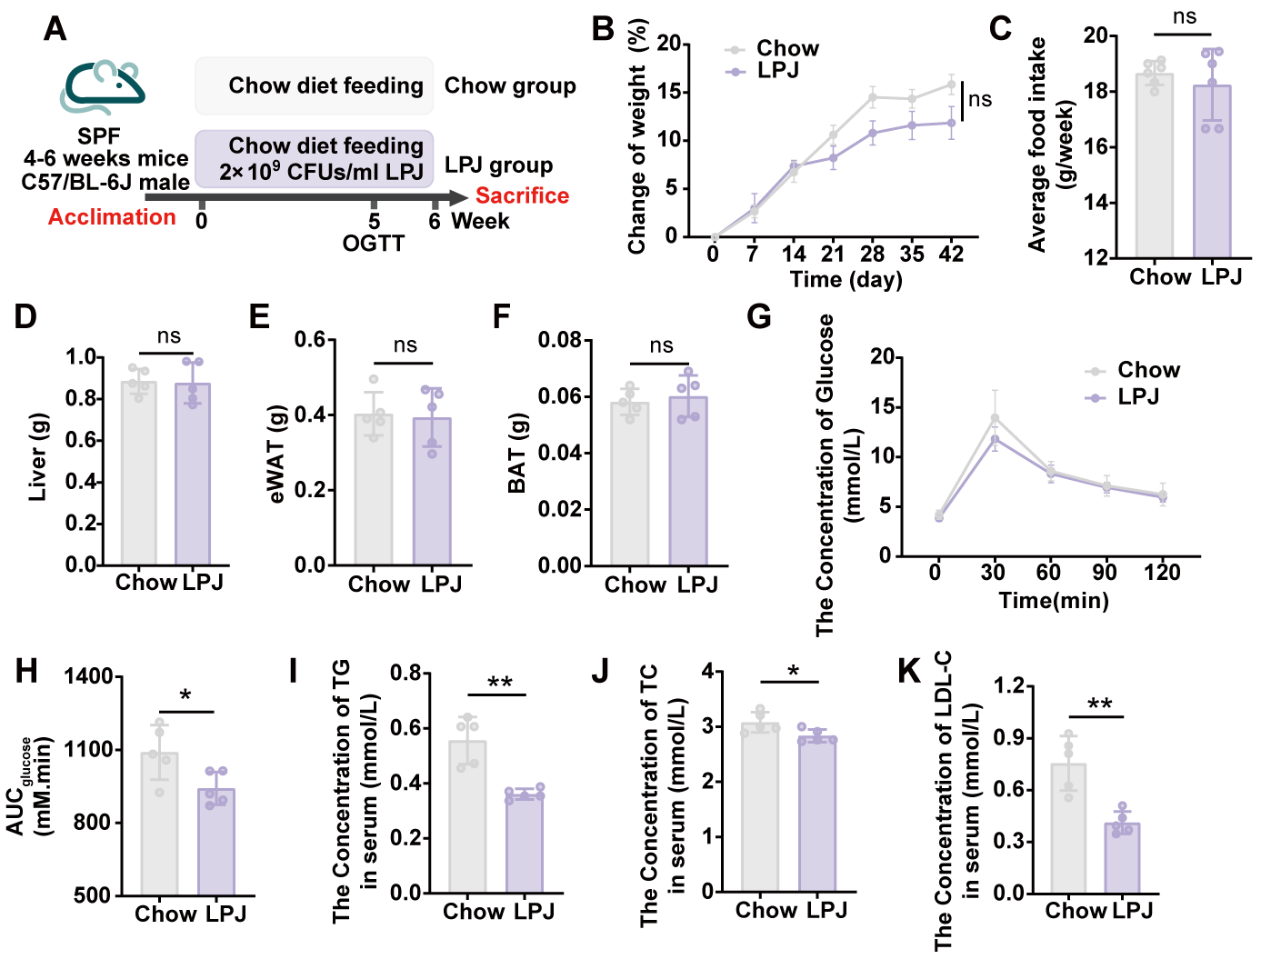

**Figure S4.** The effects of *P. johnsonii* on metabolism of normal mice. (A) Scheme of the experimental design. (B) Body weight change curve. (C) Cumulative food intake. (D - F) The weight of liver (D), eWAT (E), and BAT (F). (G) Oral glucose tolerance test. (H) Area under the curve of OGTT. (I - K) The concentration of TG (I), TC (J), LDL-C (K) in serum. Chow, chow diet-fed mice; LPJ, live *P. johnsonii* treated chow diet-fed mice (n=5). Data are presented as the means±SD, analyzed by unpaired t test. Chow *vs.* LPJ, *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001; ns, no significant difference.

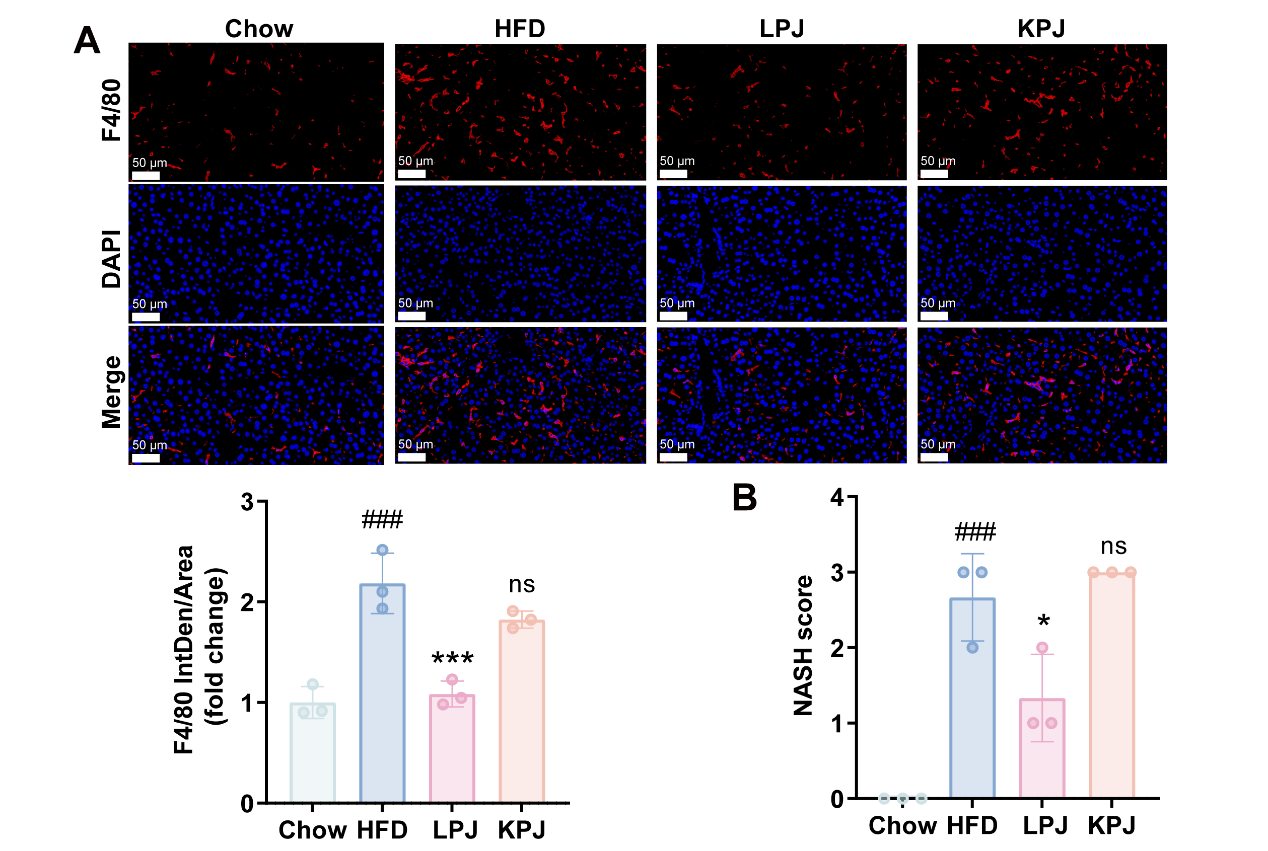

**Figure S5.** F4/80 immunofluorescence staining in liver and NASH score. (A) F4/80 immunofluorescence staining. Scale bars, 50 μm. (B) NASH score. n=3. Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii* treated mice; KPJ, heat-killed *P. johnsonii* treated mice Data are presented as the means±SD, analyzed by one-way ANOVA. Chow *vs.* HFD, ^###^*p*<0.001; LPJ *vs.* HFD, ^*^*p*<0.05, ^***^*p*<0.001, KPJ *vs.* HFD, ns, no significant difference.

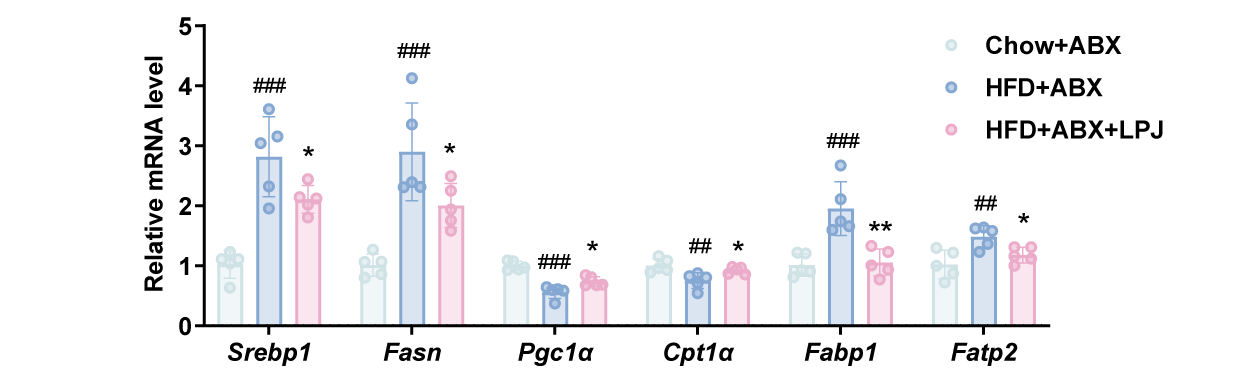

**Figure S6.** The expression of lipid metabolism genes in liver of ABX-HFD mice. ABX, antibiotics; Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii* (n=5). Data are presented as the means±SD, analyzed by one-way ANOVA. Chow+ABX *vs.* HFD+ABX, ^#^*p*<0.05, ^##^*p*<0.01, ^###^*p*<0.001; HFD+ABX+LPJ *vs.* HFD+ABX, ^*^*p*<0.05, ^**^*p*<0.01, ^***^*p*<0.001, ns, no significant difference.

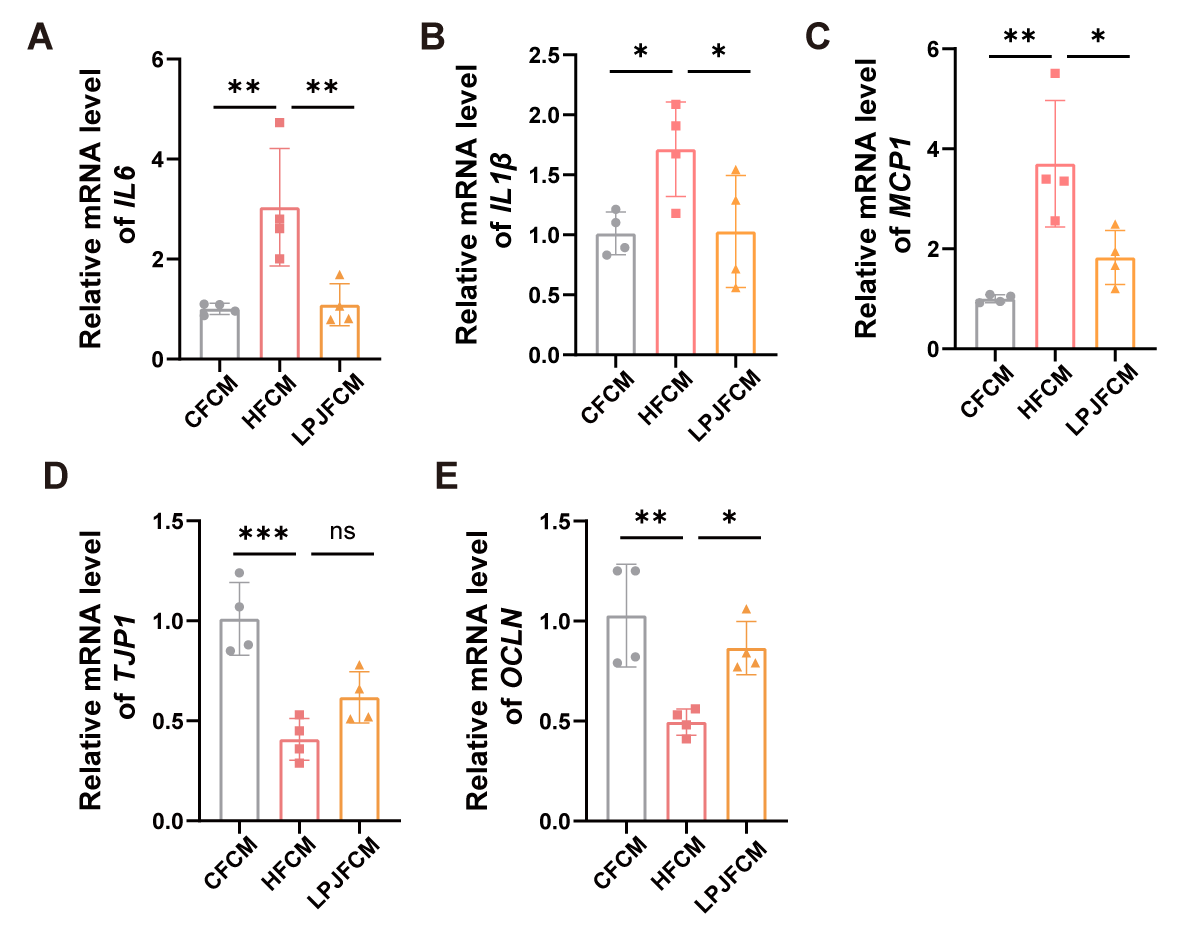

**Figure S7.** Effects of fecal supernatant from ABX treated mice on the mRNA expressions of inflammatory factors and tight junction protein in NCM460 cells. (A) The expression of *IL6* in NCM460. (B) The expression of *IL1β* in NCM460. (C) The expression of *MCP1* in NCM460. (D) The expression of *TJP1* in NCM460. (E) The expression of *OCLN* in NCM460. CFCM, Fecal conditioned media from chow+ABX group; HFCM, Fecal conditioned media from HFD+ABX group; LPJFCM, Fecal conditioned media from HFD+ABX +LPJ group (n = 4). Data are presented as the means±SD, analyzed by one-way ANOVA. *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001, ns, no significant difference.

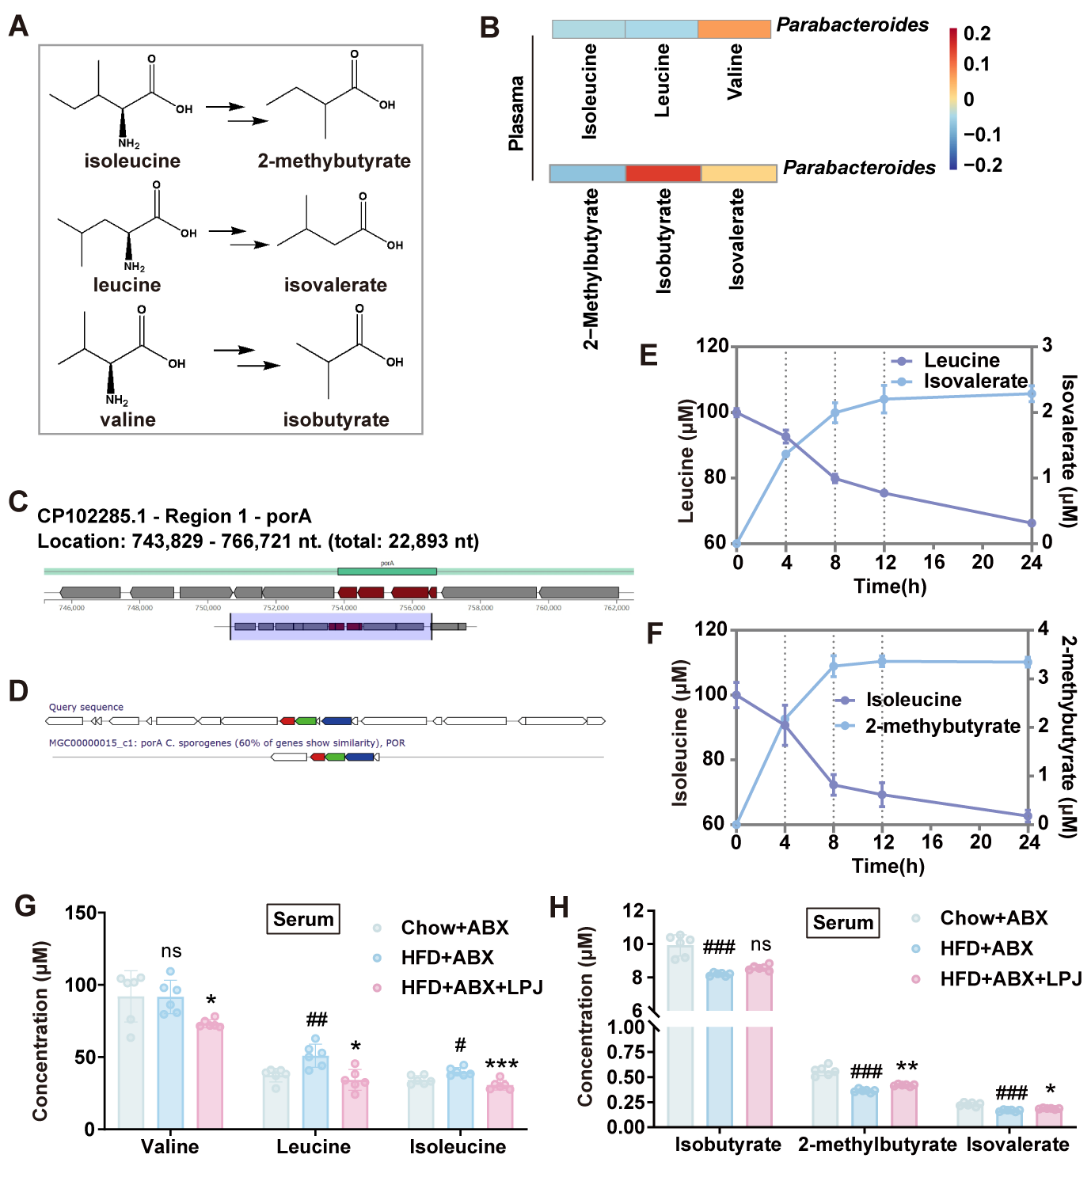

**Figure S8.** The metabolism of BCAAs to BSCFAs by *Parabacteroides*. (A) BCAAs metabolic pathway in the gut. (B) Correlation analysis between *Parabacteroides* and BCAAs or BSCFAs in plasma. (C) *PorA* gene cluster for BCAAs metabolism predicted by gutSMASH in *P. johnsonii* DSM18315 genome. (D) *PorA* gene cluster in *P. johnsonii* DSM18315 genome and its homologs-MGC00000015_c1 in *Clostridium sporogenes*. (E) Metabolism of leucine by *P. johnsonii* *in vitro* (n = 3). (F) Metabolism of isoleucine by *P. johnsonii* *in vitro* (n = 3). (G) The levels of BCAAs in the serum of pseudo-germ-free mice (n = 6). (H) The levels of BSCFAs in the serum of pseudo-germ-free mice (n = 6). Data are presented as the means±SD, (G, H) analyzed by one-way ANOVA. Chow+ABX *vs.* HFD+ABX, *^#^p*<0.05, *^##^p*<0.01, *^###^p*<0.001; HFD+ABX *vs.* HFD+ABX+LPJ, *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001; ns, no significant difference.

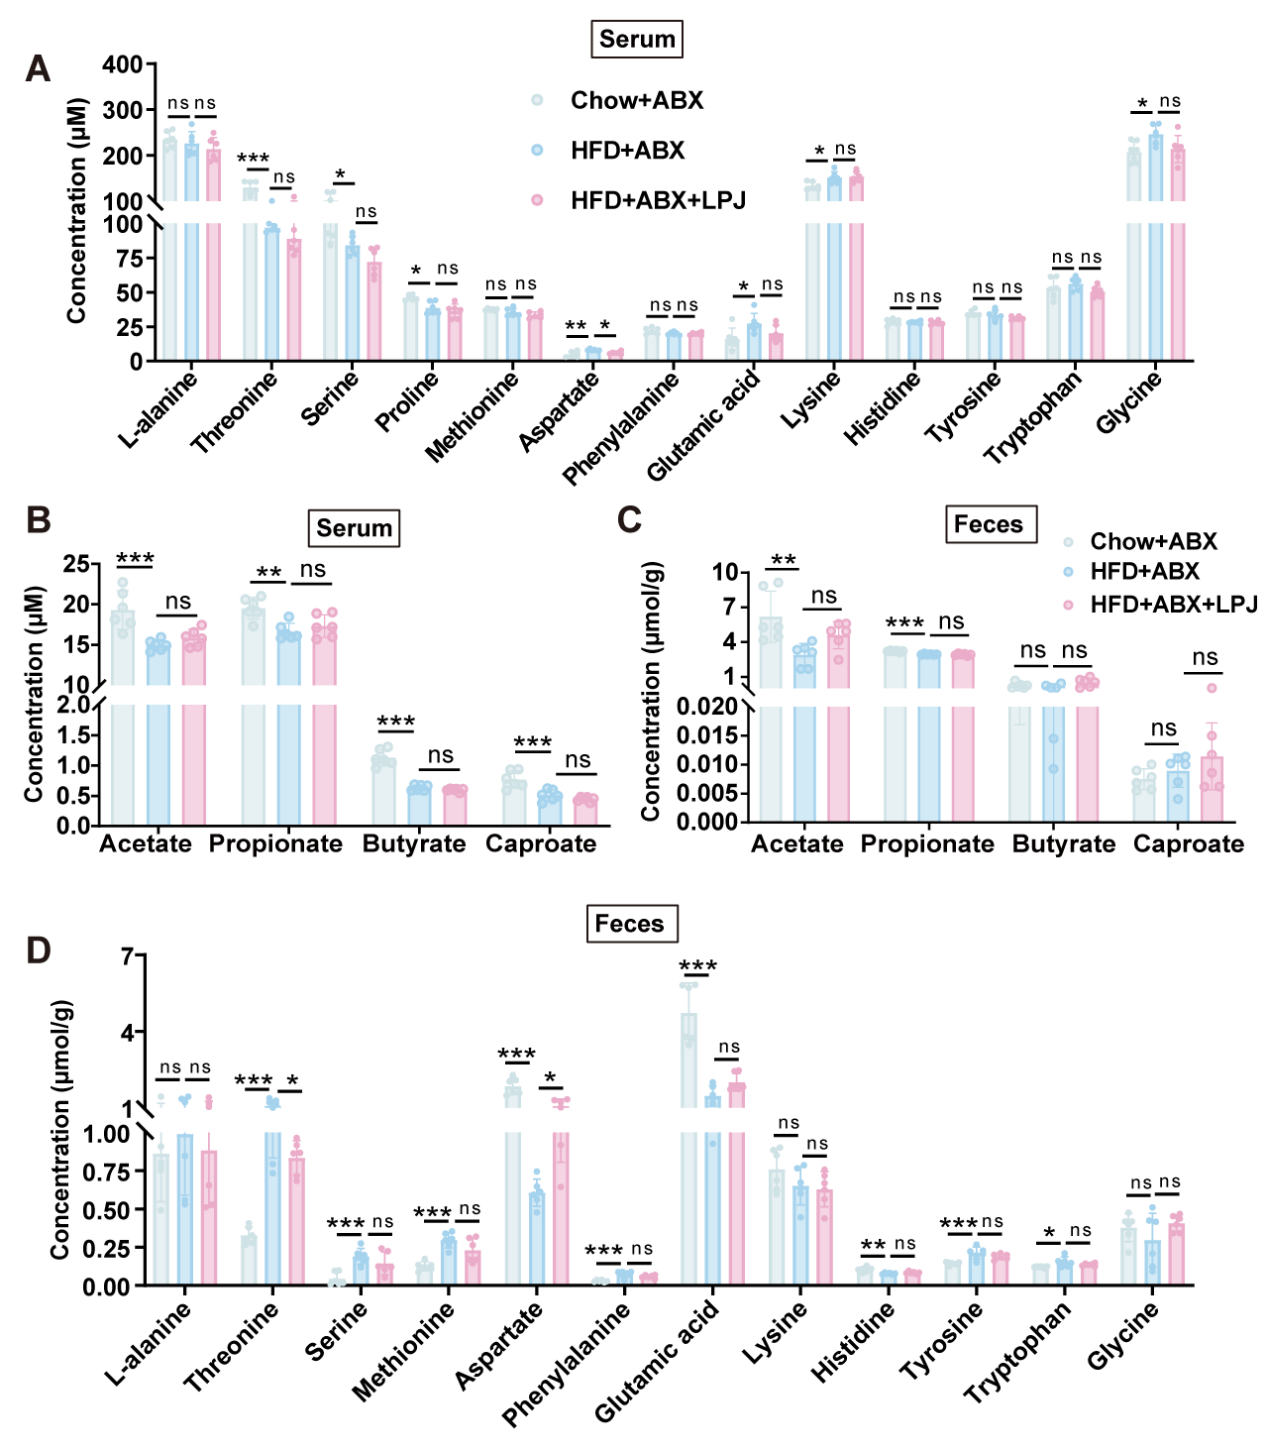

**Figure S9.** Effects of LPJ on metabolism of amino acids and short-chain fatty acids in of pseudo-germ-free mice. (A) The levels of amino acids in serum. (B) The levels of short-chain fatty acids in serum. (C) The levels of short-chain fatty acids in feces. (D) The levels of amino acids in feces. ABX, antibiotics; Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii* (n=6). Data are presented as the means±SD, analyzed by one-way ANOVA. *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001; ns, no significant difference.

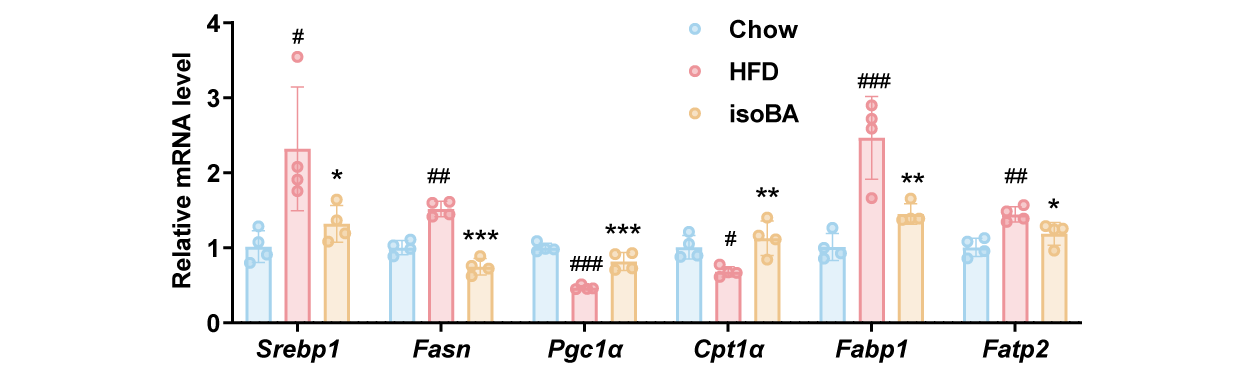

**Figure S10.** The expression of lipid metabolism genes in liver of sodium isobutyrate treated mice. Chow, chow diet-fed mice; HFD, high fat diet-fed mice; isoBA, sodium isobutyrate treated mice (n=4). Data are presented as the means±SD, analyzed by one-way ANOVA. Chow *vs.* HFD, ^#^*p*<0.05, ^##^*p*<0.01, ^###^*p*<0.001; isoBA *vs.* HFD, ^*^*p*<0.05, ^**^*p*<0.01, ^***^*p*<0.001, ns, no significant difference.

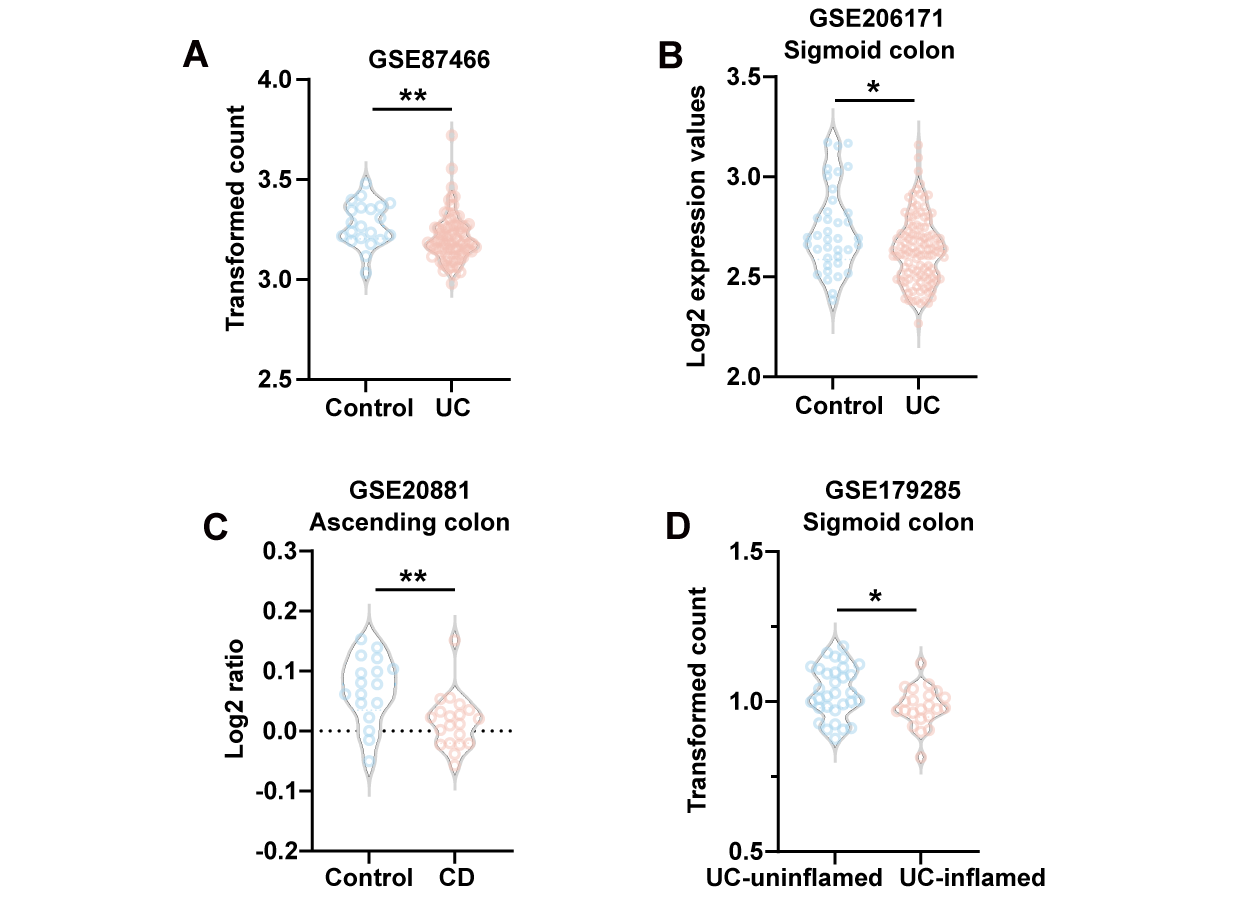

**Figure S11.** Expression of *FGF1* in tissues of UC or CD patients as revealed by four independent GEO data sets. (A-B) Expression of *FGF1* in tissues of UC. (C) Expression of *FGF1* in tissues of CD patients. (D) Expression of *FGF1* in tissues of UC with inflammatory or non-inflammatory state. GSE87466 (Control, n = 21; UC, n = 87), GSE206171 (Control, n = 38; UC, n = 114), GSE20881 (Control, n = 17; CD, n = 20), GSE179285 (UC-uninflamed, n = 31; UC-inflamed, n = 22). Analyzed by Mann-Whitney test. ^*^p<0.05, ^**^p<0.01.

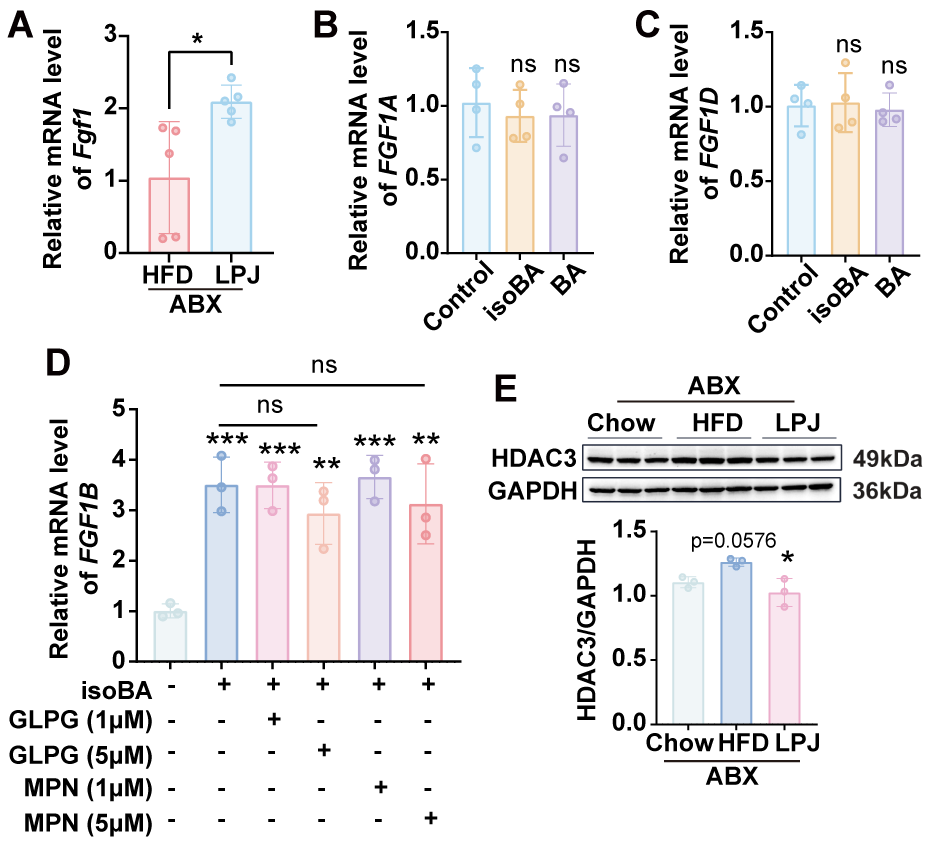

**Figure S12.** Effects of LPJ or isobutyrate on FGF1 expression *in vivo* and *in vitro*. (A) Effect LPJ on *Fgf1* expression in colon of HFD-fed pseudo-germ-free mice (n = 5). (B) Effect of isobutyrate on *FGF1A* expression in NCM460 cells (n=4)*.* (C) Effect of isobutyrte on *FGF1D* expression in NCM460 cells (n=4)*.* (D) Effect of GPCR43 antagonist or GPCR109A antagonist on isobutyrate*-*induced *FGF1B* expression in NCM460 cells (n = 3). (E) The expression of HDAC3 in the colon of HFD-fed pseudo-germ-free mice (n = 3). Chow, chow diet-fed mice; HFD, high fat diet-fed mice; LPJ, live *P. johnsonii*; ABX, antibiotics; GLPG, GLPG0974; MPN, Mepenzolate bromide. Data are presented as the means±SD, analyzed by unpaired t test in (A) and by one-way ANOVA in (B-E). Other groups *vs.* Control or LPJ *vs.* HFD, *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001, ns, no significant difference.

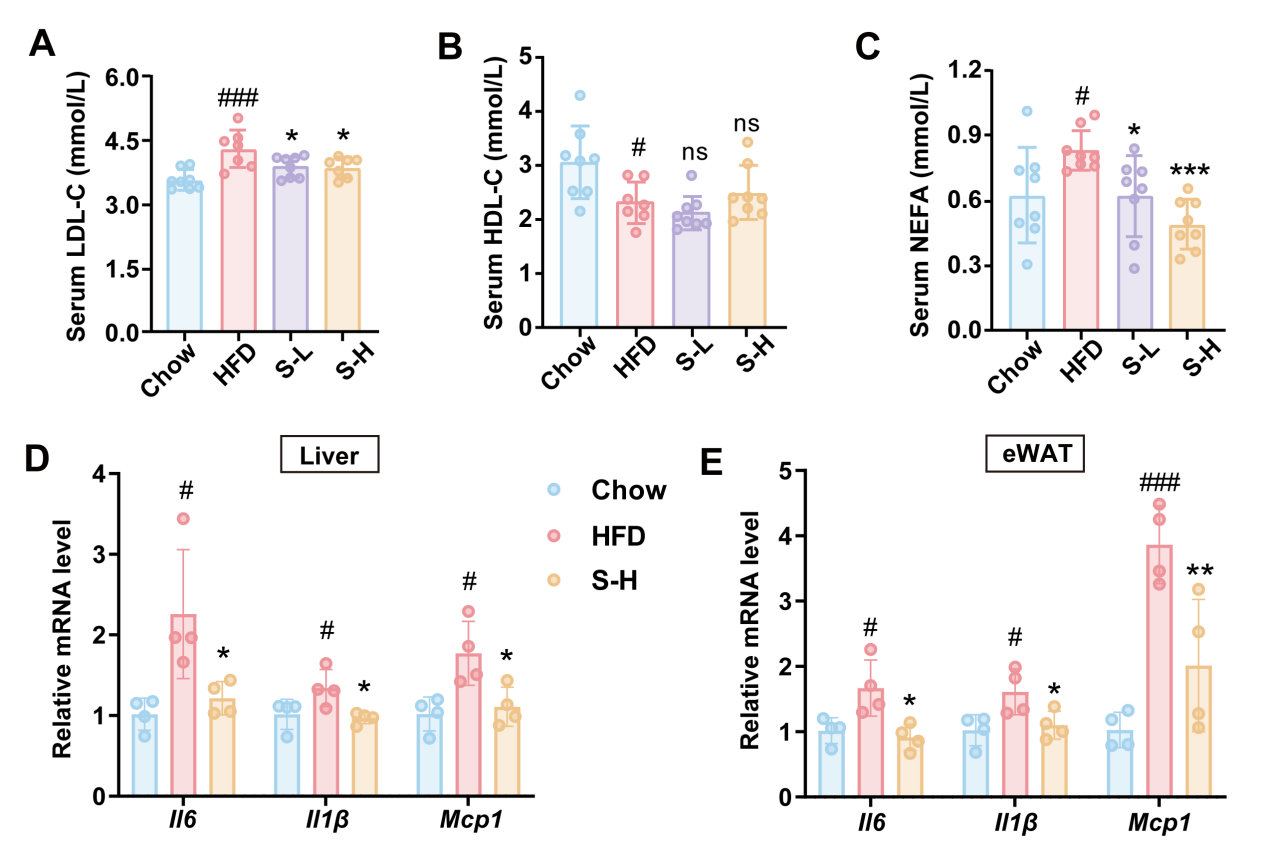

**Figure S13.** Effects of stachyose on metabolism and inflammation in HFD-fed mice. (A - C) The concentration of LDL-C (A), HDL-C (B), and NEFA (C). (D) Relative mRNA levels of inflammatory factors in liver. (E) Relative mRNA levels of inflammatory factors in WAT. Chow, chow diet-fed mice; HFD, high fat diet-fed mice; S-L, low dose of stachyose treated HFD-fed mice; S-H, high dose of stachyose treated HFD-fed mice, n = 4 - 8. Data are presented as the means±SD, analyzed by one-way ANOVA. Chow *vs.* HFD, *^#^p*<0.05, *^##^p*<0.01, *^###^p*<0.001; S-L or S-H *vs.* HFD, *^*^p*<0.05, *^**^p*<0.01, *^***^p*<0.001; ns, no significant difference.

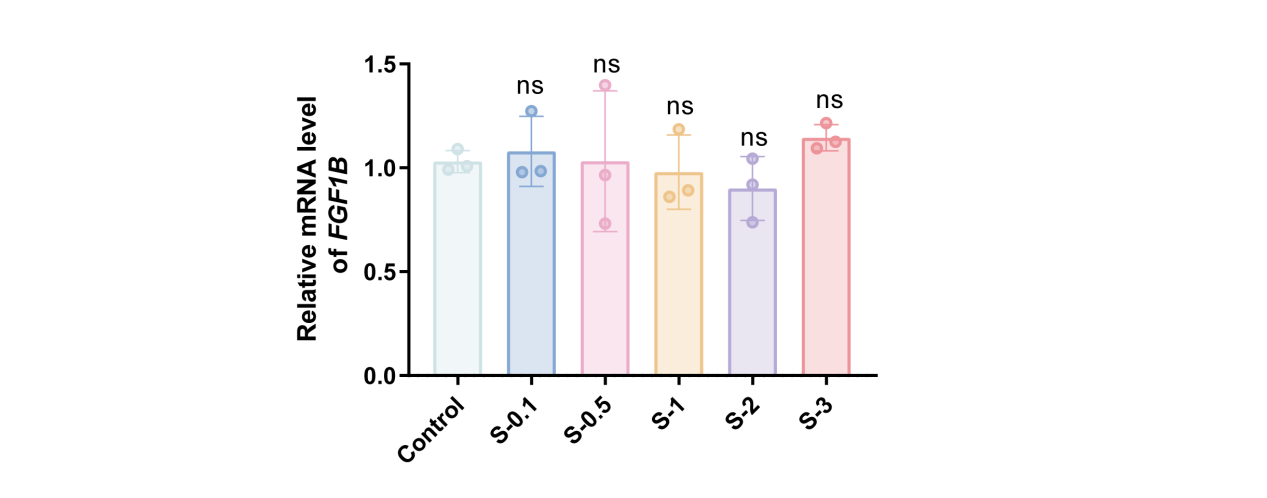

**Figure S14.** Effects of stachyose on the expression of *FGF1B* in NCM460 cells. S-0.1, 0.1 mg/ml stachyose, S-0.5, 0.5 mg/ml stachyose, S-1, 1 mg/ml stachyose, S-2, 2 mg/ml stachyose, S-3, 3 mg/ml stachyose, n = 3. Data are presented as the means±SD, analyzed by one-way ANOVA. Stachyose *vs.* Control, ns, no significant difference.

**Supplementary methods**

**Culture and Preparation of *P. johnsonii***

*P. johnsonii* (strain: DSM18315) was purchased from the German Collection of Microorganisms and cultivated in YCFA medium (containing of 1 g casitone, 0.5 g glucose, 0.25 g yeast extract, 0.4 g NaHCO_3_, 0.1 g cysteine, 0.045 g K_2_HPO_4_, 0.045 g KH_2_PO_4_, 0.09 g NaCl, 0.09 g MgSO_4_.7H_2_O, 0.09 g CaCl_2_ ,0.1 mg resazurin, 1.5 mg haemin, 0.1 mg vitamin K1, 1 µg biotin, 1 µg cobalamin, 3 µg p-aminobenzoic acid, 5 µg folic acid and 15 µg pyridoxamine, per 100 ml). All anaerobic microbiological experiments were carried out in an anaerobic chamber filled with a gas mixture of 10% CO_2_, 10% H_2_, and 80% N_2_. The cultures were harvested during the log phase. They were then diluted to a concentration of 2 × 10^9^ CFUs per milliliter using sterile phosphate - buffered saline (PBS) for gavage. For the heat-killed *P. johnsonii* (KPJ) trials, *P. johnsonii* were heat-killed at 121 ℃ for 20 min.

***P. johnsonii* growth assay in vitro**

The cultivated *P. johnsonii* was cultured in YCFA without glucose, and seeded in 96-well plates under the initial OD600 value of 0.1. *P. johnsonii* was treated with 0.5% glucose or 0.5% stachyose. Then, the OD600 value was recorded after co-cultivation at plateau.

**Oral glucose tolerance test (OGTT)**

The mice which fasted overnight were orally administered a glucose solution at a dose of 2 g/kg body weight.^[1]^ Blood samples were then collected from the tail vein and glucose levels were sequentially measured at 0, 30, 60, 120, and 180 minutes using a glucometer (Sannuo, Changsha, China).

**Biochemical measurements**

The biochemical measurements of serum (including triglyceride, total cholesterol, low-density lipoprotein cholesterol, high density lipoprotein cholesterol and nonestesterified fatty acid) were assayed by kits according to the manufacturer’s instructions (Jiancheng Bioengineering Research Institute, Nanjing, China). Lipopolysaccharide (LPS) was determined by ELISA kits (AiFang biological, Changsha, China).

**Gut permeability assays**

FD4 permeability assays were performed as previously described.^[2]^ Briefly, mice were fasted for 6 hours, oral gavage with 400 mg/kg body weight of Fluorescein isothiocyanate dextran 4KDa (FD4, [Sigma-Aldrich](https://www.sigmaaldrich.cn/CN/zh/life-science/sigma-aldrich), Darmstadt, Germany) and then the blood were collected from the saphenous vein at the 1 and 4 h time-points. Serum was separated by centrifuging the samples at 1000×*g* at 4℃ for 10 min. Standards were prepared using plasma spiked with FD4 at varying concentrations. Samples were diluted with PBS 1:4 before loading in a 96-well flat bottom plate and fluorescence was measured at 485/525 nm.

**Immunofluorescence staining**

The colon tissues were fixed in 4% paraformaldehyde (Servicebio, G1101) and embedded by paraffin. For immunofluorescence of ZO-1 and Occludin in the colon tissues, the slides of the tissues were incubated with ZO-1 (sc-33725, Santa Cruz Biotechnology, Santa Cruz, California, USA) and Occludin (ab216327, Abcam, Cambridge, UK) antibody overnight at 4℃ in a humidified dark chamber, and then incubated with Fluorescein (FITC)-conjugated Affinipure Goat Anti-Rabbit IgG (H + L) and Fluorescein (FITC)-conjugated Affinipure Goat Anti-Rat IgG (H + L) for 1 h at room temperature. Images were acquired by confocal laser scanning microscope.

**Histopathological and Immunohistochemical Analysis**

The tissues were fixed in 4% paraformaldehyde (Servicebio, G1101) and embedded by paraffin. The tissues were cut into 5 μm thickness and stained with hematoxylin and eosin. Images were captured using NanoZoomer 2.0 (Hamamatsu, Japan). For immunohistochemistry (IHC), paraffin sections were incubated with antibodies specific to TLR4.

**Metabolomics profiling of serum and fecal samples**

The levels of BSCFAs and BCAAs were determined by LC-MS.^[3]^ For serum of mice or plasma of volunteers, 50 μl of each sample was thoroughly mixed with ice - cold acetonitrile at a volume ratio of 1:3. After centrifugation, 40 μl supernatant was transferred and combined with 20 μl of 175 mM solution of 3-nitrophenylhydrazine (3-NPH, [Sigma-Aldrich](https://www.sigmaaldrich.cn/CN/zh/life-science/sigma-aldrich), Darmstadt, Germany) in 50 % acetonitrile aqueous solution. Additionally, 20 μl of 105 mM 1-(3-Dimethylaminopropyl)-3-ethylcarbodiimide hydrochloride (EDC, [Sigma-Aldrich](https://www.sigmaaldrich.cn/CN/zh/life-science/sigma-aldrich), Darmstadt, Germany) in 2.5 % pyridine in 50 % acetonitrile aqueous solution was added, along with 10 μl of an internal standard containing 200 μM acetic acid - d4 and 50 μM leucine - d7. For feces of mice or volunteers, 50 mg samples were homogenized in deionized water (1:10 w/v), centrifuging to get supernatant. 50 μl fecal supernatant were used for the deproteinization process. Then, 40 μl supernatant solution was mixed with 20 μl of 3-NPH, 20 μl of EDC, and 10 μl internal standard (5 mM acetic acid-d_4_ and 50 μM leucine-d_7_). After reaction at 40℃ for 30 min, the mixtures were filled to 200 μl (serum or plasma samples) or 500 μl (fecal samples) with 10 % acetonitrile solution and centrifuged. AB Sciex Triple Quad™ 4500 system (Applied Biosystems Inc., USA), with a BEH-C_18_ column (2.1 mm×100 mm, 1.7 μm, waters) were used for quantitative analysis and the gradient condition was as previous study ^3^. The collection of data were carried out using Analyst software version 1.7. To precisely monitor and quantify the transitions from precursor ions to product ions, the multiple reaction monitoring (MRM) mode was adopted.

**HDAC activity analysis**

HDAC activity analysis was performed according to the protocol from HDAC Assay Kit (Fluorescent) (56200, Active Motif, Carlsbad, California, USA). Briefly, 45 nM of recombinant protein rHDAC3/NCOR2 (31526, Active Motif, Carlsbad, California, USA) was incubated with 10 μM, 100 μM, 1 mM, 5 mM, and 10 mM isobutyrate or 100 μM, 1 mM, 5 mM, and 10 mM butyrate for 60 min at 37^o^C. 50 μl of developer solution containing 2 μM of trichostatin A (TSA) was added at room temperature to stop the reaction. Fluorescence was measured using a fluorescent plate reader with an excitation wavelength of 340 nm and emission wavelength of 460 nm.

**CUT & RUN**

CUT&RUN assays were carried out following the protocol provided by the Hyperactive pG - MNase CUT&RUN Assay Kit (#HD101, Vazyme Biotech Co., Ltd, Nanjing, China). In brief, NCM460 cells were first dissociated using trypsin, 1×10⁵ cells per sample were selected for the experiment. Immunoprecipitation was performed at room temperature for 2 hours using antibodies against H3K9ac (5B11, Cell Signaling Technology, Danvers, Massachusetts, USA), H3K14ac (D4B9, Cell Signaling Technology, Danvers, Massachusetts, USA), H3K18ac (ab177870, Abcam, Cambridge, UK), H3K23ac (ab177275, Abcam, Cambridge, UK), and HDAC3 (10255 - 1 - AP, Proteintech, Wuhan, China). The pG - MNase enzyme was allowed to bind to the cells and activated by CaCl₂ for 1.5 hours. The Stop Buffer was added and incubated at 37℃ for 20 minutes. The mixture was centrifuged, and the DNA was enriched by columns. The primers specific for the *FGF1B* promoter: forward primer: 5′-GCAGGGATGCCAGATGACA-3′; reverse primer: 5′-TGTGTGAGCCGAATGGACTTC-3′ were used for QPCR. Spike in DNA was added to each sample for calibration. The data were shown by means of 2^−△△CT^ values and normalized to control group.

**Quantitative PCR (QPCR) analysis**

Total RNA was isolated from the samples using TRIzol reagent. The cDNA was generated through reverse transcription. ChamQ SYBR qPCR Master Mix (Vazyme Biotech Co., Ltd, Nanjing, China) was employed for qPCR. 

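QPCR measures the transcripts on which both primers of a pair bind, so each mouse primer pair was matched without mismatch to the GENCODE M21 transcripts of its gene. The pair for total *Fgf1* matched 10 of the 11 annotated *Fgf1* transcripts, with a product of 122 bp. The *Fgf1b* pair matched Fgf1-201 and Fgf1-205, with a product of 85 bp, and the *Fgf1a* pair matched Fgf1-204 and Fgf1-208. The forward primer of the *Fgf1g* pair matched 2 transcripts, whereas its reverse primer as printed had no exact match among the transcripts of the gene. The reverse primer for *Mcp1* (gene symbol *Ccl2*) also had no exact match, while the forward primer matched both *Ccl2* transcripts. The pair for *Il6* matched 4 of 4 transcripts (187 bp), that for *Il1b* 1 of 3 (148 bp), that for *Tjp1* 3 of 7 (134 bp) and that for *Ocln* 3 of 5 (129 bp). The *β-actin* pair matched 2 of the 9 *Actb* transcripts (138 bp) and also gives products on transcripts of *Actg1*, *Lrrc58* and other loci.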

The primer sequences were listed in the Supplementary material **Table S2**.

**Western blot analysis**

The proteins from tissues or cells were extracted with RIPA buffer (Beyotime, Shanghai, China). Equal amounts of protein were loaded. After the separation of proteins by SDS - polyacrylamide gel electrophoresis, the proteins were then transferred onto a PVDF membrane. (Millipore, Billerica, MA, USA). The membranes were incubated with primary antibodies [Anti-HDAC3 (81211-1-RR, Proteintech, Wuhan, China), Anti-FGF1 (17400-1-AP, Proteintech), Anti-H3 (17168-1-AP, Proteintech), Anti-H3ac (AB300641, Abcam), Anti-GAPDH (AP0063, Bioworld, Nanjing, China)] overnight at 4℃ after fast blocking western (Life-iLab, Shanghai, China). Subsequently, secondary antibody was incubated at room temperature. The relative expression level of target protein was normalized to GAPDH.

**RNA sequencing**

The sequencing service was provided by Beijing Biomarker Technologies Co., Ltd. (Beijing, China). First, total RNA was extracted from the colon tissues using TRIzol reagents. The quality of the extracted RNA was then precisely assessed using an Agilent 2100 Bioanalyser. Subsequently, sequencing libraries were constructed and sequenced on an Illumina NovaSeq platform accordance with the manufacturer's instructions. The obtained raw reads underwent further processing via BMKCloud online platform (www.biocloud.net). Differential expression analysis of two groups was performed by DESeq2. 

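DESeq2 was run on the deposited counts with its default settings and the same comparison of 3 isobutyrate and 3 HFD libraries. It gave a p-value to 21741 genes, of which 16677 were kept by its independent filtering. At an adjusted p-value below 0.01 and a fold change of at least 2, DESeq2 called 689 genes higher and 855 lower with isobutyrate. Of these, 677 were also called by edgeR's quasi-likelihood test, 867 by DESeq2 alone, and 4 genes were called by edgeR alone. Of the 867, 792 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Fgf1* had a log2 fold change of 1.03 (standard error 0.19, adjusted p = 1.68e-06 from the DESeq2 Wald test with Benjamini-Hochberg adjustment). In counts simulated for the same libraries, 200 genes with a mean of at least 50 counts were changed by 2 on the log2 scale in either direction, at a biological coefficient of variation of 15%, which is below that of the real libraries. Under these conditions edgeR's test recovered 200 with 1 false call among 17123 genes, and DESeq2 recovered 200 with 0 false calls among 21643 genes.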

Genes with an adjusted P-value < 0.01 & Fold Change≥2 found by DESeq2 were assigned as differential genes.

***FGF1* interference assay**

NCM460 cells were transfected small interfering RNA (siRNA) using Lipofectamine 2000 for 6 h. Scrambled siRNA served as the negative control. SiCtrl (Sense (5’-3’) : UUUCUCCGAACGUGUCACGUTT; Antisense (5 '- 3'): ACGUGACACGUUCGGAGAATT) and siFGF1 (Sense (5’-3’): GGGACAGGAGCGACCAGCATT; Antisense (5’-3’): UGCUGGUCGCUCCUGUCCCTT). After 30 h, the cells were treated with medium containing FCM (1:100, FCM: medium) without or with 10 mM isobutyrate for 12 h.

**Reference**

[1] Chen Y, Zhu L, Hu W, Wang Y, Wen X, Yang J. Simiao Wan modulates the gut microbiota and bile acid metabolism during improving type 2 diabetes mellitus in mice. Phytomedicine 2022;104:154264.

[2] Luck H, Khan S, Kim JH, Copeland JK, Revelo XS, Tsai S, et al. Gut-associated IgA(+) immune cells regulate obesity-related insulin resistance. Nat Commun 2019;10:3650.

[3] Si H, Chen Y, Hu D, Yao S, Yang J, Wen X. A graminan type fructan from Achyranthes bidentata prevents the kidney injury in diabetic mice by regulating gut microbiota. Carbohydr Polym 2024;339:122275.

How the deposited data were processed for this re-analysis (not part of the article)

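Colon RNA of 3 HFD-fed mice and 3 HFD-fed mice given isobutyrate at 500 mg/kg for 8 weeks was compared, with 1 library per mouse. Samples were assigned to groups from their labels and from the animal design in the paper, and 0 columns of the tables were left without a sample. The authors processed the reads on the BMKCloud platform and deposited counts of reads per gene, without normalization or pooling of replicates. The authors also deposited FPKM values for the same genes, scaled by transcript length and library size. The paper's text does not name the aligner, the counting program, its strand setting or the genome build. Both tables list 25731 genes, of which 3964 had no count in any library, and a value was 0 in both tables or in neither. In the tables 11 symbols had been turned into dates, and these genes were named by their Ensembl identifiers through GENCODE M21, in which 99.9% of the matched identifiers carry the same symbol. Total counts ranged from 30966948 to 33966844, and no pair of libraries held identical values. The smallest level taken as detected, 3 counts, was at most 0.0969 CPM, and intervals of this kind cover counting error only.

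Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM normalization, filterByExpr with a minimum count of 10, the robust quasi-likelihood fit and Benjamini-Hochberg adjustment were used over all 6 libraries. A gene was called at an adjusted p-value below 0.01 and a fold change of at least 2. The replicate numbers come from the sample labels, and libraries with the same number are from different mice. Gene families and sets of cell type markers with at least 5 tested genes were compared with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with a threshold of 0.05 after Benjamini-Hochberg adjustment over 11 families and over 11 marker sets. The members were chosen by gene symbol. The share of called genes in each family was compared with that among the other tested genes by a two-sided Fisher's exact test. DESeq2 1.42.0 was run on the same counts, and limma was run on log2(FPKM + 1) and log2(FPKM + 0.1). The marker score is the mean of the smooth muscle markers minus that of the colon epithelium markers.

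Positions and transcripts were taken from GENCODE M21 on GRCm38, which may not be the annotation the authors used. Genes that overlap in their exons, or share a stretch of at least 200 bp at 95% identity in blastn 2.17.0, are given as uncertain, since the counting is not stated to use strand. Primers were matched without mismatch to the transcripts in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. The genes named are every mouse gene on a list taken from the paper, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups, and in each family or marker set the called members with the smallest adjusted p-values, at most 3 in each direction. *Il6* did not pass the filter on low counts.

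The alternatives covered other normalizations, filters, thresholds and tests, the FPKM values, offsets for GC content and gene length, 1 surrogate variable from sva 3.50.0, the marker score, the replicate number as a block, and leaving out each library in turn. The steps were tested on simulated data with 200 genes, each with a mean of at least 50 counts, changed by 2 on the log2 scale. The simulated biological coefficient of variation was 15%, against 26.1% in the real libraries, so the test says less about smaller changes. The edgeR step recovered 200 with 1 false call among 17123 genes, and with no gene changed it made 0 calls among 17121 genes. The limma step on log2(FPKM + 1) recovered 183 of 200 among 17123 genes. With a simulated trend in GC content edgeR made 79 false calls among 17104 genes, and 0 with the offset. Of 100 random sets of 20 unchanged genes, 0 passed the threshold of camera. Genes were simulated independently of each other, so this does not test camera on sets whose genes vary together. Pathway membership and a genome sequence were not used here.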

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

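The tests of the scaling of whole libraries and of a smaller share of epithelial RNA for the B and plasma cell markers, and the test of library size for the mitochondrial share, were chosen only after the result was seen. The lists of follicular B cell, plasma cell and Hox genes were written after the medians of the marker sets were known and before the values of the listed genes were.

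The paper does not report on B cell genes in the colon, and their rise with isobutyrate stood out. The 10 B and plasma cell markers had a median log2 fold change of 2.00, with 9 of 10 higher and an adjusted p of 1.09e-11 from limma's camera. Over the alternatives the median lay between 1.73 and 2.53 and the adjusted p between 2.08e-23 and 0.305, the highest of which came from camera with the estimated inter-gene correlation. The mean log2 CPM of the set was 3.76 to 4.57 in the HFD libraries and 5.76 to 6.37 in the isobutyrate libraries. With an offset for GC content the median was 2.09 and the adjusted p from camera 1.80e-12, so that the set still passed. The scaling of whole libraries shifts all genes alike, and 4 other normalizations moved the median log2 fold change of all tested genes by at most 0.0800, far less than the rise of the set, whose median lay between 1.97 and 2.08 under them. A smaller share of epithelial RNA would raise other cell types by about as much. The other non-epithelial marker sets had median log2 fold changes from 0.13 (smooth muscle) to 0.97 (enteric neurons and glia), all below 2.00. A part of the rise from such a smaller share is left open. Of the 4 splits of the libraries that part all same-numbered mice, 1, the real split, moved the median this far, as did 1 of all 10 splits, and a design of 3 against 3 cannot separate this further from chance. A candidate explanation is a larger amount of lymphoid follicle in the sampled pieces. In that case follicular B cell genes would rise more than plasma cell genes. The 9 follicular genes had a median log2 fold change of 2.00, with 9 of 9 higher, and the 7 plasma cell genes one of -0.42, with 6 of 7 lower (two-sided exact permutation test over genes, p = 1.75e-04). Genes are not independent replicates, and both lists share members with the marker set. An effect of isobutyrate on follicles and a difference in where the tissue was taken cannot be told apart with these libraries.

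Marker sets of enteric neurons and glia and of T cells, which the paper does not discuss, were also higher. The medians were 0.97 (8 of 8 markers higher) and 0.56 (8 of 9 higher), each with an adjusted p of 0.00694 from limma's camera. Over the alternatives the median of the first set lay between -0.0475, with the marker score in the model, and 1.24. That of the second lay between 0.24 and 1.27. The adjusted p lay between 7.67e-06 and 0.965 for the first set and between 4.40e-05 and 0.630 for the second. With an offset for GC content the medians were 0.84 and 0.58 and the larger adjusted p of the pair was 0.00662, little changed for the T cells. By the sum of both medians, 2 of the 4 splits that part all same-numbered mice, and 2 of all 10, were as large, the real split included. Taken alone, the median of the neurons and glia was as far from 0 in 1 of these 4 and 1 of all 10 splits, the real one, with 0.94 as the next, and that of the T cells in 2 of 4 and 3 of 10. With 3 libraries against 3 neither rise can be told apart from a chance division of the libraries, and no biological explanation was tested.

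The mitochondrial genome took a larger share of the counts with isobutyrate, a measure on which the paper does not report. The share had a median of 24.3% (22.3% to 35.0%) with isobutyrate and of 16.2% (14.9% to 20.0%) without it, in 3 libraries each. All 13 tested mitochondrial genes were higher, with a median log2 fold change of 0.81, and 1 was called. Library size does not separate the groups in the same way, since the highest total with isobutyrate, 32624733, lies above the lowest total in the HFD group, 32580840. Spearman's rho between log2 fold change and gene length was 0.166 across genes, which are not independent replicates. Such a trend bears on fragmentation of the RNA and does not settle whether cytoplasmic RNA was lost, so the larger share cannot be told apart from such a loss. A difference in cell mixture was not tested for this share, and no biological explanation was tested.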

How the results depend on the processing

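The alternatives were set before the data were examined, apart from the DESeq2 runs on other sets of genes, the omission of mitochondrial genes and the omission of the clustered protocadherins, which were chosen after seeing the data. All 681 called genes kept the direction of their log2 fold change in each fit of the first kind in which they were present. Where a result changed below, the cause was not tested.

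The number of genes called was 245 higher and 436 lower. It stayed within 1.5 times in both directions with DESeq2's size factors, library size only, the upper quartile, TMM without the 50 highest genes, both filters, thinning to the smallest library, both FPKM scales, the gene length and GC content offsets and 1 surrogate variable. DESeq2's Wald test called 689 higher and 855 lower, an adjusted p below 0.05 gave 688 and 884, no fold change minimum gave 676 lower, and glmTreat against a fold change of 2 gave 2 higher and 4 lower. With the marker score in the model 0 genes were called higher and 0 lower, and 3235 had an unadjusted p below 0.05. This score separates the groups completely. The 6 fits that each left out 1 library called 50 to 144 genes higher and 72 to 283 lower. The DESeq2 runs chosen after seeing the data gave 688 higher and 859 lower with independent filtering at 0.1, 630 and 754 without the unannotated loci (633 and 759 with filtering at 0.1), 607 and 788 on genes with a mean of at least 0.5 FPKM with either filtering, 629 and 751 on annotated genes with at least 0.1 FPKM (627 and 753 with filtering at 0.1), and 673 and 861 on the genes kept by filterByExpr with either filtering.

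*Fgf1* was higher under each of 22 alternatives, with log2 fold changes from 0.60 to 1.13 and adjusted p-values from 1.68e-06 to 0.160 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the DESeq2 Wald test or limma). Among the fits without the replicate block it fell below a fold change of 2 with library size only (0.98), log2(FPKM + 1) (0.89), log2(FPKM + 0.1) (0.98), the GC content offset (0.96), the gene length offset (0.98), 1 surrogate variable (0.98) and the marker score (0.60). Without 1 library in turn it lay between 0.89 and 1.13, with a fold change of at least 2 in 4 of these 6 fits and an adjusted p below 0.01 in 1, but both in 0.

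With the replicate number as a block, 233 genes were called higher and 348 lower, the log2 fold change of *Fgf1* was 1.02, and 3 gene families and 5 marker sets passed. With the replicate block and the GC content offset together these were 199 genes higher, 247 lower, 0.95, 4 families and 7 marker sets. *Hcar2* reversed to -0.0520 with the block and to -0.0168 with the block and the offset, which also reversed *Tlr4* (-0.0887), *Hdac8* (-0.0236) and *Fasn* (0.0313). Same-numbered libraries are from different mice, and the correlation of their deviations from the group means was -0.06 on average over 15228 genes (-0.18, -0.02 and 0.02 for the 3 pairs), against 0.03 for the other pairs.

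Of the gene families 3 passed the threshold of camera, and of the marker sets 5. With the estimated inter-gene correlation 0 families passed (0 with an unadjusted p below 0.05) and 0 marker sets (1 with an unadjusted p below 0.05). With fry in place of camera 0 families passed (5 with an unadjusted p below 0.05) and 2 marker sets. Leaving out 1 library in turn gave 1 to 6 families and 4 to 9 marker sets. Without the clustered protocadherins the cadherin family had an adjusted p of 0.0194 from limma's camera, against a range of 6.77e-08 to 0.455 over its alternatives.

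The direction of a set was read from camera and from its median log2 fold change, and counts as reversed where either flips. The major histocompatibility complex genes were at -0.0538 with DESeq2, -0.0190 with library size only, -0.0620 without a filter and from -0.11 to 0.18 without 1 library in turn. Adipocyte markers were at 0.27 with the replicate block, 0.23 with 1 surrogate variable, -0.90 with the marker score and from -0.11 to 1.33 without 1 library in turn. Collagens and laminins were at 0.18 with the GC content offset, 0.17 with the replicate block and this offset, -0.0647 with the gene length offset, -0.54 with the marker score and from -0.0905 to 0.26 without 1 library in turn. The marker score also reversed *Ocln* (0.15), *Cd36* (-0.62), *Srebf1* (-0.0371), *Hdac1* (0.28), *Ffar2* (0.49), *Lpcat3* (0.12), Wnt ligands and Frizzled receptors (-0.0670), endothelium (-0.0523), enteric neurons and glia (-0.0475), fibroblasts (-0.0549) and smooth muscle (-0.57). The GC content offset reversed *Tlr4* (-0.0944), *Hdac8* (-0.0258) and *Fasn* (0.0308), the gene length offset *Srebf1* (-0.0019) and *Hdac1* (0.0222), the upper quartile *Hdac1* (0.0316) and log2(FPKM + 0.1) *Hcar2* (-0.0658). Without 1 library in turn the log2 fold change lay between -0.28 and 0.46 for *Hcar2*, -0.0414 and 0.13 for *Srebf1*, -0.15 and 0.14 for *Hdac1* and -0.42 and 0.18 for *Ffar2*. Over 1652 comparisons of 72 named genes, 1365 were the same, 257 weaker, 6 stronger and 24 reversed. Over 550 comparisons of 22 sets, 476 were the same, 21 weaker, 29 stronger and 24 reversed. Depth limits the genes near the floor of 3 counts, such as *Il6*, which had at most 6 counts in a library.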

Differences from the paper's values

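The paper reports 647 genes higher with isobutyrate, and 245 were called here. Of 25 alternatives set before the data were examined, DESeq2's Wald test (689) and an adjusted p below 0.05 with a fold change of at least 2 (688) came within 1.5 times of the paper's value, and the other 23 did not, in a range from 0 to 689. For genes lower with isobutyrate the paper's value is 825, and 436 were called here. DESeq2's Wald test (855), an adjusted p below 0.05 with a fold change of at least 2 (884) and an adjusted p below 0.01 with no fold change minimum (676) closed this gap, and the other 22 did not. The paper's supplementary methods name DESeq2. The 9 DESeq2 runs on other sets of genes or with other filtering, which were chosen after seeing the values, gave 607 to 688 genes higher and 751 to 861 lower, also within 1.5 times of the paper's values, and none of them gave the same numbers.

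For *Fgf1* the paper's minus log10 of the adjusted p is about 11 in Fig. 8A, read by eye, and the value here is 2.29 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 22 alternatives set before the data were examined closed this gap, with values from 0.80 to 5.78, the highest from DESeq2's Wald test. The smallest adjusted p of *Fgf1* in the DESeq2 runs chosen after seeing the values was 9.64e-07.

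The paper gives *Ocln* and *Tjp1* mRNA, measured by QPCR in the colon, as higher with isobutyrate (Figure 7H,I). It also reports more of both proteins by immunofluorescence and less FITC-dextran and LPS in serum, which RNA sequencing does not measure. In the RNA sequencing *Tjp1* had a log2 fold change of -0.20 (standard error 0.11, adjusted p = 0.225, range over its alternatives 0.0448 to 0.473, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or the test of the alternative). That of *Ocln* was -0.22 (standard error 0.21, adjusted p = 0.484, range 0.0844 to 0.914, from the same tests), and it was 0.15 with the marker score in the model, a setting that gives the paper's direction. *Tjp1* stayed negative in each of its 22 alternatives set before the data were examined. The paper also shows more goblet cells in tissue sections (Figure 7J), whereas the 8 goblet cell markers were all lower here, with a median log2 fold change of -1.62, and their median was negative under each alternative set before the data were examined. RNA of whole tissue pieces gives the share of each marker in the piece and not a number of cells. The 11 colon epithelium markers fell as well, with a median log2 fold change of -1.10.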

Other observations

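The tests of library size, of a few genes taking most of the counts, of GC content, of gene length and of other splits reported here were chosen before their results were seen.

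Epithelial and goblet cell markers were lower with isobutyrate. The 11 colon epithelium markers had a median log2 fold change of -1.10 (11 of 11 lower, adjusted p = 1.60e-06 from limma's camera, range over its alternatives 5.19e-10 to 0.460). The 8 goblet cell markers had one of -1.62 (8 of 8 lower, adjusted p = 2.45e-08 from limma's camera, range 4.29e-11 to 0.179). Among them *Fcgbp* went from 1300 ± 117 CPM (SD, n = 3) to 241 ± 62.1 CPM (SD, n = 3). *Zg16*, *Clca1*, *Phgr1*, *Krt8* and *Vil1* were also called lower. *Krt8* has a near-identical pseudogene, and 101 of its 1958 exonic bases overlap another gene on the opposite strand. For *Vil1*, 49 of the 3551 exonic bases overlap *Usp37* on the opposite strand. With an offset for GC content the medians were -0.99 and -1.59 and the larger adjusted p of both sets was 1.35e-05, so GC content does not fully account for the fall. Dilution by RNA of other cells would lower all these markers by about the same amount. The ratio of their heterogeneity Q to its degrees of freedom was 6.16 over 19 markers. This is more than standard errors alone give, so that one common fall does not describe these markers. The ratio sets the spread against standard errors only. The log2 fold changes ran from -3.01 to -0.32 in the epithelium set and from -2.43 to -0.26 in the goblet set. For these 19 markers this spread argues against dilution as the only cause. Random lists matched on expression had a median of 8.80, and 6.16 lay at percentile 17.3 of 10000 lists, but such lists are not expected to share one change and do not bear on this. A fall that dilution caused in part is left open. If another segment of colon had been sampled, Hox genes of paralogue groups 3 to 8 and 10 to 13 would move in opposite directions. Their median log2 fold changes were -0.59 (17 genes) and -0.20 (8 genes), without a difference in a two-sided exact permutation test (p = 0.554). Of the 4 splits that part all same-numbered mice, 1, the real split, gave medians as far from 0, and 3 libraries against 3 cannot separate this further from chance. No biological explanation was tested.

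The difference in the number of called genes was weighed in the same way. Of the 4 splits that part all same-numbered mice, 1, the real split, called as many genes, as did 1 of all 10. The other 9 splits called at most 3 genes. The number of called genes was 684 after thinning to the smallest library, 671 with TMM computed without the 50 highest genes, 522 with an offset for GC content and 730 with an offset for gene length, against 681. The rank correlation of log2 fold change with GC content was -0.26 across genes, and the median GC content was 48.6% in higher, 54.6% in lower and 49.8% in all tested genes. With the marker score in the model 0 genes were called, and 3235 had an unadjusted p below 0.05. *Fgf1* then had a log2 fold change of 0.60, against 1.03 without the score. The score follows the group in all 6 libraries, so that a difference in the cell mixture of the pieces cannot be told apart from an effect of isobutyrate on the same cells, for the calls in general and for *Fgf1*.

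The number of gene families past the threshold, 3, was reached by 1 of the 4 splits that part all same-numbered mice and by 4 of all 10 splits. The number of marker sets, 5, was reached by 2 of these 4 and by 8 of all 10. These numbers cannot be told apart from a chance division of the libraries.

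Of the genes the paper names, 28 were tested, 9 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 were called, *Fgf1* and *Dgat1* (log2 fold change -1.44, adjusted p = 0.00225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over its alternatives 5.37e-12 to 0.0516). All these values are from colon. The paper measured its lipid metabolism genes, *Dgat* among them, in jejunum or liver, and the colon values do not test those results. The paper reports lower *Il1b* and *Mcp1* mRNA in the colon by QPCR (Figure 7A). *Il1b* had a log2 fold change of -0.97 (adjusted p = 0.120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range 0.0474 to 0.370), where 25 of the 1907 exonic bases of *Il1b* overlap an antisense gene, and that of *Ccl2*, which encodes MCP1, was -0.45 (adjusted p = 0.545 from the same test, range 0.304 to 0.873). *Il6* had 5, 2 and 4 counts in the HFD libraries and 6, 4 and 0 with isobutyrate. *Hdac3* changed by -0.35 (adjusted p = 0.0625 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range 0.0363 to 0.615). The remaining genes were not called. Of these *Hsp90ab1* (log2 fold change 0.77), *Hdac2* (0.48), *Ppargc1a* (-0.55), *Apob* (-0.79), *Dgat2* (-1.01) and *Slc27a4* (-1.10) are among those with an adjusted p below 0.05. The others were *Slc27a2* (log2 fold change 0.78), *Cd36* (0.72), *Adgre1* (-0.28), *Lpcat3* (-0.36), *Cpt1a* (-0.55) and *Fabp1* (-1.51), and *Tlr4* (0.19), *Hdac8* (0.17), *Hcar2* (0.07), *Srebf1* (0.06), *Hdac1* (-0.05), *Ffar2* (-0.17) and *Fasn* (-0.19), whose small changes took the other sign under at least 1 alternative. *Cd36* and *Lpcat3* also changed sign, with the marker score in the model. The values of *Slc27a2*, *Lpcat3* and *Srebf1* are uncertain, since 419 of 3754, 334 of 3268 and 175 of 5634 exonic bases overlap other genes, and *Hdac1* has near-identical stretches in 22 genes. Of the reference genes used in the paper, *Actb*, the one listed for mouse QPCR, changed by 0.14. *Gm15725* and *Lrrc58* hold near-identical sequence to *Actb*. *Gapdh*, for which 127 genes hold near-identical sequence, changed by -1.13 (adjusted p = 0.0145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range 1.41e-04 to 0.191). Its mean was 54.3 CPM in the HFD group and 24.8 CPM in the isobutyrate group, a level made uncertain by these copies. The paper lists *GAPDH* primers for human cells only, and GAPDH protein for Western blots. This change therefore does not bear on its mouse QPCR. Among the endothelium markers, a single gene, *Pecam1*, was called higher (log2 fold change 1.01).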
